# Cell state dependent effects of Bmal1 on melanoma immunity and tumorigenicity

**DOI:** 10.1038/s41467-024-44778-2

**Published:** 2024-01-20

**Authors:** Xue Zhang, Shishir M. Pant, Cecily C. Ritch, Hsin-Yao Tang, Hongguang Shao, Harsh Dweep, Yao-Yu Gong, Rebekah Brooks, Patricia Brafford, Adam J. Wolpaw, Yool Lee, Ashani Weeraratna, Amita Sehgal, Meenhard Herlyn, Andrew Kossenkov, David Speicher, Peter K. Sorger, Sandro Santagata, Chi V. Dang

**Keywords:** Melanoma, Circadian rhythms, Tumour immunology

## Abstract

The circadian clock regulator Bmal1 modulates tumorigenesis, but its reported effects are inconsistent. Here, we show that Bmal1 has a context-dependent role in mouse melanoma tumor growth. Loss of Bmal1 in YUMM2.1 or B16-F10 melanoma cells eliminates clock function and diminishes hypoxic gene expression and tumorigenesis, which could be rescued by ectopic expression of HIF1α in YUMM2.1 cells. By contrast, over-expressed wild-type or a transcriptionally inactive mutant Bmal1 non-canonically sequester myosin heavy chain 9 (Myh9) to increase MRTF-SRF activity and AP-1 transcriptional signature, and shift YUMM2.1 cells from a Sox10^high^ to a Sox9^high^ immune resistant, mesenchymal cell state that is found in human melanomas. Our work describes a link between Bmal1, Myh9, mouse melanoma cell plasticity, and tumor immunity. This connection may underlie cancer therapeutic resistance and underpin the link between the circadian clock, MRTF-SRF and the cytoskeleton.

## Abstract (web summary)

It has been reported that the circadian clock regulator Bmal1 can modulate tumorigenesis. Here the authors show that ectopic expression of Bmal1 promotes an immune resistant mesenchymal melanoma cell state associated with increased AP-1 activity.

## Introduction

Circadian biological rhythms are coupled organismal and cellular activities that oscillate with a period of 24 h in synchrony with the day-night solar cycle. These cycles allow organisms to anticipate food availability and daily periods of sleep^1–3^, enabling fitness and longevity^4^. Clock disruption in humans or mice result in obesity, inflammation, and predisposition to cancer development and progression^5–7^. Further, analyses of data from The Cancer Genome Atlas (TCGA) suggest that human cancers have genomic alterations of clock regulators^8,9^, some of which participate in tumorigenesis in mice^7,10,11^.

Here, we focus on whether the cell autonomous circadian clock affects melanoma tumorigenesis. Melanocytes, which are derived from Sox9-driven neural crest cells^12^, acquire oncogenic mutations that give rise to melanoma. Human melanomas display substantial phenotypic heterogeneity and variation in markers with SOX10 being commonly expressed^13^. However, melanoma cell states can be variable including cells that are heavily pigmented and well-differentiated (SOX10^high^/MITF^high^), neural crest-like (NGFR^high^), or undifferentiated and drug resistant (SOX9^high^/AXL^high^)^14^. Intriguingly, melanomas under therapeutic stress imposed by BRAF inhibitors display lineage plasticity with transient expression of NGFR, EGFR, AXL, and an AP-1 transcriptional signature and with loss of SOX10^15–17^. However, whether the circadian clock affects melanoma cell plasticity is unknown^13^. As such, we explore here the effects of the circadian regulator Bmal1 on mouse melanoma cell state, tumorigenesis and therapeutic resistance.

## Results

### Diminished tumorigenesis of murine Bmal1-null YUMM2.1 melanoma rescued by Hif1α

We previously reported that loss of Bmal1 (Bmal1KO) in the B16-F10 murine melanoma cell line diminished tumor growth in immunocompetent C57BL/6 mice and altered time-of-day specificity of response to anti-cancer drugs^18^. 

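B16-F10 is a mouse melanoma cell line, and RNA from 2 libraries of Ctrl cells and 2 libraries of cells labelled Bmal1 KO was sequenced. QuantSeq primes cDNA synthesis at the poly(A) tail and reads the 3′ end of each transcript, so that a count does not grow with transcript length. The authors aligned the single reads to the mm10 mouse genome with bowtie2, estimated counts per Ensembl gene with RSEM, tested them with DESeq2 and deposited them as whole numbers without normalization. The total was 19348395 and 19367158 counts in the Ctrl libraries and 21282282 and 22970049 in the libraries labelled Bmal1 KO. From these counts, levels are given as CPM, counts scaled to library size, after edgeR's TMM normalization, and genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, called the edgeR adjusted p from here on. With 2 libraries in each group, a two-sided permutation test cannot give a p under 0.333, so none was run. Gene symbols and positions are those of the mm10 (GRCm38) annotation. Bmal1 is listed under the symbol Arntl (ENSMUSG00000055116; chromosome 7, 113207465 to 113314126), which overlaps 1 other gene, and whether counting was by strand is not stated in the paper's text. Arntl had 319 and 221 counts in the Ctrl libraries and 326 and 240 in the libraries labelled Bmal1 KO. The log2 fold change of Arntl was -0.069 (standard error 0.26, edgeR adjusted p = 0.92), so the counts of the targeted gene do not separate the groups, and the groups are named here by their labels. Counts of 3′ ends do not measure Bmal1 protein, which the paper examined by immunoblot in Ctrl and Bmal1 KO clones of B16 cells (Fig. 1c). Of 14556 genes tested, 64 had an edgeR adjusted p under 0.05, 32 higher and 32 lower in the libraries labelled Bmal1 KO, and 1715 had an unadjusted p under 0.05. Adding the replicate number as a block gave a count of 249, 112 higher and 137 lower, and same-numbered libraries deviated together from their group means with a correlation of 0.0905 across genes. Among the other settings tried, one fit of all 40 libraries moved the count most, to 1952 DEGs. Large rises were in Mrap and Hapln4, which had 0 counts in both Ctrl libraries and were at least 50.0-fold and 30.3-fold higher in the libraries labelled Bmal1 KO. The largest falls were in Stc1, with a log2 fold change of -5.63 (standard error 0.36, edgeR adjusted p = 0.025), and in Car8 and 1700030C10Rik, which had 0 counts in both libraries labelled Bmal1 KO and were at least 34.5-fold and 138-fold lower. Stc1, Car8 and 1700030C10Rik overlap other annotated genes.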

To provide insight into Bmal1’s effects on B16-F10 tumor growth, we used QuantSeq 3′ mRNA sequencing to identify differentially expressed genes (DEGs) between control (Ctrl) and Bmal1-null in B16-F10 (Fig. 1a and Supplementary Data 1). Gene set enrichment analysis (GSEA) reveals an enrichment of hypoxia responsive genes in Ctrl cells (Fig. 1b and Supplementary Fig. 1a). 

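The authors ran GSEA with Hallmark gene sets, which were not used here. In their place, a list of 64 hypoxia responsive genes was written by hand before the counts were seen, and 56 of them passed the filter on low counts. limma's camera test compared the list with all other tested genes, allowing for a correlation of 0.01 between genes. The median log2 fold change of the list in the libraries labelled Bmal1 KO against Ctrl was -0.25, with 39 genes lower and 17 higher. This correlation-adjusted test gave p = 1.8e-05, or 5.0e-05 after Benjamini-Hochberg adjustment over the 14 list results of all experiments. Blocking on the replicate gave a median of -0.26 and a correlation-adjusted p = 1.4e-05. The setting that moved the p most was limma's fry rotation test, with a p-value of 0.031. With each of the 4 libraries left out in turn, the median stayed between -0.40 and -0.18. Of the 56 genes, 1 (Stc1) had an edgeR adjusted p under 0.05, and 7 did when the adjustment was over the list alone, all 7 lower in the libraries labelled Bmal1 KO. Hif1a itself (chromosome 12, 73901375 to 73947530), which overlaps 2 other genes, had 106 ± 3.67 CPM (SD, n = 2) in Ctrl and 91.6 ± 11.0 CPM in the libraries labelled Bmal1 KO, a log2 fold change of -0.21 (standard error 0.17, edgeR adjusted p = 0.64). Sox9 (ENSMUSG00000000567; chromosome 11, 112782224 to 112787760) had 112 ± 7.12 CPM (SD, n = 2) in Ctrl and 45.7 ± 14.7 CPM in the libraries labelled Bmal1 KO. Its log2 fold change was -1.29 (standard error 0.26, edgeR adjusted p = 0.16), and the edgeR adjusted p was 0.023 with the replicate block. Among Bmal1-Clock targets, Nr1d2 changed by -2.37 (standard error 0.21, edgeR adjusted p = 0.033) on the log2 scale, while Nr1d1 changed by -1.29 (standard error 0.41, edgeR adjusted p = 0.34) and Dbp by -0.84 (standard error 0.29, edgeR adjusted p = 0.37), so of these 3 only Nr1d2 passed the threshold. From the enrichment of hypoxia responsive genes in Ctrl cells, the paper turns to Hif1α and Sox9 protein in hypoxic cells, and it proposes roles for both in the tumorigenesis of B16-F10 (Fig. 1b, c).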

Congruently, hypoxic B16-F10 Ctrl cells compared to Bmal1 KO B16-F10 cells had higher levels of Hif1α and Sox9, a cell state determining factor (Fig. 1c). Notably, Hif1α or Sox9 expression in melanoma is associated with tumorigenesis^19,20^, suggesting their putative roles in Bmal1-dependent B16-F10 tumorigenesis.

**Fig. 1:**
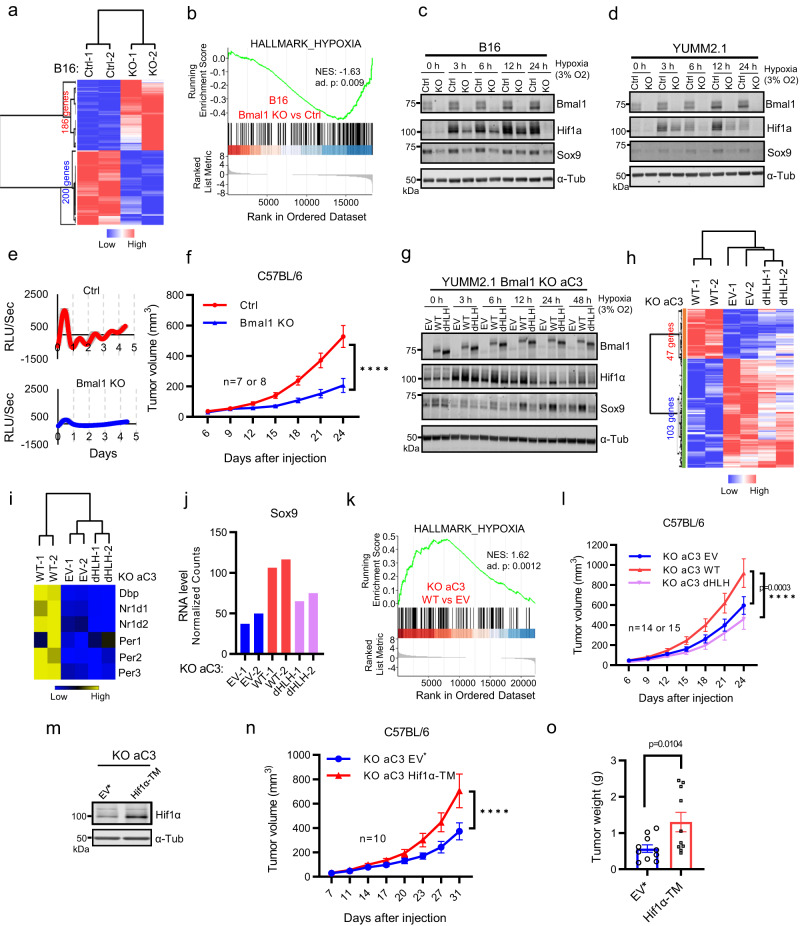
Loss of Bmal1 decreases YUMM2.1 tumorigenesis. **a** Heatmap for DEGs in B16 Control (Ctrl) vs B16 Bmal1-null (KO) cells. BR of 2. **b** GSEA showing hypoxia gene set significantly enriched in B16 Control vs Bmal1 KO. **c**, **d** Immunoblot of Bmal1, Hif1α and Sox9 proteins in Ctrl and Bmal1 KO clones from B16 cells (**c**) or YUMM2.1 cells (**d**) at different time points after exposure to 3% O_2_. α-Tubulin served as loading control for all immunoblots except where noted. RE of 3 for **c** and 2 for **d**. **e** Real-time luminescence monitoring of *Bmal1*::dLUC in YUMM2.1 Bmal1 KO clone aC3 and control clone B8 synchronized with dexamethasone for up to 4.5 days. Luminescence signal is baseline subtracted and data are shown starting 24 h after synchronization. Signal confidence interval is shown in gray. Mean ± SEM of BR of 3, RE of 2. **f** Tumor growth rate of B8 (*n* = 7) and aC3 clones in male C57BL/6 mice (*n* = 8). Mean ± SEM; ****P < 0.0001 by Two-way ANOVA test. **g** Immunoblot for Bmal1, Hif1α and Sox9 protein levels in Bmal1 KO aC3 clone with empty vector (EV), WT-Bmal1 and dHLH-Bmal1. RE of 3. **h**–**k** Quant-seq data analyses from aC3 clone with EV, WT-Bmal1 and dHLH-Bmal1. Samples are in duplicates. Heatmap for all 47 increased and 103 decreased genes by WT-Bmal1 but not dHLH-Bmal1 vs EV (**h**); Heatmap for relative expression of Bmal1 direct target genes (**i**); Normalized counts of Sox9 (**j**) and GSEA showing the enrichment of hypoxia gene set with WT-Bmal1 vs EV cells (**k**). **l** Tumor growth rate of aC3 with EV (*n* = 14), WT-Bmal1 (*n* = 15) and dHLH-Bmal1 (*n* = 14) in male C57BL/6 mice. Mean ± SEM, RE of 2. ****p < 0.0001 by Two-way ANOVA test followed by Tukey’s multiple comparisons test. **m** Immunoblot for Hif1α in aC3 clone with EV* and Hif1α-TM. Note: aC3 EV* is different from aC3 EV which has *Bmal1*::dLuc reporter. RE of 2. Tumor growth rate (**n**) and tumor weight (**o**) of aC3 with EV* and Hif1α-TM in male C57BL/6 mice (*n* = 10 in each group). Mean ± SEM. *p*-value by Two-way ANOVA test in **n**. Mean ± SEM. Two-tailed *p*-value by unpaired *t*-test in **o**. RE of 2. BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

To further probe the role of Bmal1 in melanoma, we studied another mouse melanoma cell line YUMM2.1, which is derived from transgenic tumors driven by human melanoma-relevant mutations Braf^V600E^, Pten^−/−^, Cdkn2a^+/−^, and Bcat^STA/+^ (heterozygous for a stabilized mutant β-catenin)^21,22^. We knocked out Bmal1 in YUMM2.1 and studied three Bmal1-null clones (aC3, aG9 and cD6) and three control clones (B8, C8 and F5) (Fig. 1d and Supplementary Fig. 1b). We found that Bmal1-null clones lost clock function as determined by the circadian Bmal1-promoter-Luciferase reporter (*Bmal1*::dLUC) (Fig. 1e and Supplementary Fig. 1c), and that these clones collectively had lower levels of Hif1α, Sox9 (Fig. 1d and Supplementary Fig. 1b) and diminished tumorigenesis in C57BL/6 mice (Fig. 1f and Supplementary Fig. 1d), consistent with the effect seen with B16-F10 cells.

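YUMM2.1 is a mouse melanoma cell line, and aC3 is a clone of it in which Bmal1 was disrupted by CRISPR editing. The constructs were introduced into aC3 cells with a lentivirus that also carries GFP, and the cells were sorted by GFP. RNA of the EV, WT-Bmal1 and dHLH-Bmal1 cells, the last lacking the DNA binding domain, was sequenced in 2 libraries each with the 3′ protocol used for B16-F10. The total ranged from 10734288 to 11006516 counts in the EV libraries, from 9456337 to 10153044 with WT-Bmal1 and from 9347467 to 9658314 with dHLH-Bmal1. The 6 libraries were fitted together, so that the 3 groups share one estimate of the spread, and 13790 genes passed the filter. Same-numbered libraries deviated together from their group means with a mean correlation of 0.0536 across genes. Arntl had 370 and 329 counts in the EV libraries, 193 and 170 with WT-Bmal1 and 463 and 296 with dHLH-Bmal1. Its log2 fold change against EV was -0.83 (standard error 0.16, edgeR adjusted p = 0.0036) with WT-Bmal1 and 0.27 (standard error 0.15, edgeR adjusted p = 0.27) with dHLH-Bmal1. These counts do not tell transcripts of the edited gene from any construct transcript counted on it.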

We then performed genetic complementation experiments with the aC3 clone YUMM2.1 Bmal1-null (YUMM2.1KO) cells to determine whether the effects of loss of Bmal1 could be reversed by constitutive expression of (1) wild-type (WT) Bmal1 (YUMM2.1KO-WT), (2) a transcriptionally inactive Bmal1 mutant lacking the basic helix-loop-helix DNA binding domain (dHLH) (YUMM2.1KO-dHLH) or (3) empty vector (YUMM2.1KO-EV) (Fig. 1g). dHLH-Bmal1 can dimerize with Clock and inhibits endogenous Clock-Bmal1 transcriptional activity but retains translational stimulating activity^23^. As expected from previous studies^24–26^, reconstitution of WT-Bmal1, but not dHLH-Bmal1 or EV, re-established clock function (Supplementary Fig. 1e). 

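In aC3 cells, 1544 genes differed between WT-Bmal1 and EV at an edgeR adjusted p under 0.05, 678 higher and 866 lower with WT-Bmal1, and 1501 differed between dHLH-Bmal1 and EV, 661 higher and 840 lower with dHLH-Bmal1. The replicate block moved these counts to 1989 and 1993. A direct comparison of WT-Bmal1 with dHLH-Bmal1 gave 121 DEGs. Of the genes changed by WT-Bmal1, 703 were not changed by dHLH-Bmal1, 304 higher and 399 lower, and 52 of these also differed between WT-Bmal1 and dHLH-Bmal1. The block made this 857 genes. A minimum log2 fold change of 1 reduced this count most, to 135. The largest rises with WT-Bmal1 against EV were in Gm14036 and Sap18b, which had 0 counts in both EV libraries and were at least 60.9-fold and 20.7-fold higher, and in Mgp, with a log2 fold change of 3.74. The largest falls were in Rnu3a, Raet1d and Pcdhac2. Rnu3a had 0 counts in both WT-Bmal1 libraries and was at least 43.2-fold lower, and Pcdhac2 was at least 6.46-fold lower. Raet1d had a log2 fold change of -2.87, which ranged from -8.95 to -1.84 with each library left out in turn. Gm14036 is annotated as a processed pseudogene, Rnu3a as a small nucleolar RNA and the others as protein-coding. Gm14036, Raet1d and Rnu3a each overlap 1 other annotated gene, and Pcdhac2 overlaps 18. Counts of Gm14036, Sap18b, Raet1d, Pcdhac2 and Rnu3a are uncertain, since RSEM may divide their reads among near-identical copies.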

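Per2 and Nr1d1 rose most among the clock genes examined. Per2 (ENSMUSG00000055866; chromosome 1, 91415982 to 91459324) rose from 1.17 ± 0.0974 CPM (SD, n = 2) in EV to 8.82 ± 0.795 CPM with WT-Bmal1, a log2 fold change of 2.90 (standard error 0.38, edgeR adjusted p = 3.4e-04). Nr1d1 (ENSMUSG00000020889; chromosome 11, 98767932 to 98775333) rose from 2.06 ± 0.187 CPM to 12.3 ± 1.57 CPM, a log2 fold change of 2.57 (standard error 0.29, edgeR adjusted p = 1.2e-04). Dbp (ENSMUSG00000059824; chromosome 7, 45705088 to 45710203) changed by 2.54 (standard error 0.15, edgeR adjusted p = 6.6e-07) on the log2 scale, Per3 (ENSMUSG00000028957; chromosome 4, 151003652 to 151044665) by 2.25 (standard error 0.19, edgeR adjusted p = 9.5e-06) and Nr1d2 (ENSMUSG00000021775; chromosome 14, 18204054 to 18239127) by 1.57 (standard error 0.12, edgeR adjusted p = 4.4e-06). Dbp, Nr1d1 and Per3 each overlap at least 1 other annotated gene. Per1 rose by 0.88 (standard error 0.31, edgeR adjusted p = 0.082) and did not pass the threshold. With dHLH-Bmal1, Nr1d2 changed by -2.01 (standard error 0.15, edgeR adjusted p = 1.6e-05), Nr1d1 by -1.82 (standard error 0.44, edgeR adjusted p = 0.017) and Per3 by -1.09 (standard error 0.24, edgeR adjusted p = 0.011) against EV, all lower, while Dbp changed by -0.30 (standard error 0.17, edgeR adjusted p = 0.30) and Per2 by 0.50 (standard error 0.45, edgeR adjusted p = 0.52). Compared directly, WT-Bmal1 exceeded dHLH-Bmal1 in Dbp, Nr1d1, Nr1d2, Per2 and Per3, with log2 fold changes from 2.40 to 4.39 and edgeR adjusted p from 4.8e-09 to 0.0052. Over a hand-written list of Bmal1-Clock targets, of which 14 genes were tested, the median log2 fold change with WT-Bmal1 was 0.84, 12 genes were higher, and the correlation-adjusted camera test gave p = 4.6e-09 (2.1e-08 over the 14 lists). Of the 14 genes, 8 were higher and 2 lower at an edgeR adjusted p under 0.05, and 11 were higher and 2 lower with the adjustment over the list alone. The 2 lower genes, Cry1 and Nfil3, were named after their values were seen. Both are also targets of the repressors Nr1d1 and Nr1d2, which rose with WT-Bmal1. Under the replicate block the median was 0.84 and the correlation-adjusted p = 3.6e-09. Without the genes that the paper names, the list's median was 0.61 and its correlation-adjusted p = 0.023. Sox9 rose from 3.90 ± 0.832 CPM (SD, n = 2) in EV to 9.88 ± 0.702 CPM with WT-Bmal1, a log2 fold change of 1.34 (standard error 0.26, edgeR adjusted p = 0.0041), and reached 6.19 ± 0.727 CPM with dHLH-Bmal1, a log2 fold change of 0.67 (standard error 0.27, edgeR adjusted p = 0.13). The difference in Sox9 between WT-Bmal1 and dHLH-Bmal1 was 0.67 (standard error 0.25, edgeR adjusted p = 0.27) on the log2 scale and did not pass the threshold. Under the replicate block the edgeR adjusted p of Sox9 was 0.0019 for WT-Bmal1 against EV and 0.22 against dHLH-Bmal1.

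**Figure D1:**
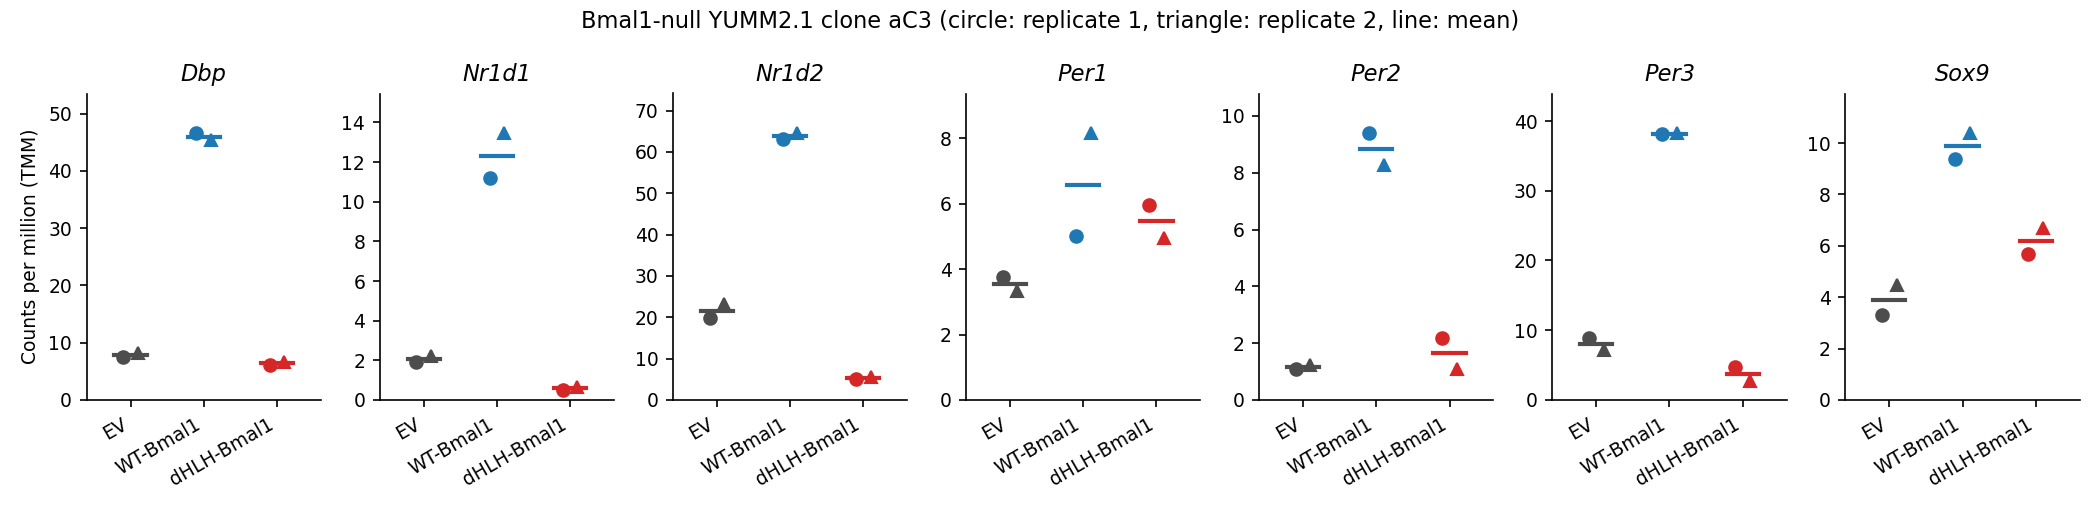
CPM of Dbp, Nr1d1, Nr1d2, Per1, Per2, Per3 and Sox9 in aC3 cells with EV, WT-Bmal1 or dHLH-Bmal1. Circles are replicate 1, triangles replicate 2 and lines the mean of each group, and both WT-Bmal1 libraries lie above all others for Dbp, Nr1d1, Nr1d2, Per2, Per3 and Sox9.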

RNA-sequencing data showed that comparing with EV and dHLH-Bmal1, complementation with WT-Bmal1 altered the expression of many genes (Fig. 1h and Supplementary Data 1) which included Bmal1-Clock targets (e.g., Dbp, Nr1d1, Nr1d2, Per2, and Per3) (Fig. 1i) and Sox9 (Fig. 1j).

Congruent with observations in B16-F10 cells (Fig. 1b), hypoxia responsive genes were enriched by complementation by WT-Bmal1 (Fig. 1k and Supplementary Fig. 1f) but not by dHLH-Bmal1 (Supplementary Fig. 1g). 

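The hand-written hypoxia list had 50 genes tested in aC3 cells. With WT-Bmal1 against EV its median log2 fold change was 0.24, 41 of the 50 genes were higher, and the correlation-adjusted camera test gave p = 1.3e-10, or 9.1e-10 over the 14 lists. With dHLH-Bmal1 against EV the median was 0.24, 37 genes were higher, and the correlation-adjusted p = 1.4e-07, or 5.0e-07 over the 14 lists. The replicate block gave a correlation-adjusted p = 2.9e-11 for WT-Bmal1 and 4.8e-08 for dHLH-Bmal1. With WT-Bmal1, 17 genes were higher and 1 lower at an edgeR adjusted p under 0.05, and 22 were higher and 1 lower when adjusted over the list alone. With dHLH-Bmal1 these numbers were 11 higher and 1 lower, and 26 higher and 3 lower over the list alone. The gene lower with both constructs was Slc2a3, which was named after its values were seen. Compared directly, the list's median was 0.044 higher with WT-Bmal1 than with dHLH-Bmal1, and the correlation-adjusted p = 0.081, 0.11 over the 14 lists and 0.087 with the replicate block. One fit of all 40 libraries moved this comparison to a median of 0.025 with a p-value of 0.043, and against 10000 random lists matched on mean expression the p-value was 0.043. Hif1a changed by 0.16 (standard error 0.085, edgeR adjusted p = 0.25) with WT-Bmal1 and by -0.20 (standard error 0.086, edgeR adjusted p = 0.16) with dHLH-Bmal1 on the log2 scale. The paper states that hypoxia responsive genes were enriched by WT-Bmal1 but not by dHLH-Bmal1 (Fig. 1k and Supplementary Fig. 1f, g), and sets this beside Hif1α and Sox9 protein in the same cells (Fig. 1g).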

Further, YUMM2.1KO-WT cells had higher sustained Hif1α and Sox9 protein levels under hypoxia than YUMM2.1KO-EV or YUMM2.1KO-dHLH (Fig. 1g). Despite these expression differences, we found that their growth rates were indistinguishable in vitro under normoxia (Supplementary Fig. 1h) or hypoxia (Supplementary Fig. 1i). However, WT-Bmal1, in contrast to EV or dHLH-Bmal1, could increase tumor growth (Fig. 1l) in vivo, suggesting that Bmal1 may augment tumorigenesis by stabilizing Hif1α protein^27^ rather than Hif1α mRNA which was not induced (Supplementary Fig. 1j). In this regard, we ectopically expressed a stabilized Hif1α-TM allele in YUMM2.1 (Supplementary Fig. 1k) and YUMM2.1KO cells (Fig. 1m) and found that Hif1α-TM increased tumorigenesis of YUMM2.1 KO cells (Fig. 1n, o) but not significantly in YUMM2.1 cells (Supplementary Fig. 1k, l) when compared to control. We could not stably express Hif1α-TM in Bmal1 KO B16-F10 cells, hence the role of Hif1α in Bmal1 KO B16-F10 tumorigenesis is unclear. Nonetheless, these observations collectively suggest that loss of Bmal1 diminishes tumorigenesis at least partly through reduction in Hif1α activity.

### Ectopic expression of Bmal1 affects immune infiltration and increases YUMM2.1 tumorigenesis

Having observed that loss of endogenous Bmal1 diminishes tumorigenesis, we then sought to determine how ectopic expression of Bmal1 or dHLH-Bmal1 affects tumorigenesis in the native YUMM2.1 cell state. It is notable that ectopic Bmal1 expression in the native background have potential neomorphic effects^28,29^, such as the recently reported association of deregulated *BMAL1* expression with anti-androgen therapy resistance in human prostate cancer^30^. We generated YUMM2.1 empty vector (YUMM2.1-EV), dHLH-Bmal1 (YUMM2.1-dHLH) and WT-Bmal1 (YUMM2.1-WT) expressing YUMM2.1 cell lines (Fig. 2a). Unexpectedly, although Hif1α was clearly diminished in Bmal1 KO cells, it was not consistently increased in YUMM2.1-WT or YUMM2.1-dHLH cells across the time course (Fig. 2a). Whereas YUMM2.1-EV and YUMM2.1-WT cells retained circadian clock function as measured using the *Bmal1*::dLUC reporter, YUMM2.1-dHLH cells had disrupted clock function (Supplementary Fig. 2a) attributed to the dominant negative transcriptional effect of dHLH-Bmal1^23^ which suppressed the expression of core Bmal1 targets, Dbp, Nr1d1, and Nr1d2 (Supplementary Fig. 2b).

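Of the 3 genes, Dbp was at 26.1 ± 0.713 CPM (SD, n = 2) in the YUMM2.1-EV libraries and 9.17 ± 0.598 CPM in YUMM2.1-dHLH, a log2 fold change of -1.503 (standard error 0.17, edgeR adjusted p = 0.0035). Nr1d1 was at 17.9 ± 3.95 CPM in YUMM2.1-EV and 4.01 ± 1.11 CPM in YUMM2.1-dHLH, a log2 fold change of -2.16 (standard error 0.32, edgeR adjusted p = 0.0085), and Nr1d2 at 69.5 ± 1.22 CPM and 24.5 ± 5.44 CPM, a log2 fold change of -1.503 (standard error 0.20, edgeR adjusted p = 0.0058). A fit with the replicate block gave an edgeR adjusted p of 1.7e-04 for Dbp, 9.3e-05 for Nr1d1 and 5.0e-05 for Nr1d2, and the deviations of same-numbered libraries correlated at a mean of 0.318. An exchange of labels between a YUMM2.1-EV and a YUMM2.1-WT library was also tried after the data were seen, and gave log2 fold changes of -1.59 for Dbp, -1.81 for Nr1d1 and -1.51 for Nr1d2. If that exchange were right, the replicate block as labelled would part EV from WT-Bmal1 cells, so its values depend on the labels. In YUMM2.1-WT against YUMM2.1-EV as labelled, the log2 fold changes of these genes were 0.18, -0.18 and -0.16, each with an edgeR adjusted p of 1, and after the exchange 0.017, 0.50 and -0.18, with edgeR adjusted p from 0.40 to 0.97. Over the list of Bmal1-Clock targets, 6 of 14 genes were higher in YUMM2.1-dHLH, the median log2 fold change was -0.21, and the correlation-adjusted camera test gave p = 0.13, 0.16 over the 14 lists and 0.14 with the replicate block. The fry rotation test, which tests the list without comparing it with other genes, gave a p-value of 0.0026, no filter on low counts gave a median of -0.51 with a p-value of 0.033, and without the genes that the paper names the median was 0.38 with a p-value of 0.26. At an edgeR adjusted p under 0.05, 5 genes of the list were lower (Dbp, Nr1d1, Nr1d2, Per3 and Tef) and 2 higher (Cry1 and Nfil3), and over the list alone 6 were lower and 3 higher; Per3, Tef, Cry1 and Nfil3 were named after their values were seen. The exchange moved the list's median to -0.34, with a correlation-adjusted p = 0.15. Cry1 and Nfil3 are also targets of the repressors Nr1d1 and Nr1d2, which were lower here. The list thus mixes genes that may move in opposite directions. Its median and camera p therefore do not measure how far dHLH-Bmal1 suppressed Bmal1-Clock targets.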

**Fig. 2:**
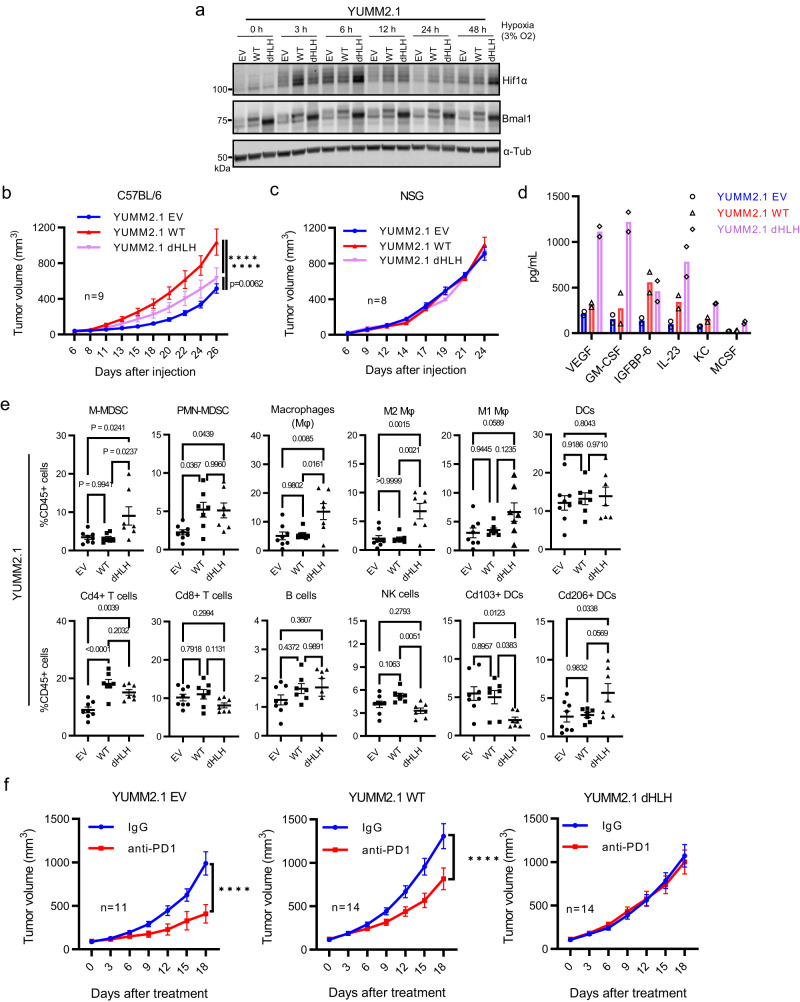
Ectopic Expression of Bmal1 Affects Immune Infiltration and Accelerates Tumorigenesis of YUMM2.1. **a** Immunoblot for Hif1α and Bmal1 in YUMM2.1 with EV, WT-Bmal1 and dHLH-Bmal1. RE of 2. **b**, **c** Tumor growth rates of YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 in male C57BL/6 mice (**b**; *n* = 9) or NSG mice (**c**; *n* = 8). Mean ± SEM. RE of 3 in **b**. RE of 2 in **c**. ****p < 0.0001 by Two-way ANOVA test followed by Tukey’s multiple comparisons test. **d** The level of cytokines secreted from YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells as determined by immunoassay (RayBiotech, Mouse Cytokine Array 1000, QAM-CYT-1000). BR of 2. Each dot represents one biologically independent sample. **e** Flow cytometric immunophenotyping of YUMM2.1 EV (*n* = 8), WT-Bmal1 (*n* = 7) and dHLH-Bmal1 (*n* = 7) tumors in C57BL/6 mice. Mean ± SEM. *p*-value by one-way ANOVA test followed by multiple comparison test. **f** Response of YUMM2.1 EV (*n* = 11 each treatment), WT-Bmal1 (*n* = 14 each treatment) and dHLH-Bmal1 (*n* = 14 each treatment) tumors in male C57BL/6 mice to control IgG or anti-PD1 treatment given IP every 3 days. Mean ± SEM. ****p < 0.0001 by Two-way ANOVA test. BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

In contrast to the indistinguishable in vitro growth rates of these cell lines (Supplementary Fig. 2c), the modest increase of ectopic WT-Bmal1 protein expression in YUMM2.1-WT significantly increased tumor growth as compared to YUMM2.1-EV tumors (Fig. 2b) in C57BL/6 mice. However, tumor growth was indistinguishable in immunocompromised NSG mice (Fig. 2c), suggesting the host immune system plays a role in the difference in tumorigenesis. To explore this further, we performed cytokine measurements on supernatant and found that WT-Bmal1 and dHLH-Bmal1 cells grown in vitro displayed higher levels of VEGF, GM-CSF, Igfbp-6, Il-23, KC (Cxcl1), and M-CSF compared with the supernatants of EV cells (Fig. 2d and Supplementary Fig. 2d). Further, tumor immunophenotyping by flow cytometry (gating strategy: Supplementary Fig. 2i) revealed that YUMM2.1-dHLH tumors had significant decrease in Cd103+ dendritic cells and NK cells and a notable increase in M-MDSCs, M2 macrophages (Cd11b^+^; F4/80^+^; Cd11c^−^; Fig. 2e) compared to YUMM2.1-EV or YUMM2.1-WT tumors. The influx of myeloid cells in YUMM2.1-dHLH tumors correlates with high levels of GM-CSF and M-CSF secreted by these tumor cells compared to cells expressing WT-Bmal1 or EV (Fig. 2d). Both WT-Bmal1 and dHLH-Bmal1 tumors had increased PMN-MDSCs and Cd4+ T cells compared to EV tumors (Fig. 2e).

The changes in tumor immune infiltration suggest that dHLH-Bmal1, more than WT-Bmal1, confers an immunosuppressive tumor microenvironment. To test this hypothesis, we treated comparable sized (~100 mm^3^) YUMM2.1 tumors with anti-PD1 (Fig. 2f). YUMM2.1-WT and YUMM2.1-dHLH tumors, which have increased PMN-MDSCs and Cd4+ T cells (Fig. 2e), were more resistant to anti-PD1 treatment compared to YUMM2.1-EV tumors (Fig. 2f). By comparing anti-PD1 treated tumors, it is notable that YUMM2.1-EV tumors were smallest, whereas YUMM2.1-WT and YUMM2.1-dHLH tumors grew to larger sizes (Supplementary Fig. 2e). These responses replicated results from an experiment (Supplementary Fig. 2f), wherein some of the YUMM2.1-EV tumors treated at a smaller size regressed with anti-PD1 treatment, while YUMM2.1-dHLH were most resistant. We note that YUMM2.1-WT tumors grew faster than the more anti-PD1 resistant YUMM2.1-dHLH tumors. Correlating with slower tumor growth rates of YUMM2.1-dHLH tumors, the percentage of Ki67^+^ melanoma cells (Sox9^+^ or Sox10^+^ cells) were lower in YUMM2.1-dHLH compared to YUMM2.1-WT tumors (Supplementary Fig. 2g, h). In this respect, despite being more resistant to anti-PD1 therapy, the proliferative fraction of YUMM2.1-dHLH tumors was less than that of YUMM2.1-WT tumors and may account for the difference in overall tumor growth rates. Taken together, our findings indicate that ectopic expression of Bmal1 proteins in the YUMM2.1 native state confers immune resistance and altered tumor growth.

### Ectopic expression of Bmal1 shifts YUMM2.1 cells toward a mesenchymal state

To further explore the factors contributing to the differences in immune infiltration and immunotherapy resistance induced by dHLH-Bmal1 and WT-Bmal1 versus EV, we analyzed the transcriptomes of the YUMM2.1 cell lines and identified DEGs (Fig. 3a, Supplementary Fig. 3a, and Supplementary Data 2). 

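These transcriptomes are of YUMM2.1 cells with their own Bmal1 that carry EV, WT-Bmal1 or dHLH-Bmal1, in 2 libraries each, made and counted as described for B16-F10. The total ranged from 9097676 to 11356803 counts in YUMM2.1-EV, from 9845547 to 11341422 in YUMM2.1-WT and from 9112917 to 10948122 in YUMM2.1-dHLH. Arntl had 192 and 129 counts in the libraries labelled YUMM2.1-EV replicates 1 and 2, 163 and 183 in those labelled YUMM2.1-WT and 540 and 298 in YUMM2.1-dHLH. Its log2 fold change against EV was 0.10 (standard error 0.24, edgeR adjusted p = 1) for the libraries labelled YUMM2.1-WT and 1.54 (standard error 0.24, edgeR adjusted p = 0.0095) for YUMM2.1-dHLH. Supplementary Data 2 lists the authors' normalized counts per library, and each of its columns was compared with each deposited library. Over 1809 genes, its column YUMM2.1-EV 2 matched the library labelled YUMM2.1-WT 1, with an SD of the log2 ratio of 0.0007 against 1.0988 for the next closest library. Its column YUMM2.1-WT 1 matched the library labelled YUMM2.1-EV 2, with an SD of 0.0336 against 1.1320. In Supplementary Data 1, 2 and 6 the other 18 columns compared matched the library of the same label. Values are given first by the deposited labels and then with the labels of these 2 libraries exchanged, a setting chosen after the data were seen. As labelled, 14323 genes were tested and 0 differed between YUMM2.1-WT and YUMM2.1-EV at an edgeR adjusted p under 0.05, while 98 had an unadjusted p under 0.05. Between YUMM2.1-dHLH and YUMM2.1-EV, 1894 genes differed as labelled, 932 higher and 962 lower. A block on the replicate moved these counts to 2 and 3877. If the labels of the 2 libraries were exchanged, this block would part EV cells from WT-Bmal1 cells. It would then take up the effect of WT-Bmal1 itself. Results with the block as labelled, here and below, therefore cannot tell a shared batch from exchanged labels. With no filter on low counts, 24 genes differed between YUMM2.1-WT and YUMM2.1-EV as labelled. After the exchange, 101 genes differed between YUMM2.1-WT and YUMM2.1-EV, 97 higher and 4 lower, and 4114 between YUMM2.1-dHLH and YUMM2.1-EV, 2178 higher and 1936 lower. With both the exchange and the replicate block the counts were 81 and 3822. The deviations of same-numbered EV and WT libraries correlated at 0.378 as labelled and at -0.041 after the exchange. Genes changed the same way by WT-Bmal1 and dHLH-Bmal1 numbered 0 as labelled, 1 with the replicate block and 12 with no filter. After the exchange they numbered 98, 94 higher and 4 lower, and 78 with the exchange and the block. Of these 98, 88 rose from EV to WT-Bmal1 to dHLH-Bmal1 and 3 fell in that order. The largest rises in YUMM2.1-dHLH against EV as labelled were in Sap18b, Plac9a and Rps12-ps22, each with 0 counts in both EV libraries and at least 86.1-fold, 41.4-fold and 24.2-fold higher. The largest falls were in Hist1h2ap, Galnt3 and Pnpla3, each with 0 counts in both YUMM2.1-dHLH libraries and at least 129.8-fold, 10.4-fold and 8.79-fold lower. Pnpla3 overlaps 3 other annotated genes and Hist1h2ap overlaps 1. Counts of Sap18b, Plac9a, Hist1h2ap and the pseudogene Rps12-ps22 are uncertain, since RSEM may divide their reads among near-identical copies. The edgeR adjusted p of Hist1h2ap was 0.22 after the exchange.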

DEGs did not reveal specific clues that explain the higher Ki67^+^ fraction and growth rates of WT-Bmal1 expressing tumors compared to those expressing dHLH-Bmal1, which profoundly suppressed the core circadian clock (Supplementary Fig. 2b). Intriguingly, however, GSEA revealed epithelial to mesenchymal transition (EMT) gene signature was enriched in both YUMM2.1-WT and YUMM2.1-dHLH versus YUMM2.1 EV cells (Fig. 3b, c). 

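A hand-written list of EMT genes stood in for the Hallmark set, and 98 of its 118 genes were tested. For the libraries labelled YUMM2.1-WT against YUMM2.1-EV the median log2 fold change was -0.028, 41 of 98 genes were higher, and the correlation-adjusted camera test gave p = 0.13, 0.16 over the 14 lists and 0.11 with the replicate block. After the exchange of labels the median was 0.11, 63 genes were higher, and the correlation-adjusted p = 4.0e-05, 7.0e-05 over the 14 lists and 5.2e-05 with the replicate block. At an edgeR adjusted p under 0.05, 10 genes of the list were higher in YUMM2.1-WT after the exchange, and 21 were higher and 3 lower over the list alone. As labelled, 0 genes of the list passed either threshold for YUMM2.1-WT, 2 had an unadjusted p under 0.05, and leaving out each library in turn gave medians from -0.10 to 0.088. For YUMM2.1-dHLH against YUMM2.1-EV the median was 0.41 as labelled, 67 genes were higher, and the correlation-adjusted p = 3.1e-05, 7.3e-05 over the 14 lists. With the replicate block this median was 0.40 and the correlation-adjusted p = 1.2e-05, and after the exchange the median was 0.47 and the correlation-adjusted p = 1.0e-06. As labelled, 34 genes of the list were higher and 11 lower in YUMM2.1-dHLH at an edgeR adjusted p under 0.05, and 43 were higher and 12 lower over the list alone.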

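Fn1, Col1a1, Prrx2, Klf4, Snai2, Twist2, Lmo1 and Axl were examined as mesenchymal genes. Col1a1 (chromosome 11, 94936224 to 94953042) rose from 11.3 ± 7.35 CPM (SD, n = 2) in the YUMM2.1-EV libraries as labelled to 242 ± 12.5 CPM in YUMM2.1-dHLH, a log2 fold change of 4.44 (standard error 0.52, edgeR adjusted p = 0.0040). Klf4 rose by 2.98 (standard error 0.43, edgeR adjusted p = 0.0073) on the log2 scale, Snai2 by 2.59 (standard error 0.33, edgeR adjusted p = 0.0051), Fn1 by 1.69 (standard error 0.40, edgeR adjusted p = 0.037), Prrx2 by 3.21 (standard error 0.80, edgeR adjusted p = 0.041) and Axl by 0.97 (standard error 0.24, edgeR adjusted p = 0.040). Twist2 and Lmo1 rose by 1.35 (standard error 0.66, edgeR adjusted p = 0.23) and 2.81 (standard error 1.24, edgeR adjusted p = 0.19) as labelled and did not pass the threshold, and with the replicate block their edgeR adjusted p was 0.045 and 0.028. After the exchange of labels all 8 genes passed in YUMM2.1-dHLH, with log2 fold changes from 1.25 for Axl to 5.19 for Col1a1 in 7 of them, Lmo1 at least 18.1-fold higher, and edgeR adjusted p from 5.4e-07 to 0.0053. For the libraries labelled YUMM2.1-WT against YUMM2.1-EV, the log2 fold changes of the 8 genes lay between -0.23 for Twist2 and 0.89 for Lmo1, each with an edgeR adjusted p of 1, also with the replicate block. After the exchange, Col1a1 rose by 1.30 (standard error 0.14, edgeR adjusted p = 0.0057) in YUMM2.1-WT, Klf4 by 1.04 (standard error 0.11, edgeR adjusted p = 0.0057), Fn1 by 1.01 (standard error 0.11, edgeR adjusted p = 0.0057), Prrx2 by 2.31 (standard error 0.31, edgeR adjusted p = 0.016), and Lmo1, with 1 and 1 counts in YUMM2.1-EV, was at least 7.26-fold higher (edgeR adjusted p = 0.038). When the replicate block was added to the exchange, the edgeR adjusted p of these 5 genes ranged from 0.016 for Fn1 to 0.071 for Lmo1, which no longer passed. Snai2, Twist2 and Axl did not pass after the exchange, with log2 fold changes of 0.61, 1.37 and 0.48 and edgeR adjusted p of 0.34, 0.29 and 0.23. Lmo1 had 1 and 12 counts in the libraries labelled YUMM2.1-EV and 1 and 24 in those labelled YUMM2.1-WT, so its fold changes rest on few counts. Fn1, Lmo1 and Twist2 overlap other annotated genes.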

Ectopic WT-Bmal1 and dHLH-Bmal1 increased genes associated with mesenchymal melanoma state, such as Sox9, Fn1, Col1a1, Prrx2, Klf4, Snai2, Twist2, Lmo1 and Axl^31^ (Fig. 3a). 

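Sox9 had 221 and 809 counts in the libraries labelled YUMM2.1-EV replicates 1 and 2, 230 and 864 in those labelled YUMM2.1-WT and 2218 and 2270 in YUMM2.1-dHLH. As labelled, the log2 fold change of Sox9 was 0.0060 (standard error 0.80, edgeR adjusted p = 1) for YUMM2.1-WT against YUMM2.1-EV, 2.2002 (standard error 0.81, edgeR adjusted p = 0.13) for YUMM2.1-dHLH against YUMM2.1-EV and 2.19 (standard error 0.81, edgeR adjusted p = 0.13) for YUMM2.1-dHLH against YUMM2.1-WT. The edgeR adjusted p of these comparisons was 1, 7.8e-04 and 8.1e-04 with the replicate block. After the exchange of labels the log2 fold change of Sox9 was 2.18 (standard error 0.15, edgeR adjusted p = 0.0010) for YUMM2.1-WT, 3.66 (standard error 0.15, edgeR adjusted p = 2.4e-06) for YUMM2.1-dHLH and 1.48 (standard error 0.13, edgeR adjusted p = 1.8e-04) between YUMM2.1-dHLH and YUMM2.1-WT. Sox10 (ENSMUSG00000033006; chromosome 15, 79154908 to 79165240) was at 494 ± 14.7 CPM (SD, n = 2) in the libraries labelled YUMM2.1-EV, 487 ± 78.4 CPM in those labelled YUMM2.1-WT and 70.0 ± 4.93 CPM in YUMM2.1-dHLH. Its log2 fold change as labelled was -0.020 (standard error 0.15, edgeR adjusted p = 1) for YUMM2.1-WT and -2.82 (standard error 0.16, edgeR adjusted p = 6.2e-04) for YUMM2.1-dHLH against YUMM2.1-EV, with an edgeR adjusted p of 1.7e-06 for the latter with the replicate block. After the exchange the log2 fold change of Sox10 was -0.19 (standard error 0.11, edgeR adjusted p = 0.49) for YUMM2.1-WT and -2.90 (standard error 0.12, edgeR adjusted p = 2.4e-06) for YUMM2.1-dHLH. Sox10 was lower in YUMM2.1-dHLH than in YUMM2.1-WT, with a log2 fold change of -2.80 (standard error 0.16, edgeR adjusted p = 6.3e-04) as labelled and -2.71 (standard error 0.12, edgeR adjusted p = 9.3e-06) after the exchange.

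**Figure D2:**
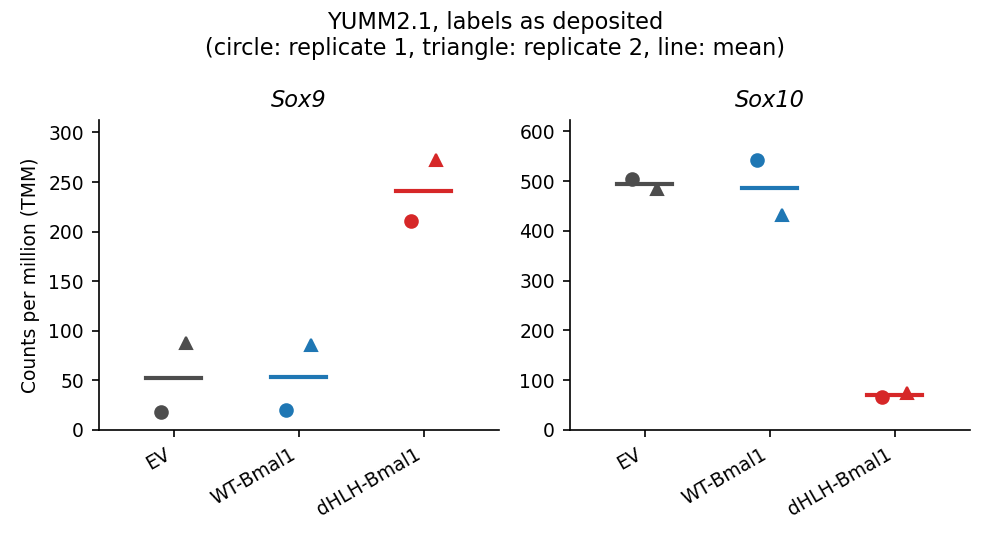
CPM of Sox9 and Sox10 in the YUMM2.1 libraries as labelled EV, WT-Bmal1 and dHLH-Bmal1. Circles are replicate 1, triangles replicate 2 and lines the mean of each group, and each of the groups labelled EV and WT-Bmal1 holds one library with 221 or 230 Sox9 counts and one with 809 or 864.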

Notably, expression of dHLH-Bmal1, more so than WT-Bmal1, increased Sox9 expression and repressed Sox10 (Fig. 3d), whereas WT-Bmal1 but not dHLH-Bmal1 increased Sox9 expression in Bmal1-null YUMM2.1 cells (Fig. 1j). 

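The hypoxia list had 55 genes tested in the YUMM2.1 libraries. In YUMM2.1-dHLH against YUMM2.1-EV as labelled, its median log2 fold change was 0.73, 46 genes were higher, and the correlation-adjusted camera test gave p = 2.6e-13, 3.7e-12 over the 14 lists. At an edgeR adjusted p under 0.05, 30 genes were higher and 1 lower in YUMM2.1-dHLH, and 37 were higher and 4 lower over the list alone; the gene that was lower, Pfkfb3, was named after its value was seen. For the libraries labelled YUMM2.1-WT against YUMM2.1-EV the median was -0.018, 24 genes were higher, and the correlation-adjusted p = 0.31, 0.34 over the 14 lists. After the exchange of labels the median was 0.85 for YUMM2.1-dHLH, with a correlation-adjusted p = 4.0e-12, and 0.077 for YUMM2.1-WT, with a correlation-adjusted p = 0.44. Under the deposited labels and the replicate block the correlation-adjusted p = 2.2e-14 for YUMM2.1-dHLH and 0.29 for YUMM2.1-WT.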

Although hypoxia gene signature was enriched by ectopic dHLH-Bmal1 versus EV, it was not enriched by WT-Bmal1 (Supplementary Fig. 3b, c). These differences in how Bmal1 and dHLH-Bmal1 expression impact Sox9 and hypoxia response in Bmal1-null vs Bmal1-WT cells demonstrates an important context-dependent effect of perturbing the molecular circadian clock.

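The difference between the 2 cell contexts was tested as an interaction, in one fit of the 6 aC3 and the 6 YUMM2.1 libraries with 14673 genes. The effect of WT-Bmal1 against EV differed between aC3 and YUMM2.1 as labelled in 11 genes, 10 higher and 1 lower in aC3, and the effect of dHLH-Bmal1 in 1785 genes, 1051 higher and 734 lower. With the replicate block within each experiment these counts were 151 and 3115, and the mean correlation of same-numbered libraries was 0.0819. After the exchange of labels they were 735 and 3154, and 705 and 3070 with the block added. For Sox9, the effect of WT-Bmal1 was larger in aC3 by 1.32 (standard error 1.07, edgeR adjusted p = 0.80) on the log2 scale as labelled and differed by -0.84 (standard error 0.25, edgeR adjusted p = 0.067) after the exchange, a change of sign, and neither passed the threshold. The effect of dHLH-Bmal1 on Sox9 differed by -1.57 (standard error 1.11, edgeR adjusted p = 0.42) as labelled, with an edgeR adjusted p of 0.047 with the replicate block, and by -3.02 (standard error 0.26, edgeR adjusted p = 2.1e-06) after the exchange. From the Sox9 and hypoxia results in cells with and without Bmal1, the paper concludes that the effect of perturbing the clock depends on context.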

**Fig. 3:**
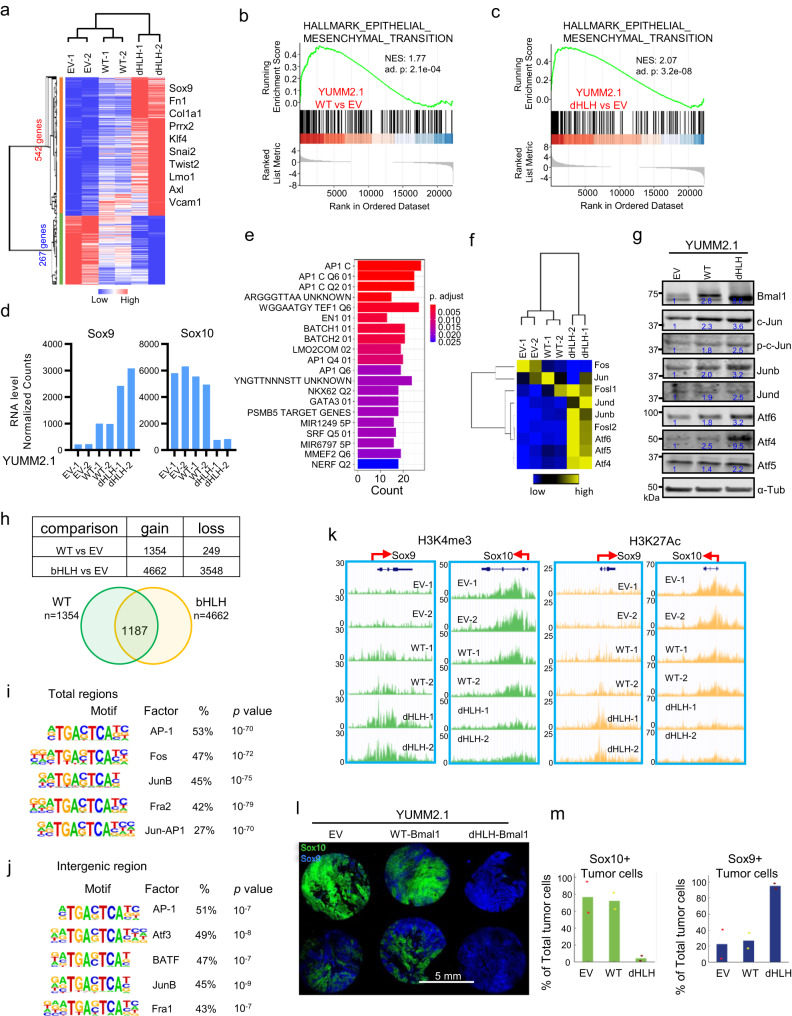
Ectopic Expression of Bmal1 Induces Sox10^high^ YUMM2.1 Cells toward Sox9^high^ More Mesenchymal Cell State. **a**–**f** Analyses of RNA-seq data from YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells. BR of 2. **a** Heatmap for all genes that are affected by WT-Bmal1 and dHLH-Bmal1 in the same direction versus EV in YUMM2.1. GSEA showing significantly enriched epithelial mesenchymal transition (EMT) gene set in YUMM2.1 WT-Bmal1 vs EV (**b**) and YUMM2.1 dHLH-Bmal1 vs EV (**c**). Adjust *p*-value by one-sided Fisher’s exact test which applied to all GSEA unless noted. **d** Expression of Sox9 and Sox10 mRNA level. **e** Transcription factor motif enrichment among 542 genes that progressively increased from YUMM2.1 EV to WT-Bmal1 and to dHLH-Bmal1 cells shown in Fig. 3a. Adjust *p*-value by one-sided Fisher’s exact test which applied to all transcription factor motif enrichment analysis unless noted. **f** Heatmap of AP-1 factors. **g** Immunoblot for Bmal1 and AP-1 factors in YUMM2.1 with EV, WT-Bmal1 and dHLH-Bmal1. Numbers underneath the rows represent relative expression of proteins on different gels but from the same experiment. RE of 3. **h**–**j** H3K27Ac ChIP-seq analysis of YUMM2.1 WT-Bmal1 and YUMM2.1 dHLH-Bmal1 versus YUMM2.1 EV. BR of 2. Gain or loss of H3K27Ac signals in YUMM2.1 cells with WT-Bmal1 and dHLH-Bmal1 versus EV (**h**). Prevalence of bZIP (AP-1) motif in all 1187 regions (**i**) and 131 intergenic regions (>20 kb from TSS) (**j**). Nominal *p*-value by one-sided hypergeometrical test. **k** H3K4me3 and H3K27Ac alterations at Sox9 and Sox10 loci in YUMM2.1 cells with WT-Bmal1 and dHLH-Bmal1 versus EV. BR of 2. **l** CyCIF for Sox9 (green) and Sox10 (Blue) on tissue microarray of independent tumors from YUMM2.1 EV, WT-Bma1 and dHLH-Bmal1 tumors in C57BL/6 mice. Each circular section was from a different tumor. Source data for CyCIF as Minerva story available at www.cycif.org/data/zhang-2023. **m** Percentage of tumor cells positive for Sox10 and Sox9 respectively in YUMM2.1 EV, WT-Bmal1 or dHLH-Bmal1 tumor tissues determined by CyCIF. Each dot represents one tumor tissue (*n* = 2). BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

We then sought to determine potential drivers of Sox9 expression and mesenchymal transition by determining consensus transcription factor motif enrichment in DEGs driven by WT-Bmal1 and dHLH-Bmal1. The consensus motif for the AP-1 (Fig. 3e), which has been documented to drive melanoma mesenchymal state^32,33^, was significantly enriched in promoter regions (<3 kb TSS) of DEGs. Expression of several AP-1 factors are elevated by WT-Bmal1 and dHLH-Bmal1 (Fig. 3f, g). In addition, chromatin states driven by WT-Bmal1 and dHLH-Bmal1 were determined by chromatin immunoprecipitation sequencing (ChIP-seq) for H3K4me3, H3K27me3, and H3K27ac. 

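The AP-1 factors Atf4, Atf5, Atf6, Fos, Fosl1, Fosl2, Jun, Junb and Jund were tested as single genes. Junb rose from 10.9 ± 2.56 CPM (SD, n = 2) in the libraries labelled YUMM2.1-EV to 30.4 ± 5.15 CPM in YUMM2.1-dHLH, a log2 fold change of 1.48 (standard error 0.27, edgeR adjusted p = 0.016). Fosl2 rose by 1.40 (standard error 0.14, edgeR adjusted p = 0.0023) on the log2 scale, Jund by 1.14 (standard error 0.19, edgeR adjusted p = 0.013), Atf5 by 1.05 (standard error 0.22, edgeR adjusted p = 0.024), Atf6 by 1.02 (standard error 0.14, edgeR adjusted p = 0.0059) and Atf4 by 0.98 (standard error 0.15, edgeR adjusted p = 0.0095). The edgeR adjusted p of these 6 genes ranged from 3.7e-05 to 0.0013 with the replicate block. Jun changed by -0.092 (standard error 0.13, edgeR adjusted p = 0.70) and Fosl1 by 0.39 (standard error 0.21, edgeR adjusted p = 0.28), and Fos by -2.34 (standard error 0.76, edgeR adjusted p = 0.090), with 47 and 14 counts in the libraries labelled YUMM2.1-EV and 5 and 5 in YUMM2.1-dHLH. Once the labels were exchanged, Fosl1 rose by 0.54 (standard error 0.14, edgeR adjusted p = 0.019) and Fos changed by -2.71 (standard error 0.49, edgeR adjusted p = 0.0040) in YUMM2.1-dHLH, so that both passed the threshold, in opposite directions. In the libraries labelled YUMM2.1-WT against YUMM2.1-EV the log2 fold changes of the 9 genes lay between -0.32 for Fos and 0.092 for Fosl1, each with an edgeR adjusted p of 1. After the exchange they lay between -1.39 for Fos and 0.52 for Junb, with edgeR adjusted p from 0.22 for Atf5 to 0.84 for Jun, so that none passed. Atf5, Atf6, Fosl1, Jun, Junb and Jund overlap other annotated genes.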

The 542 top DEGs had increased H3K4me3 and H3K27ac within 3 kb of the transcription start site (TSS), whereas H3K27me3 was diminished (Supplementary Fig. 3d and Supplementary Data 3, 4). Further analysis of H3K27ac, an enhancer activation marker, revealed 1187 regions overlapping between WT-Bmal1 and dHLH-Bmal1, acquired this modification across the genome (Fig. 3h). The AP-1 motif is significantly prevalent in these regions (Fig. 3i), including the 131 regions that are intergenic (>20 kb from TSS) (Fig. 3j and Supplementary Fig. 3e). Notably, dHLH-Bmal1, more so than WT-Bmal1, increased H3K4me3 and H3K27ac at Sox9 and conversely decreased these histone markers at Sox10 (Fig. 3k). Correspondingly, H3K27me3 decreased at Sox9 and increased at Sox10 (Supplementary Fig. 3f). These changes are consistent with increased Sox9 and decreased Sox10 expression in WT-Bmal1 and particularly dHLH-Bmal1 expressing cells in vitro (Fig. 3d and Supplementary Fig. 3g) and in tumors in situ as shown by multiplexed tissue imaging using cyclic immunofluorescence microscopy (CyCIF)^34^ (Fig. 3l, m). These findings indicate that ectopic dHLH-Bmal1, more than WT-Bmal1, increased Sox9 expression and shifted YUMM2.1 cells toward a more mesenchymal epigenetic state in mouse melanoma cells enriched with AP-1 motifs in DEGs and enhancers. We found that AP-1 factors, particularly c-JUN and JUNB were also induced by WT-Bmal1 or dHLH-Bmal1 in the human WM3629 melanoma cells with corresponding increase in SOX9 and decrease in SOX10 levels (Supplementary Fig. 3h). Further, by analyzing published scRNAseq data, we identified SOX10^low^/SOX9^high^ human melanomas (Supplementary Fig. 3i) and found that these were immune resistant and characterized by low HLA-A expression (Supplementary Fig. 3i, j)^35^. Thus, our mouse melanoma model reveals an immune resistant, ectopic Bmal1-driven AP-1-associated Sox9^high^ mesenchymal state that is found in immunotherapy resistant human melanomas.

### Bmal1 interacts with Myh9 in nucleus

The ability of the transcriptionally inactive dHLH-Bmal1 to induce an AP-1 associated mesenchymal melanoma state raises the possibility of a post-transcriptional mechanism. As such, we surmised that the Bmal1 protein interactome in YUMM2.1 cells could reveal a mechanism of action.

We used the TurboID proximity labeling system^36^ to identify the Bmal1 interactome. TurboID (Tb) is a promiscuous BirA biotin-protein ligase that is fused to a protein of interest, such as WT-Bmal1 (TbWT) or dHLH-Bmal1 (TbdHLH) (Fig. 4a). Proteins proximal to Bmal1 are biotinylated by the fused Tb moiety and subsequently isolated on streptavidin beads for identification by mass spectrometry. HA-tagged TbWT and TbdHLH fusion proteins were stably expressed in Bmal1 knock-out line YUMM2.1KO aC3, producing YUMM2.1KO-TbWT or YUMM2.1KO-TbdHLH, respectively (Fig. 4a). As controls, we also stably expressed the HA-tagged TurboID without (Tb) or with (TbNLS) a nuclear localization signal in YUMM2.1KO aC3 cells (Fig. 4a). By labeling with biotin for 2 h and using Clock as a positive control (Fig. 4a), we identified proteins that were highly and specifically labeled by TbWT and TbdHLH versus negative Tb or TbNLS controls (Fig. 4b). Notably, Tb and TbNLS non-specifically labeled many cytoplasmic and nuclear proteins, respectively (Fig. 4b and Supplementary Data 5), but these proteins were largely not labeled by either TbWT or TbdHLH proteins, validating the specificity of this labeling technique.

**Fig. 4:**
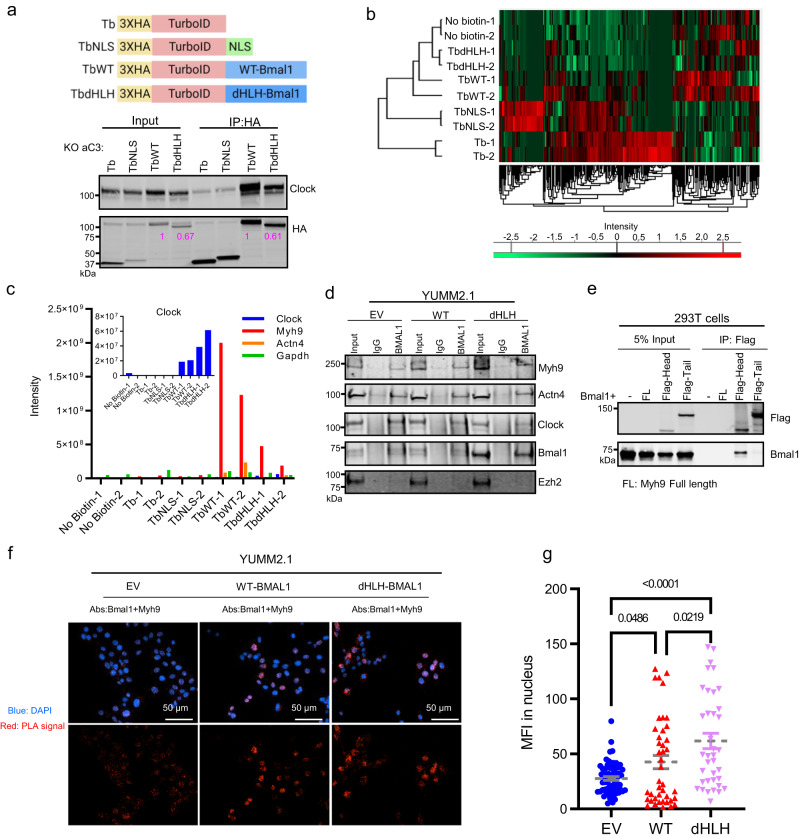
Bmal1 Interacts with Myh9 in Nucleus. **a** *Upper panel*: Diagram of TurboID fusion proteins. Tb: 3 Hemagglutinin (HA) tags fused to the 5’ end of TurboID; TbNLS: Nuclear localization signal fused to the 3′ end of Tb; TbWT: WT-Bmal1 fused to the 3′ end of Tb; TbdHLH: dHLH-Bmal1 fused to the 3′ end of Tb. Created with BioRender.com. *Lower panel*: Immunoblot for HA and Clock with whole cell lysate (Input) and proteins pulled down with HA antibody (IP: HA) from cells: KO aC3-Tb, KO aC3-TbNLS, KO aC3-TbWT and KO aC3-TbdHLH. Numbers underneath the rows represent relative expression. RE of 3. **b** Heatmap of peptide intensities for proteins that were biotinylated, pulled down, and digested from streptavidin beads. Enriched labeled proteins were from cells (shown in Fig. 4a) exposed to biotin and identified by LC-MS/MS analysis. No biotin treated samples were used as negative control for endogenously biotinylated proteins. BR of 2. **c** Peptide intensities for Clock (inset), Myh9, Actn4, and Gapdh are shown from Fig. 4b. **d** Immunoblot of proteins that were co-immunoprecipitated by BMAL1 antibody from nuclear extracts of cross-linked YUMM2.1 EV, YUMM2.1 WT-Bma1 and YUMM2.1 dHLH-Bmal1 cells. Normal rabbit IgG was used as antibody control; Clock and Ezh2 were separately used as positive and negative control for immunoprecipitation. RE of 3. **e** Immunoblot of proteins co-immunoprecipitated by Flag antibody from 293 T cells without (−) or with different Myh9 constructs (FL: Full length of Myh9 without Flag tag; Flag-tagged Myh9 Head; Flag-tagged Myh9 Tail) and Bmal1 overexpression. RE of 3. **f** Bmal1 and Myh9 in situ interaction in YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 detected by Proximity Ligation Assay (PLA) using anti-Bmal1 and anti-Myh9 antibodies. Fluorescent micrographs show nuclear staining with DAPI (blue) and PLA signal (red). RE of 2. **g** Mean fluorescence intensity (MFI) of nuclear PLA signals from YUMM2.1 EV (*n* = 66), WT-Bmal1 (*n* = 43) and dHLH-Bmal1 (*n* = 38) cells. Mean ± SEM. Adjust *p*-value by one-way ANOVA test followed by multiple comparison test. BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

Both TbWT and TbdHLH immunoprecipitated (Fig. 4a; IP: HA) and labeled (Fig. 4c) endogenous Clock, which serves as a positive control for these two fusion proteins. However, unexpectedly, they both highly labeled myosin heavy chain 9 (Myh9) and Actinin 4 (Actn4) whereas other abundant proteins such as Gapdh were poorly labeled (Fig. 4c). Minimal amounts of either Myh9 or Actn4 were labeled by the negative controls TbNLS or Tb (Fig. 4c). These observations suggest that Myh9 labeling by TbWT and TbHLH was non-random, although the interaction between Bmal1 and Myh9 may be transient or low affinity^37,38^ as compared to Bmal1-Clock binding. Among the Bmal1 interactors, we chose to focus on Myh9 (non-muscle myosin IIA) in depth, because it has been implicated in melanoma tumorigenesis and drug resistance^39,40^, and thought to be a tumor suppressor in several tumor models^41–44^.

Myh9 exists as monomers that unfold and assemble into Myh9 multimers to drive cellular movement by ratchetting on actin filaments^45^. Intriguingly, Myh9 is also found in the nucleus (Supplementary Fig. 4a) where it associates with Bmal1^46^ and is implicated in regulating transcription^47,48^. To corroborate the interaction of Bmal1 with Myh9, we performed chemical crosslinking to capture low affinity interactions followed by co-immunoprecipitation and found that WT-Bmal1 or dHLH-Bmal1 associates with Myh9 and actinin 4 (Actn4), but not with Ezh2, as a control nuclear protein (Fig. 4d). We further mapped the interaction of Bmal1 to the head domain of Myh9 using an overexpression system in 293 T cells (Fig. 4e). To demonstrate the potential in situ association between Bmal1 and Myh9, proximity ligation assay (PLA) was performed, revealing that endogenous or ectopically expressed Bmal1 proteins are proximal to Myh9, mostly in the nucleus of mouse YUMM2.1 and several human melanoma cell lines (Fig. 4f, g and Supplementary Fig. 4b,c). In addition, the PLA signals between Bmal1 and Myh9 were monotonically increased by WT and dHLH versus EV (Fig. 4g and Supplementary Fig. 4e), which is consistent with dHLH cells being more mesenchymal and resistant to immunotherapy. Further, although reconstituted WT or dHLH-Bmal1 interacted with Myh9 in YUMM2.1KO cells, PLA signals were equivalent to signals in YUMM2.1 EV and lower compared to YUMM2.1 WT and dHLH cells (Supplementary Fig. 4d,e). Clock served as a positive control (Supplementary Fig. 4b, c). As additional controls, HA-tagged TbNLS and Tb showed very low PLA signals with Myh9, whereas TbNLS-mKi67 and Tb-filamin A PLA signals were higher (Supplementary Fig. 4b, c) as expected for non-specific nuclear and cytoplasmic labeling, respectively (Supplementary Data 5). Collectively, the evidence supports an interaction between Bmal1 proteins and Myh9 in mouse and human melanoma cell lines.

### Bmal1 and Myh9 interaction increases MRTF-SRF activity and drives mesenchymal transition

Myh9 modulates actin polymerization, which is known to affect MRTF-SRF transcriptional activity. The SRF co-activator MRTF is bound and inactivated by monomeric G-actin (Fig. 5a). Upon actin polymerization, the pool of monomeric G-actin decreased resulting in the release of MRTF, which activates SRF to induce its target genes^49^. In this respect, we used fluorescent DNaseI, which binds G-actin at femtomolar affinity, as a flow cytometric measure of G-actin levels in isolated nuclei^50^. We found that nuclear monomeric G-actin was diminished in YUMM2.1 cells expressing WT-Bmal1 and dHLH-Bmal1 (Fig. 5b, c). We then sought to determine how the interaction between Bmal1 and Myh9 modulates MRTF-SRF activity in EV, WT-Bmal1, and dHLH-Bmal1 YUMM2.1 cells.

**Fig. 5:**
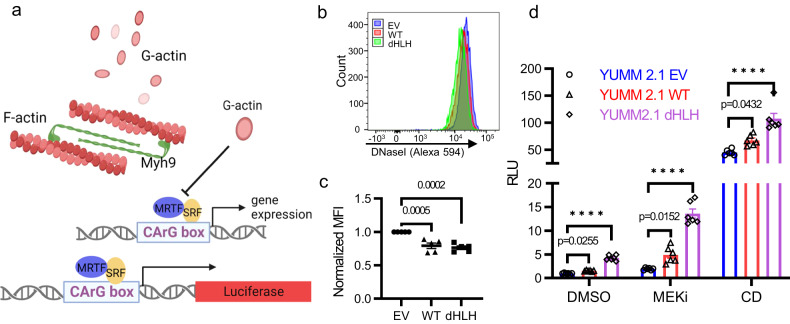
Bmal1 and Myh9 Interaction Increases MRTF-SRF Activity and Drives Cell State Change. **a** *Upper panel*: Diagram illustrating the interaction between Myh9, Actin and MRTF-SRF signal pathway. Myh9 (Myosin IIA) formed bipolar filaments binding to F-actin which can depolymerize into monomer G-actin. G-actin can bind to SRF cofactor MRTF to inhibit MRTF-SRF transcriptional activity. *Lower panel*: the diagram of SRF-RE Luciferase reporter to examine the activity of MRTF-SRF pathway. Created with BioRender.com. **b**, **c** Flow cytometry analysis of G-actin stained with Alexa594-conjugated DNaseI in YUMM2.1 EV, YUMM2.1 WT-Bmal1 and YUMM2.1 dHLH-Bmal1 cells. Data (**b**) represents 4 independent experiments which were quantified in (**c**). Data was normalized to EV. Mean ± SEM. Adjust *p*-value by one-way ANOVA test followed by multiple comparison test. **d** Relative luminescence (RLU) from YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells that were transiently transfected with SRF-RE luciferase and Renilla luciferase plasmids and followed by treatment with 10 nM Trametinib (MEKi) for 20 h or 2 µM Cytochalasin D (CD) for 2 h. DMSO was the 20 h treatment control. Mean ± SEM of 6 BR. RE of 4. Adjust *p*-value by one-way ANOVA test followed by multiple comparisons test. ****p < 0.0001. BR biological replicate, RE replicate experiment. Source data are provided as a Source Data file.

To assess MRTF-SRF activity, we used the MRTF-SRF reporter SRF-RE-luciferase (SRF-RE-LUC containing a CArG box) (Fig. 5a, d). Cytochalasin D (CD) releases MRTF from G-actin, and hence its treatment serves as a strong positive control for the reporter assay (Fig. 5d)^49^. SRF can also be activated by Erk, which stimulates Ets transcription factors to cooperate with SRF at target genes, but Ets competes with MRTF in stimulating SRF activity^51^. On this point, we also inhibited Erk using trametinib, a MEK inhibitor, which enhanced MRTF-driven SRF activity (Fig. 5d). Consistent with the more dramatic transcriptomic changes induced by dHLH-Bmal1 than WT-Bmal1 in cell state shift, SRF-RE-LUC activity was highest in YUMM2.1-dHLH cells (Fig. 5d). 

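The reporter has a counterpart in the transcriptomes, since a list of 55 MRTF-SRF target genes was written by hand before the counts were seen and 43 of them were tested in the YUMM2.1 libraries. In YUMM2.1-dHLH against YUMM2.1-EV as labelled, the list's median log2 fold change was 0.40, 30 genes were higher, and the correlation-adjusted camera test gave p = 1.5e-04, 2.7e-04 over the 14 lists and 1.7e-05 with the replicate block. The fry rotation test gave a p-value of 0.084 for this comparison, over the threshold of 0.05. At an edgeR adjusted p under 0.05, 12 genes were higher and 3 lower (Egr1, Egr2 and Lima1, named after their values were seen), and 15 were higher and 4 lower over the list alone. For the libraries labelled YUMM2.1-WT the median was 0.018, 25 genes were higher, and the correlation-adjusted p = 0.95, 0.95 over the 14 lists and 0.97 with the replicate block. None of the 43 genes had an edgeR adjusted p under 0.05 in YUMM2.1-WT as labelled, and 0 had an unadjusted p under 0.05. Exchanged labels gave a median of 0.21 for YUMM2.1-WT, with a correlation-adjusted p = 5.4e-05, and 3 genes that were higher, Ankrd1, Arhgdib and Tgfb1i1, which were named after their values were seen. For YUMM2.1-dHLH the exchange gave a median of 0.49, with a correlation-adjusted p = 9.3e-06. The paper states that the reporter was most active in YUMM2.1-dHLH, which it sets beside the larger change of the transcriptome by dHLH-Bmal1 (Fig. 5d).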

Knockdown of both MRTFA and MRTFB reduced SRF-RE-LUC activity (Supplementary Fig. 5a) illustrating their roles as co-factors for SRF activity and validating this assay.

YUMM2.1-WT and YUMM2.1-dHLH as compared with YUMM2.1-EV cells have higher MRTFA protein level, (Supplementary Fig. 5b), which could be a result of increased MRTF-SRF signaling according to the report showing MRTFA is a direct target of MRTF-SRF^49^. Further, the immuno-resistant YUMM1.7 cells^22^ (derived from BrafV600E, Pten−/− and Cdkn2a−/− transgenic melanoma^21^) have highest MRTFA and SRF protein and mRNA levels (Supplementary Fig. 5b, c), further illustrating the correlation between MRTFA/SRF levels and resistance to immunotherapy. 

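YUMM1.7 is a second mouse melanoma cell line, and its EV cells were sequenced in 2 libraries with 10440447 and 11035156 counts, made and counted as for YUMM2.1. They were compared with the 2 libraries labelled YUMM2.1-EV in a fit of the YUMM1.7-EV and the YUMM2.1-EV, YUMM2.1-WT and YUMM2.1-dHLH libraries, and 14804 genes were tested. Srf (ENSMUSG00000015605; chromosome 17, 46548329 to 46556175) was at 39.3 ± 0.156 CPM (SD, n = 2) in YUMM2.1-EV and 80.0 ± 5.17 CPM in YUMM1.7-EV, a log2 fold change of 1.03 (standard error 0.11, edgeR adjusted p = 2.9e-04). Mrtfa (ENSMUSG00000042292; chromosome 15, 81012281 to 81190757) was at 10.3 ± 1.77 CPM in YUMM2.1-EV and 19.6 ± 0.474 CPM in YUMM1.7-EV, a log2 fold change of 0.93 (standard error 0.24, edgeR adjusted p = 0.019). The replicate block gave an edgeR adjusted p of 1.3e-04 for Srf and 0.0059 for Mrtfa, and the mean correlation of same-numbered libraries was 0.143. When the labels in YUMM2.1 were exchanged, the log2 fold change was 0.94 for Srf and 1.12 for Mrtfa, with edgeR adjusted p of 7.8e-05 and 5.2e-04. Within YUMM2.1 as labelled, Srf changed by 0.14 with WT-Bmal1 and -0.043 with dHLH-Bmal1 against EV on the log2 scale, with edgeR adjusted p of 1 and 0.87. Mrtfa changed by 0.14 and 0.62, with edgeR adjusted p of 1 and 0.19, and after the exchange it passed with dHLH-Bmal1, by 0.80 (standard error 0.19, edgeR adjusted p = 0.016). Srf and Mrtfa overlap other annotated genes. The lines differ in far more than these genes: 4557 of the genes tested had an edgeR adjusted p under 0.05, 2010 higher and 2547 lower in YUMM1.7-EV, 5257 with the replicate block and 5977 after the exchange. The largest differences were in Mtap, Plpp3 and Grb10, with 0 counts in both YUMM2.1-EV libraries and at least 621-fold, 612-fold and 443-fold higher in YUMM1.7-EV, and in Gm47623, Gm10778 and Peg3, with 0 counts in both YUMM1.7-EV libraries and at least 98.9-fold, 94.6-fold and 81.1-fold lower. Mtap and Gm47623 overlap another annotated gene each. The paper takes the levels of MRTFA and SRF in YUMM1.7 as illustrating a relation between them and resistance to immunotherapy.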

Further, we found that reducing Myh9 levels with stably expressed shRNAs (Fig. 6a) diminished nuclear G-actin (Supplementary Fig. 6a, b) and enhanced SRF-RE-LUC reporter activity (Fig. 6b). Collectively, these findings are consistent with a model that sequestration of Myh9 by ectopic Bmal1 proteins reduces nuclear G-actin and increases MRTF-SRF activity, which contributes to mesenchymal transition, tumorigenesis and immune evasion.

**Fig. 6:**
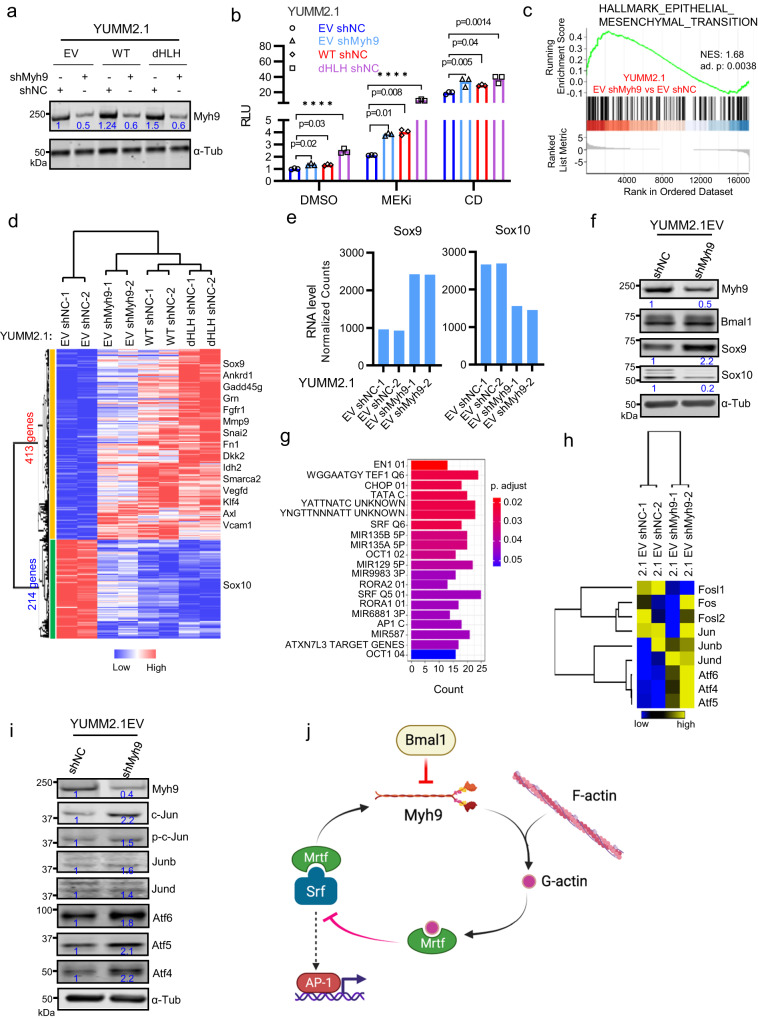
Myh9 Knockdown Drives YUMM2.1 Cells to More Mesenchymal Cell State. **a** Immunoblot of Myh9 in YUMM2.1 EV, YUMM2.1 WT-Bmal1 and YUMM2.1 dHLH-Bmal1 cells with shNC or shMyh9. RE of 3. **b** Relative luminescence (RLU) from cells EV shNC, EV shMyh9, WT-Bmal1 shNC and dHLH-Bmal1 shNC respectively transiently transfected with SRF-RE luciferase and Renilla luciferase plasmids and treated with 10 nM Trametinib (MEKi) or 2 µM Cytochalasin D (CD) for 20 or 2 h, respectively. DMSO was a control for 20 h treatment. Mean ± SEM of 3 BR. RE of 3. Adjust *p*-value by one-way ANOVA test followed by multiple comparisons test. ****p < 0.0001. **c**–**e** RNA-seq analyses of YUMM2.1 EV with shNC, shMyh9, YUMM2.1 WT-Bmal1 with shNC and YUMM2.1 dHLH-Bmal1 shNC. Samples are from biological duplicates. **c** GSEA showing enrichment of EMT genes with shMyh9 versus shNC in YUMM2.1 EV cells. **d** Heatmap for 627 overlapping genes shown in Supplementary Fig. 5d. **e** Expression Sox9 and Sox10 mRNA level in YUMM2.1 EV cells with shNC and shMyh9. **f** Immunoblot for Myh9, Bmal1, Sox9 and Sox10 in YUMM2.1 EV with shNC and shMyh9. RE of 3. **g** Transcription factor motif enrichment among 413 up-regulated genes shown in Fig. 5d. **h** Heatmap for AP-1 factors from duplicated Quant-seq data of YUMM2.1 EV shNC and shMyh9. **i** Immunoblot of Myh9 and AP-1 factors in YUMM2.1 EV shNC and shMyh9. RE of 3. Numbers underneath the rows represent relative expression of proteins on different gels but from the same experiment. **j** Cartoon illustrating the negative feedback loop in which Myh9 as a target gene of MRTF-SRF, suppresses MRTF-SRF activity through regulating MRTF and G-actin interaction. Created with BioRender.com. BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

### Loss of Myh9 function enhances mesenchymal cell state and accelerates tumorigenesis of YUMM2.1

Because shRNA mediated Myh9 knockdown enhances MRTF-SRF activity, we investigated the transcriptomes of YUMM2.1-EV cells that express shRNAs targeting Myh9 (shMyh9) and those of YUMM2.1-EV, YUMM2.1-WT and YUMM2.1-dHLH cells that express control shRNA (shNC). 

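The hairpins were expressed from a lentivirus and the cells selected with puromycin, with shNC as the scrambled control. The paper uses hairpin shMyh9#2, and so do the values here unless another is named. EV cells with shNC, EV cells with shMyh9#2 and WT-Bmal1 and dHLH-Bmal1 cells with shNC had 2 libraries each, which were fitted together. The total ranged from 8217193 to 9232728 counts for EV with shNC, from 7534921 to 8047711 for EV with shMyh9#2, from 7587633 to 8886824 for WT-Bmal1 with shNC and from 6347481 to 14718654 for dHLH-Bmal1 with shNC. Myh9 (ENSMUSG00000022443; chromosome 15, 77760587 to 77842175), which overlaps 1 other gene, had 5697 and 5933 counts in the EV libraries with shNC, 1738 and 1988 with shMyh9#2 and 4106 and 4404 with a second hairpin, shMyh9#4. The log2 fold change of Myh9 with shMyh9#2 was -1.51 (standard error 0.080, edgeR adjusted p = 8.6e-09). Of 14027 genes tested, 2016 differed between shMyh9#2 and shNC in EV cells at an edgeR adjusted p under 0.05, 1047 higher and 969 lower. Against EV with shNC, 4473 genes differed with WT-Bmal1, 2256 higher and 2217 lower, and 4835 with dHLH-Bmal1, 2416 higher and 2419 lower. With the replicate block the counts were 2010, 4401 and 4816, and same-numbered libraries deviated from their group means with a mean correlation of -0.0077. The setting that moved the shMyh9 count most was a minimum log2 fold change of 1, which left 541 genes, and one fit of all 40 libraries gave 856. The largest changes were in the pseudogenes Gm2223, at least 37.0-fold higher, and Rps6-ps4, Gm12191 and Gm10221, at least 244-fold, 56.8-fold and 55.2-fold lower, and in Zfp781 and Gm14288, at least 12.2-fold and 10.3-fold higher. All 6 are uncertain, since RSEM may divide their reads among near-identical copies. Of these, Rps6-ps4 and Gm12191 each overlap 1 other annotated gene. The MRTF-SRF target list, with 43 genes tested, had a median log2 fold change of 0.17 with shMyh9#2, with 28 genes higher, and the correlation-adjusted camera test gave p = 0.020, 0.031 over the 14 lists and 0.021 with the replicate block. Of the list, 9 genes were higher and 4 lower (Actg1, Egr1, Ier2 and Myh9) at an edgeR adjusted p under 0.05, and 15 were higher and 5 lower over the list alone; Actg1, Egr1 and Ier2 were named after their values were seen. Without Myh9 itself the list's correlation-adjusted p = 0.0040, and one fit of all 40 libraries gave a p-value of 0.090, past the threshold.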

Similar to findings with WT-Bmal1 and dHLH-Bmal1 overexpressed cells (Fig. 3b, c), the EMT gene expression signature was enriched by shMyh9 (Fig. 6c and Supplementary Fig. 6c). 

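Of the hand-written EMT list 96 genes were tested in these libraries. With shMyh9#2 against shNC in EV cells 62 of the 96 genes were higher, and the median log2 fold change was 0.18. The correlation-adjusted camera test gave p = 1.2e-04, 2.4e-04 over the 14 lists, and p = 1.2e-04 with the replicate block. At an edgeR adjusted p under 0.05, 31 genes of the list were higher and 14 lower, and 39 were higher and 16 lower over the list alone. With shMyh9#4 in place of shMyh9#2 the median was 0.20 and the correlation-adjusted p = 2.3e-10. With each library left out in turn, the median stayed between 0.14 and 0.27. Col1a1 rose from 1.94 ± 0.190 CPM (SD, n = 2) to 20.7 ± 4.24 CPM, a log2 fold change of 3.41 (standard error 0.22, edgeR adjusted p = 4.9e-08). Ankrd1 rose by 2.43 (standard error 0.17, edgeR adjusted p = 1.4e-07), Klf4 by 1.47 (standard error 0.091, edgeR adjusted p = 4.4e-08), Vcam1 by 1.31 (standard error 0.15, edgeR adjusted p = 2.3e-05), Snai2 by 1.12 (standard error 0.15, edgeR adjusted p = 1.2e-04), Fn1 by 0.98 (standard error 0.085, edgeR adjusted p = 1.5e-06) and Axl by 0.43 (standard error 0.077, edgeR adjusted p = 0.0011) on the log2 scale. Mmp9 had 0 and 0 counts with shNC and 6 and 10 with shMyh9#2, at least 2.91-fold higher. Fn1 and Vcam1 overlap other annotated genes.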

We identified 627 overlapped upregulated or downregulated DEGs that were similarly changed by shMyh9 and ectopic expression of WT-Bmal1 or dHLH-Bmal1 as compared with EV (Fig. 6d and Supplementary Fig. 6d). We postulate that these 627 genes illustrate how loss of Myh9 phenocopies ectopic expression of Bmal1 proteins (Fig. 6d). 

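At an edgeR adjusted p under 0.05, 1404 genes changed with shMyh9#2, with WT-Bmal1 and with dHLH-Bmal1 against EV with shNC, and 1395 of them changed the same way in all 3 comparisons, 735 higher and 660 lower. Using the replicate block, 1403 genes were shared, 733 higher and 661 lower in all 3. A minimum log2 fold change of 1 moved this result most, to 367 genes. All 3 comparisons use the same 2 control libraries, so chance deviations of those libraries are shared by the 3. Of the 2016 genes changed by shMyh9#2 in either direction, 1641 also changed with WT-Bmal1, where 643 would be shared by chance among the genes tested, and 1536 with dHLH-Bmal1, where 695 would be. From the genes that these comparisons share, the paper proposes that loss of Myh9 phenocopies ectopic expression of Bmal1 proteins (Fig. 6d).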

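Sox9 was at 113 ± 2.54 CPM (SD, n = 2) in EV cells with shNC and 294 ± 0.384 CPM with shMyh9#2, a log2 fold change of 1.38 (standard error 0.092, edgeR adjusted p = 7.2e-08). Sox10 was at 323 ± 2.30 CPM with shNC and 183 ± 9.01 CPM with shMyh9#2, a log2 fold change of -0.82 (standard error 0.091, edgeR adjusted p = 1.7e-05). The replicate block changed the edgeR adjusted p to 8.7e-08 for Sox9 and 2.3e-05 for Sox10. The second hairpin, shMyh9#4, gave 1.26 (standard error 0.11, edgeR adjusted p = 6.7e-06) for Sox9 and -0.44 (standard error 0.10, edgeR adjusted p = 0.037) for Sox10 on the log2 scale, while Myh9 changed by -0.52 (standard error 0.094, edgeR adjusted p = 0.0050). In cells with shNC, WT-Bmal1 changed Sox9 by 1.57 (standard error 0.092, edgeR adjusted p = 2.4e-09) and Sox10 by -1.73 (standard error 0.095, edgeR adjusted p = 9.5e-10) against EV, and dHLH-Bmal1 changed Sox9 by 1.53 (standard error 0.092, edgeR adjusted p = 1.7e-09) and Sox10 by -3.77 (standard error 0.11, edgeR adjusted p = 1.3e-13).

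**Figure D3:**
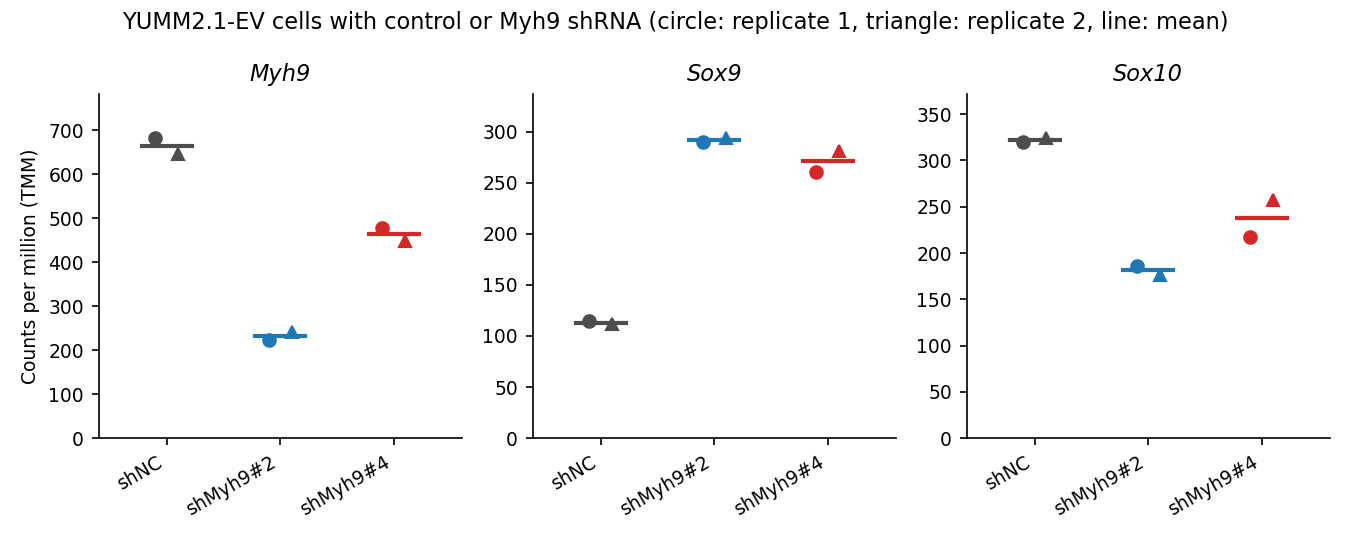
CPM of Myh9, Sox9 and Sox10 in YUMM2.1-EV cells with shNC, shMyh9#2 or shMyh9#4. Circles are replicate 1, triangles replicate 2 and lines the mean of each group, and both libraries of each shMyh9 hairpin lie below both shNC libraries for Myh9 and Sox10 and above them for Sox9.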

Notably, Sox9 was induced and Sox10 repressed with shMyh9 (Fig. 6e, f), accompanied by corresponding changes in H3K4me3 and H3K27Ac (Supplementary Fig. 6e).

The 413 genes that were induced by WT-Bmal1 or dHLH-Bmal1 and increased by shMyh9 compared to controls (shNC in EV cells; Fig. 6d and Supplementary Data 6) were subject to transcription factor consensus sites analysis, which revealed that AP-1 and SRF motifs were enriched (Fig. 6g). H3K27ac ChIP-seq analysis showed shMyh9 increased H3K27ac signals at 2408 regions and 796 of them overlapped between Bmal1 overexpressed cells (Supplementary Fig. 6f). Further, motif analysis of these 2408 peaks reveals prevalence of AP-1 motif across these regions (Supplementary Fig. 6g), of which 271 are intergenic regions (Supplementary Fig. 6h, i). These changes illustrate the ability of loss of Myh9 to phenocopy the genomic effects of ectopic Bmal1 protein expression (Fig. 3j,k). 

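Among AP-1 genes in EV cells, Atf5 rose from 73.9 ± 5.59 CPM (SD, n = 2) with shNC to 128 ± 15.7 CPM with shMyh9#2, a log2 fold change of 0.79 (standard error 0.12, edgeR adjusted p = 3.9e-04). Atf6 rose by 0.65 (standard error 0.12, edgeR adjusted p = 0.0019) on the log2 scale, Atf4 by 0.49 (standard error 0.093, edgeR adjusted p = 0.0019) and Jund by 0.36 (standard error 0.10, edgeR adjusted p = 0.021). Jun had 1780 and 1958 counts with shNC and 1656 and 1630 with shMyh9#2, and Junb 197 and 193 with shNC and 179 and 189 with shMyh9#2. Their log2 fold changes were -0.045 (standard error 0.094, edgeR adjusted p = 0.82) for Jun and 0.053 (standard error 0.15, edgeR adjusted p = 0.87) for Junb, so neither differed at the level of mRNA in these libraries. Fosl1 changed by -0.63 (standard error 0.14, edgeR adjusted p = 0.0066), Fosl2 by -0.048 (standard error 0.10, edgeR adjusted p = 0.82) and Fos, with at most 17 counts in a library, by 0.17 (standard error 0.81, edgeR adjusted p = 0.93). With the replicate block the edgeR adjusted p ranged from 2.6e-04 for Atf5 to 0.024 for Jund among the 4 genes that rose, and was 0.80 for Jun and 0.88 for Junb.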

Congruent with an enrichment of the AP-1 consensus motif, loss of Myh9 increased the expression of selected AP-1 transcription factors either in mRNA or protein levels, such as c-Jun, Junb, Jund, ATF4, ATF5 and ATF6 (Fig. 6h,i). Because Myh9 has been identified as an MRTF-SRF target gene^49^ and loss of Myh9 increased MRTF-SRF activity and induced genes enriched in SRF/AP-1 consensus sites, we therefore speculated that Myh9 is involved in a negative feedback loop, in which Myh9 suppresses SRF activity by increasing G-actin levels and thereby inhibiting MRTFA (Fig. 6j).

Given that loss of Myh9 largely phenocopies ectopic expression of Bmal1 proteins, we then sought to determine how decreased Myh9 affects YUMM2.1 tumorigenesis. Notably, Myh9 has been documented to suppress tumorigenesis in mouse models of mammary cancer^41^, squamous cell skin^42^ and tongue carcinoma^43^ and in melanoma^44^ without a known common mechanism. We found that knockdown of Myh9 in YUMM2.1 EV (Fig. 7a) increased tumor growth equivalent to WT-Bmal1 (Supplementary Fig. 7a) compared to control shNC YUMM2.1 EV tumors in C57BL/6 mice. Knockdown of Myh9 in WT-Bmal1 cells (Fig. 6a) further modestly increased tumor growth (Supplementary Fig. 7a). Notably knockdown of Myh9 did not enhance growth in either YUMM2.1 EV or YUMM2.1 WT tumors in NSG mice (Fig. 7b and Supplementary Fig. 7b), demonstrating host immune response to tumors was involved in Myh9 mediated tumorigenesis. The modest increased tumor growth by Myh9 knockdown in YUMM2.1 WT cells suggests that ectopic Bmal1 expression did not completely sequester Myh9. Similar but not identical to ectopic Bmal1 expression in YUMM2.1 EV (Fig. 2d), we found that decreased Myh9 increased the production of VEGF, GM-CSF, IL23, Igfbp6, and KC (Cxcl1) in vitro (Fig. 7c). Immunophenotyping of these tumors revealed increases in M-MDSC, PMN-MDSC, macrophages, and Cd4+ T cells in shMyh9 tumors versus shNC tumors (Fig. 7d), similar to changes seen in tumors driven by dHLH-Bmal1 (Fig. 2d,e). Further, similar to the effect of dHLH-Bmal1 (Fig. 2f), decreased Myh9 expression also rendered YUMM2.1 tumors resistant to anti-PD1 treatment (Fig. 7e). Collectively, our findings indicate that knockdown of Myh9 phenocopies ectopic expression of Bmal1 proteins in YUMM2.1 cells and confers an immune resistant mesenchymal melanoma cell state.

**Fig. 7:**
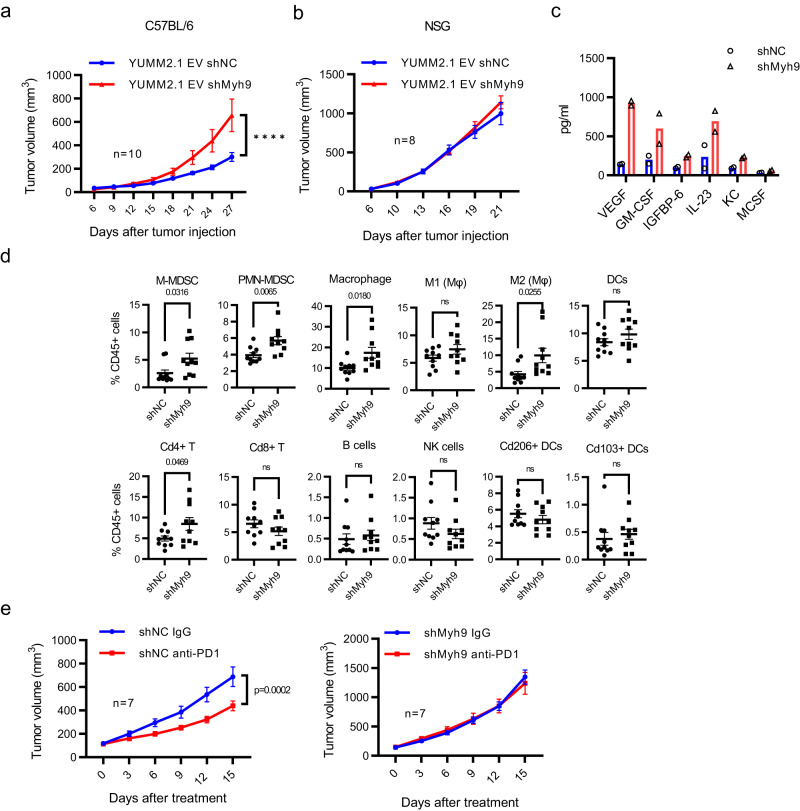
Loss of Myh9 Affects Immune infiltration and Increases Tumorigenesis of YUMM2.1. **a** In vivo tumorigenesis of YUMM2.1 EV with shNC or shMyh9 in male C57BL/6 mice (*n* = 10 each group). Mean ± SEM. ****p-value < 0.0001 by Two-way ANOVA test. RE of 2. **b** In vivo tumorigenesis of YUMM2.1 EV with shNC or shMyh9 in male NSG mice (*n* = 8 each group). Mean ± SEM. RE of 2. **c** The level of cytokines secreted from YUMM2.1 EV cells with shNC or shMyh9 as determined by immunoassay. BR of 2. Each dot represents one biologically independent sample. **d** Flow cytometric immunophenotyping of tumors formed with YUMM2.1 EV with shNC or shMyh9 cells in C57BL/6 mice (Fig. 7a). Mean ± SEM. Two-tailed *p*-value by unpaired *t*-test. **e** Response of YUMM2.1 EV shNC and shMyh9 tumors in C57BL/6 mice to control IgG and anti-PD1 treatment given IP every 3 days (*n* = 7 each group). Mean ± SEM. *p* value by Two-way ANOVA test. BR = biological replicate, RE = replicate experiment. Source data are provided as a Source Data file.

## Discussion

Our study reveals that the role of Bmal1 in tumorigenesis depends on context. First, we observed that YUMM2.1 and B16-F10 Bmal1-null cells have decreased hypoxic Hif1α protein levels, diminished expression of Sox9, and reduced YUMM2.1 tumorigenesis that could be rescued by ectopic Hif1α expression. Secondly, ectopic wild-type and dominant negative Bmal1 proteins sequester Myh9 to induce MRTF-SRF activity, which is associated with a shift of the YUMM2.1 cell line toward an AP-1-associated mesenchymal cell state that resists anti-PD1 therapy. Thirdly, reduction of Myh9 expression induced a mesenchymal state that confers anti-PD1 therapy resistance, phenocopying the effects of ectopic Bmal1 proteins. Collectively, these observations support a model that ectopic expression of WT-Bmal1 or dHLH-Bmal1 sequesters Myh9, modulates SRF activity, and promotes an immune resistant mesenchymal melanoma cell state associated with increased AP-1 enhancer activity (Supplementary Fig. 7c).

The reduction of hypoxic Hif1α protein levels in YUMM2.1 or B16-F10 Bmal1-null cells is consistent with previous studies that propose direct stabilization of Hif1α by Bmal1^27,52^. Importantly, as found with our melanoma syngeneic tumorigenesis studies, Bmal1 loss diminished tumorigenicity in transgenic mouse MLL-AF4-driven leukemia^53^, SOS-driven squamous cell skin carcinoma^54^, and loss of BMAL1 or CLOCK diminished human glioblastoma tumorigenesis in orthotopic mouse models^55,56^. Paradoxically, BMAL1 positively correlates with antitumor immunity and patient survival in metastatic melanoma^57^. Loss of Bmal1 in the APC^min^ colon cancer model enhanced tumorigenesis^58^. Bmal1 knockdown decreased B16-F10 tumorigenesis in the presence of dexamethasone but not in phosphate buffered saline (PBS)^59^. Increased Bmal1 was associated with diminished B16-F10 tumor growth mediated by melanopsin (Opn4) knockout^60^. BMAL1 also transcriptionally regulates MiTF in human melanoma cells to influence melanin synthesis against UVB irradiation^61^. Given the pleiotropic effects of Bmal1 alterations on tumorigenesis, we speculate that the diverse effects of Bmal1 on tumorigenesis depends on the initial neoplastic cell state and whether Bmal1 modulates tumor initiation versus progression in specific models.

We are intrigued by the neomorphic activity of over-expressed Bmal1 and dominant negative dHLH-Bmal1. These over-expressed proteins shifted YUMM2.1 cells toward a mesenchymal melanoma transcriptional state related to the switch between SOX10 and SOX9 expression observed in human melanomas^33,62^. Notably, we found that human melanomas lacking SOX10 with increased SOX9 expression determined by scRNAseq^35,62^ were immune resistant reflecting the anti-PD1 resistant YUMM2.1 Sox10^low^ state observed with ectopic expression of dHLH-Bmal1. Mechanistically, the interaction between Bmal1 or dHLH-Bmal1 and Myh9 was validated through proximity labeling, ligation assays and co-immunoprecipitation. Congruent with the previous finding of nuclear Bmal1-Myh9 binding^46^, we found that Bmal1-Myh9 interaction was detected mostly in the nucleus, where nuclear actin is implicated in regulating SRF transcriptional activity^63^. As such, we speculate from our studies that Bmal1 sequesters nuclear Myh9 to reduce G-actin and induce SRF activity.

SRF has been implicated in human melanoma, particularly with the finding of mutant RAC^P29S^ which increases SRF activity and expression of genes bearing AP-1 or Sox9 consensus binding motifs^64^. The documented role of AP-1 in driving melanoma mesenchymal enhancer activity^33^ highlights the importance of MRTF/SRF activation in lineage infidelity and therapy resistance^65^. These reports about human melanomas connect with our unexpected finding of Bmal1-Myh9 interaction driving AP-1 activation and mesenchymal transition^17^. Although our studies primarily focused on murine melanoma and did not address whether clock function is perturbed in human melanomas to induce mesenchymal transition and therapy resistance, a recent study about human prostate cancer demonstrated that human BMAL1 is elevated and necessary for enzulutamide resistance^30^. Future studies are required to address these issues in human melanoma.

Circadian clock and SRF activities have been linked, but the interaction between Bmal1 and Myh9 was not previously recognized. MRTF/SRF was shown to induce Per2, linking SRF to the circadian clock machinery^49^. Conversely, MRTF/SRF level and activity oscillates in a circadian fashion, and AP-1 also has circadian activity in vivo^66,67^. Intriguingly, primary mouse fibroblasts displayed Cry1/Cry2-dependent circadian oscillation of F-actin levels related to time-dependent cell motility and wound healing^68^. Further, loss of Bmal1 decreased F-actin and MRTF/SRF signaling in the C3H10T1/2 adipocytes in vitro^69^. Importantly loss of Bmal1 in vivo dampened MRTF/SRF signaling and stimulated fat beiging. Conversely, in vivo ectopic expression of Bmal1 in murine beige adipocytes increased MRTF/SRF activity associated with impaired beiging^69^. Notably, our observation that overexpressed Bmal1 sequestered Myh9 (myosin IIA), decreased nuclear G-actin, and activated MRTF/SRF signaling are consistent with the observations that myosin II can depolymerize F-actin^70–73^. Hence, we propose that SRF and Bmal1 have interlocking loops that connect the circadian clock, cytoskeletal dynamics, lineage plasticity, tumorigenesis and therapeutic resistance (Supplementary Fig. 7c).

Our study provides a conceptual foundation, connecting Bmal1, Myh9, MRTF/SRF and AP1 signaling, which requires further testing with in vivo genetic studies beyond the documented effect of ectopic Bmal1 on MRTF/SRF and fat beiging^69^ and the observation that increased BMAL1 is essential for anti-androgen resistant human prostate cancer^30^. Because Bmal1 activity is affected by oncogenes or hypoxia, we surmise that in vivo cell states and therapeutic resistance could result from intra-tumoral heterogeneity of acidity, oxygenation, and oncogenic functions^5,74,75^. We expect that this conceptual framework will suggest approaches to confront tumor heterogeneity and reduce tumor cell plasticity, perhaps by manipulating the circadian clock for cancer therapy.

We note that our RNA-seq and ChIP-seq studies were replicated twice (*n* = 2) and hence are underpowered. Further, our labeling experiments using TurboID and PLA show proximity of overexpressed Bmal1 proteins with Myh9; however, these data cannot rule out indirect interactions involving other factors, notwithstanding the supportive evidence from immunoprecipitation assays. Altogether, however, biological insights from the sequencing and proteomic data are corroborated by functional luciferase reporter assays and tumorigenesis studies, supporting the connections between Bmal1, Myh9, MRTF/SRF, AP-1, melanoma cell states and immune evasion.

## Methods

### Ethics statement

Our research complies with all relevant ethical regulations. Animal protocols were approved by Institutional Animal Care and Use Committee (IACUC) at Wistar Institute (Protocol number: 201189) and Animal Care and Use Committee (ACUC) at Johns Hopkins University School of Medicine (Protocol number: MO22M452). The maximal tumor volume permitted in our study is 2000 mm^3^ as calculated from caliper tumor measurements. All procedures were performed in accordance with the protocol and none of the tumor volume in our study exceeded 2000 mm^3^ at the time point before the last time point when the studies were terminated. Some tumors in Supplementary Fig. 1k exceeded this limit at the last time point, and were immediately euthanized. The age for all mice used in this study is from 7 to 9 weeks old. The ambient temperature in mice holding room was 68–72 °F and humidity was 40–60%.

### Cell culture

YUMM2.1, YUMM1.7 cell lines are from Ashani Weeraratna’s lab. B16-F10 Bmal1 knockout clone and control clone are from Amita Sehgal’s lab. Parental B16-F10 (Cat#: CRL-6475) and 293 T (Cat#: CRL-3216) cell lines were purchased from ATCC. Human melanoma cell lines are from Meenhard Herlyn’s lab. YUMM2.1, YUMM1.7, B16-F10, 293 T and additional cell lines from YUMM2.1, YUMM1.7 and B16-F10 described below were maintained in standard DMEM (4 mM L-glutamine, 25 mM glucose) supplemented with 10% fetal bovine serum and 1X penicillin/streptomycin in standard humidified 5% CO2, 37 °C tissue culture incubators. All human melanoma cell lines were maintained in MCDB 153 media supplemented with 20% Leibovitz’s L-15 Medium and 2% fetal bovine serum.

### Cell Synchronization

Cells were synchronized by dexamethasone through aspiration of media and replacement with fresh media containing 0.1 µM dexamethasone.

### Luciferase reporter cell lines and monitoring

To generate real-time luciferase reporter cell lines, mouse melanoma cell lines: YUMM2.1 and YUMM2.1 Bmal1 KO clones seeded in 6-well plates were transduced by *Bmal1*::dLUC lentivirus with 8 µg/mL polybrene for 48 h followed by Blasticidin (10 µg/mL) selection for up to 6–8 days. The stably expressed reporter was used to test if these cell lines are clock competent.

To examine the effects of Bmal1 overexpression on luciferase reporter in these cells, YUMM2.1 *Bmal1*::dLUC and YUMM2.1 Bmal1 KO aC3 *Bmal1*::dLUC cells were then seeded in 6-well plate and further transduced with lentivirus to stably overexpress WT-Bmal1 or dHLH-Bmal1. And EV lentivirus was used as a negative control. Stable cell lines expressing WT-Bmal1, dHLH-Bmal1 or EV were sorted for GFP positive by FACS since this lenti-vector is GFP-selectable. The sub cell lines are referred to here as YUMM2.1 EV, YUMM2.1 WT-Bmal1, YUMM2.1 dHLH-Bmal1; KO aC3 EV, KO aC3 WT-Bmal1 and KO aC3 dHLH-Bmal1.

To monitor luciferase signal, reporter cell lines established above were plated in 24-well plates or 35 mm dishes to be confluent at the beginning of analyses. Typically, 50,000 ~ 70,000 cells per well of 24-well plate or 250,000 ~ 350,000 cells per 35 mm dish were seeded 1 day prior. At time zero, culture plates or dishes were aspirated, administered fresh Lumicycle media which is DMEM w/o glutamine based (for mouse melanoma cell lines) or RPMI w/o glutamine based (for human melanoma cell lines) supplemented with 5% fetal bovine serum, 4 mM glutamine, 0.1 µM dexamethasone and 0.1 mM beetle potassium luciferin, sealed against desiccation with adhesive optical PCR plate film (24-well plate) or vacuum grease (35 mm dishes), and immediately placed in a Lumicycle-96 or Lumicycle-32 luminometer. Luminescence (counts per sec; “relative light units (RLU) per second”) was recorded every 10 min for multiple days and exported into Excel with LumiCycle Analysis software. All lumicycle data are generated in atmospheric CO2 conditions and all data presented as detrended.

### CRISPR-editing

*Bmal1* was knocked out in YUMM2.1 through CRISRP editing using pCRISPR-CG01-sgBmal1-a, pCRISPR-CG01-sgBmal1-b and pCRISPR-CG01-sgBmal1-c from GeneCopoeia (a, b, and c are different guide RNAs against *Bmal1*). pCRISPR-CG01-scramble sgRNA from GeneCopoeia was used as control. 0.2 million cells were seeded in 6-well plate and transiently transfected with 1.5 µg of plasmid using Lipofectamine 2000 according to the manufacture’s instruction at the following day. Media was changed with fresh media one day later after transfection and mCherry positive cells were sorted by FACS as single cells into 96-well plates after transfection for 2 ~ 3 days. Single cell clones were then screened by immunoblot for silencing of Bmal1.

### Stable overexpression

To stably overexpress WT-BMAL1, dHLH-BMAL1 and Hif1α-TM in cells YUMM2.1 and YUMM2.1 Bmal1 KO clone aC3, these cells were seeded in 6-well plates and transduced with lentivirus EV (empty vector), WT-Bmal1 and dHLH-Bmal1 with 8 µg/mL polybrene at the following day. Media was changed at the following day after virus infection. When cells were confluent, they were transferred into 10 cm dishes and allowed to expand 2 more days. GFP positive cells were sorted by FACS and overexpression were confirmed by immunoblot. The cell lines are referred to as YUMM2.1 EV, YUMM2.1 WT-Bmal1, YUMM2.1 dHLH-Bmal1, YUMM2.1 Hif1α-TM, YUMM2.1 Bmal1 KO aC3 EV, YUMM2.1 Bmal1 KO aC3 WT-Bmal1, YUMM2.1 Bmal1 KO aC3 dHLH-Bmal1, and YUMM2.1 Bmal1 KO aC3 Hif1α-TM respectively. Also, to stably overexpress TurboID, TurboID-NLS, TurboID-WT-Bmal1, TurboID-dHLH-Bmal1 in YUMM2.1 Bmal1 KO aC3, cells were subject to the similar processes as described above except the lentivirus used for here are TurboID, TurboID-NLS, TurboID-WT-Bmal1 and TurboID-dHLH-Bmal1. And the cell lines are referred to as KO aC3-Tb, KO aC3-TbNLS, KO aC3-TbWT and KO aC3-TbdHLH. B16-F10 EV and B16-F10 Hif1α were made with the same processes using lentivirus EV and Hif1α-TM.

### shRNA knockdown

PLKO.1 vectors expressing 5 different shRNAs against mouse Myh9 or scramble shRNA (shNC) together with packaging plasmids psPAX2 and pMD2.G were transfected into 293 T cells with lipofectamine 2000 to produce 6 different lentivirus which was used to transduce Y21 EV, Y21 WT-Bmal1 and Y21 dHLH-Bmal1 cells separately that were seeded in 6-well plate 1 day prior. After lentivirus transduction for 24 ~ 48 h, media was exchanged with fresh media supplemented with puromycin (2 µg/mL) to start drug selection. Cells were maintained in selection until all non-transduced control cells died off. Knockdown efficiency of these 5 shRNAs was compared with shNC by immunoblot which shows shMyh9#2 has the best knockdown among these 5 shRNAs. The cell lines are referred to as YUMM2.1 EV shNC, YUMM2.1 EV shMyh9#2 (also YUMM2.1 EV shMyh9), YUMM2.1 WT shNC, YUMM2.1 WT shMyh9 and YUMM2.1 dHLH shNC.

### siRNA knockdown

ON-TARGETplus siRNA SMARTPool (referred to as “siRNA”) which is a mixture of 4 siRNAs was purchased from Dharmacon and knockdown efficiency was assessed by qPCR and immunoblot. ON-TARGETPlus Non-targeting Control Pool (referred to as “siNT”) was also purchased as negative control. 120,000 cells or 12,000 cells were seeded in 6-well plates or 24-well plates, respectively. The following day, cells were transfected with siRNA or siNT at the concentration of 2.5 nM using Lipofectamine RNAiMAX. Media was changed with fresh media at the second day after transfection. Cells in 6-well plate were maintained and allowed to expand for 2 more days, then were harvested for further immunoblot or RNA extraction experiments. As for the cells in 24-well plate, the cells were treated further to use for Dual-Luciferase Reporter Assay.

### Dual Luciferase assay

20,000 cells were seeded in 24-well plates and were co-transfected with plasmids SRF-RE-dLUC plus Renilla-LUC at the following day using Lipofectamine 2000. 24 h later, aspirated media, and administered fresh media supplemented with or without (for cytochalasin D treatment) 10 nM MEK inhibitor-Trametinib or DMSO used as vehicle control. Cells were maintained for 18 h, then added actin polymerization inhibitor-Cytochalasin D (referred to as “CD”) at the concentration of 2 µM to the rest of cells. 2 h later, all cells were rinsed once with PBS and lysed in 100 µL 1X passive lysis buffer. As for the cells need to be treated with siRNA first, please see details described above. Briefly, after cells in 24-well plates were transfected with siRNA 24 h later, they were subjected to the same processes to acquire cell lysate with passive cell lysis buffer. The clear supernatant from the cell lysate was used for luminescence assay with Dual Luciferase Reporter Assay Kit on VICTOR Multilable Plate Reader.

### Protein immunoblotting

Cells in 6-well plate were scraped in 1 mL cold PBS after media was aspirated and centrifuged at 400 × *g* at 4 °C for 5 min in 1.5 mL Eppendorf tubes, cell lysis buffer (Mammalian Protein Extraction Reagent) supplemented with 1X protease inhibitor cocktail, two 1X phosphatase inhibitors were added into cell pallet after PBS was removed. For cells in 3% O2 hypoxia chamber, cell lysis buffer was also supplemented with prolyl hydroxylase inhibitor (200 µM desferrioxamine). Leave cell pallets in cell lysis buffer for at least 20 min on ice. Protein lysates were cleared by centrifugation at 15,000 × *g* at 4 °C for 15 min. Regarding the immunoblots in Supplementary Fig. 4a, cell cytoplasmic and nuclear fraction was extracted with NE-PER Nuclear and Cytoplasmic Extraction Reagents first according to the manufacture’s direction. Then protein yield was quantified with the DC Protein Assay, and same amount of total protein was resolved by SDS-PAGE using Criterion pre-cast Tris-Glycine 4 ~ 20% gradient gels followed by dry transfer to nitrocellulose (NC) membranes with iBlot. NC membranes were blocked with 5% BSA in TBST for 40 ~ 60 min at room temperature. Primary antibodies including anti-Hif1α (1: 1000), anti-Bmal1 (1:1000), anti-Sox9 (1:1000), anti-Sox10 (1:1000), anti-MRTFA (1:1000), anti-MRTFB (1:1000), anti-Myh9 (1:1000), anti-c-MYC (1:10,000), anti-MiTF (1:1000), anti-Clock (1:1000), anti-Actn4 (1:1000), anti-TbP (1:1000), anti-Atf4 (1:1000), anti-Atf5 (1:500), anti-Atf6 (1:1000), anti-c-Jun (1:1000), anti-phospho-c-Jun (1:1000), anti-Junb (1:1000), anti-Jund (1:1000), anti-α-tubulin (1:10,000) were diluted in blocking buffer and incubated overnight. Secondary antibodies including Alexa Fluor 790 goat anti-mouse IgG (H + L) and Alexa Fluor 680 goat anti-rabbit IgG (H + L) were incubated for 1 h at room temperature. Immunoblots were imaged with Odyssey CLx infrared imaging system (LI-COR) and uniformly contrasted. The quantification of immunoblot was calculated with software image studio version 5.2.5. Please see all uncropped immunoblots scans in the Source Data file and Supplementary Fig. 8.

### Protein immunoprecipitation

1.5 million cells were seeded in 10 cm dishes and allowed to expand in 10 mL normal media in 37 °C, 5% CO2 incubators. Two days later, cells were crosslinked with 1% formaldehyde for 10 min, neutralized with glycine for 5 min and washed twice with cold PBS, then scrapped into 1 mL cold PBS with protease inhibitor cocktail (PIC, Cell signaling #7012) and transferred into 1.5 mL tubes. To extract nuclei, cells were centrifuged at 300 × *g*, then resuspended in 1.3 mL 1X buffer A (Cell signaling, 4X, #7006) supplemented with 1X PIC and 0.5 mM DTT and incubated on ice for 10 min with mixing by inverting tubes every 3 min. Nuclei were centrifuged at 2000 × *g* for 5 min at 4 °C and washed by resuspending in 1.3 mL ice-cold 1X buffer B (Cell signaling, 4X, #7007) with 0.5 mM DTT. After washing, nuclei were centrifuged again at 2000 × *g* for 5 min at 4 °C and resuspended in 0.5 mL high salt nuclear extraction buffer (10 mM HEPES pH 8.0, 25% glycerol, 1.5 mM MgCl2, 0.1 mM EDTA, 0.2 M NaCl, 1X PIC, 0.5 mM DTT), and incubated on ice for 20 min. Then nuclei extract was sonicated 12 pulses (5 pulses per time) with Branson Sonifier 450 at setting Duty cycle: 50% constant, Output Control: 4. Samples were incubated on ice during and between pulses. Nuclei lysates were clarified by centrifugation at 16,000 × *g* for 15 min at 4 °C. Protein concentration was quantified with DC Protein Assay. 40 µg nuclei lysate from each sample was diluted with high salt nuclear extraction into 40 µL and used as “Input” control while 800 µg lysate was also diluted with high salt nuclear extraction buffer into 800 µL and pre-cleared with 40 µL Dynabeads ^TM^ Protein A (Invitrogen, 10001D) at room temperature for 40 min. Then this 800 µL lysate was split into 2, followed by addition of IgG or BMAL1 antibody separately. The immunoprecipitation samples were incubated overnight at 4 °C. Then 20 µL magnetic protein A beads were added into each of them and incubated at room temperature for 1 h. Then magnetic protein A beads bound with immuno-complex were separated by placing the tubes in a Magnetic Separation Rack and washed 3 times with high salt nuclear extraction buffer. Proteins were eluted by boiling the beads at 95 °C for 7 min in 50 µL 1X protein loading buffer. All proteins from immunoprecipitated samples and “Input” controls were resolved by SDSD-PAGE and immunoblotted with antibodies as described above in the section of protein immunoblotting.

### Chromatin Immunoprecipitation (ChIP) sequencing and data analysis

ChIP experiments were performed with SimpleChIP Enzymatic Chromatin IP Kit (Magnetic Beads, Cell Signaling #9003) according to the manufacturer’s instructions. For sample preparation, cells seeded in 15 cm dishes were processed and nuclei were extracted as described above in the section of Protein Immunoprecipitation. After nuclei pallet was resuspended in 1X buffer B with 0.5 mM DTT, Micrococcal Nuclease was added in and incubated at 37 °C for 20 min with frequent mixing to digest DNA to length of approximately 150 ~ 900 bp, then digestion was terminated by addition of 0.5 M EDTA and placing tubes on ice for 1 ~ 2 min. Digested nuclei pallet was resuspended in 1X ChIP buffer with 1X PIC after centrifugation at 16,000 × *g* for 1 min at 4 °C and supernatant removal. Then nuclei lysates were sonicated 20 pulses with Branson Sonifier 450 at the setting Duty cycle: 50% constant, Output Control: 4. Samples were incubated on ice during and between pulses. Then lysates were cleared by centrifugation at 9400 × *g* for 10 min at 4 °C, and supernatant (cross-linked chromatin preparation) was transferred into a new tube. 50 µL supernatant was transferred into another tube and used to examine the quality of Chromatin Digestion and DNA concentration after further RNase A, proteinase K digestion, DNA purification and 1% agarose gel resolution. 7 µg of digested, cross-linked chromatin was used for each immunoprecipitation (IP). Antibodies against H3K4me3 (10 µL), H3K27me3 (10 µL), H3K27Ac (10 µL), H3 (positive control) and Rabbit IgG (negative control) were added into samples separately and incubated at 4 °C overnight with rotation. After incubation with 30 µL ChIP-Grade Protein G Magnetic beads at 4 °C for 2 h, the tubes were placed in a Magnetic Separation Rack to separate the magnetic beads and remove supernatant. Then the beads were washed 3 time with low salt buffer and once with high salt buffer at 4 °C with rotation. Chromatin was eluted from the antibody/protein G beads by incubating at 65 °C for 30 min with gentle vortex. To reverse cross-links, 6 µL of 5 M NaCl and 2 µL of Proteinase K were added into the cleared supernatant which contains eluted chromatin and incubated at 65 °C for 2 h. And DNA from all samples was purified using spin columns and stored at −20 °C for qPCR and sequencing.

To sequence the DNA samples purified above, 2.5 ng of ChIP DNA was used to prepare libraries for Next Generation Sequencing using the NEBNext Ultra II DNA kit (New England Biolabs, Ipswich, MA), according to manufacturer’s directions. Overall library size was determined using the Agilent Bioanalyzer 2100 and the High Sensitivity DNA assay and libraries were quantitated using the Qubit 2.0 Fluorometer (Thermofisher, Waltham, MA). Libraries were pooled and High-Output, Single read, 75 base pair Next Generation Sequencing was done on a NextSeq 500 (Illumina, San Diego, CA).

After sequencing, ChIP-seq data was aligned using bowtie^76^ against mm10 version of the mouse genome and HOMER^77^ was used to call significant peaks using “-style histone” option and for generation of bigwig signal files normalized to number of reads per bp per 10 M sequenced reads. Normalized signals for regions were derived from bigwig files using bigWigAverageOverBed tool from UCSC toolbox with mean0 option. Association of expression and histone modification signal changes were performed using 3 kb region around gene TSS for H3K4me3, H3K27Ac and gene body for H3K27me3. Also, H3K27Ac signals from regions >20 kb around gene TSS were analyzed. In addition, motif enrichment analysis within H3K27ac peaks was done using HOMER^77^ within its known Motif dataset with -size 1000 parameter option. Top 5 significant results sorted by motif prevalence were reported.

### Proximal ligation Assay (PLA)

All PLA experiments were performed with Duolink In Situ Red Starter Kit Mouse/Rabbit (Millipore Sigma, DUO 92101). In brief, 3000 ~ 4000 cells were seeded in each well on “PTFE” Printed Slides (10 well, 6 mm well diameter Cat. #63424-06) and allowed to adhere and grow in normal media in 5% CO2 incubators for 1 day. Cells were then rinsed once with PBS and fixed with fresh 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were then rinsed twice with PBS before permeabilizing for 7 min with 0.1% Triton X-100 in PBS. Cells were then washed twice with PBS and blocked with blocking buffer overnight at 4 °C. Primary antibodies anti-BMAL1 (1:200, Santa Cruz, Cat. #sc365645), anti-CLOCK (1:200, Cell Signaling, Cat. #5157), anti-Myh9 (1:200, Proteintech, Cat. #11128-1-AP), anti-Filamin A (1:100, Abcam, Cat. #ab76289), anti-Ki67 (1:500, Cell Signaling, Cat. #9129), anti-HA (12CA5, 2 µg/mL, Millipore Sigma, Cat. #11583816001) were diluted in the Duolink Antibody Diluent in combinations: anti-BMAL1+ anti-CLOCK, anti-BMAL1+ anti-MYH9, anti-HA+ anti-MYH9, anti-HA+ anti-FLNA, anti-HA+ anti-CLOCK, anti-HA+ anti-Ki67, anti-BMAL1+ anti-FLNA, only anti-MYH9 and added to cells, incubated at 4 °C overnight. Then slides were washed 3 × 5 min with 1X Wash Buffer A at room temperature. Then the PLUS and MINUS PLA probes diluted at 1:5 in the Duolink Antibody Diluent were added to slides and incubated in a 37 °C pre-heated humidity chamber. 1 h later, slides were washed 3 × 5 min with 1X Wash Buffer A, and ligase in 1X ligation buffer was added to the slides and incubated in the 37 °C pre-heated humidity chamber for 30 min. After slides were washed 2 × 5 min with 1X Wash Buffer A, polymerase at a 1:80 dilution in 1X Amplification Buffer was added to the slides and incubated in the 37 °C pre-heated humidity chamber for 100 min. From this step, slides were kept in dark to protect from light. Then slides were washed 2 × 10 min with 1X Wash Buffer B followed by one wash with 0.01X Wash Buffer B for 1 min. Slides were mounted with a coverslip using a minimal volume of Duolink PLA Mounting Medium with DAPI. Images were acquired on Nikon 80i Upright Microscope using 40X objective (Fig. 4f, Supplementary Fig. 4b, c) or on ECHO Revolve Microscope using 20X objective (Supplementary Fig. 4d). Mean fluorescence intensity of PLA signals in nucleus was analyzed by Image J.

### Proteomics

To prepare biotinylated samples, 1.5 million cells of each cell line Y21 Tb, Y21TbNLS, Y21 TbWT and Y21 TbdHLH were seeded and grown in 10 cm plates in 37 °C, 5% CO2 incubators. Two days later, biotin was added to the cells at the concentration of 500 µM and incubated for 2 h to label the samples. Labeling was stopped by placing cells on ice and washing 5 times with ice-cold PBS. Cells were scraped into 1 mL ice-cold PBS, transferred into 1.5 mL tubes and palleted by centrifugation at 300 × *g* for 5 min at 4 °C. Supernatant was removed, and pallets were resuspended and lysed in 400 µL 1X RIPA lysis buffer (Cell Signaling, #9806) supplemented with 1X protease inhibitor cocktail, two 1X phosphatase inhibitors for 10 min followed by 20 pulses (5 pulses per time) sonication with Branson Sonifier 450 at setting Duty cycle: 20% constant, Output Control: 3. Lysates were clarified by centrifugation at 15,000 × *g* at 4 °C for 15 min. To pull down biotinylated proteins, 15 µL Pierce Streptavidin Magnetic Beads (Thermo Fisher, #88816) were washed twice with 1X RIPA buffer, incubated with 400 µL clarified lysates containing 400 µg protein from each sample with rotation for 1 h at room temperature, then moved to 4 °C and incubated overnight with rotation. After that, the beads were subsequently washed twice with 1 mL of RIPA lysis buffer (SDS final Conc. increased to 0.5%), once with 1 mL of 1 M KCl, once with 1 mL of 0.1 M Na_2_CO_3_, once with 1 mL of 2 M urea in 10 mM Tris-HCl (pH8.0), and twice with 1 mL RIPA lysis buffer. Biotinylated proteins were then eluted from the beads by boiling the beads (95 °C for 5 min) in 80 µL of 1X protein loading buffer supplemented with 5% 2-mercaptoethanol and 2 mM biotin. Then the elutes were transferred into new 1.5 mL tube and kept in −80 °C. At last, the beads were washed 3 times with 50 mM ammonium bicarbonate to remove the SDS, then the dry beads were also kept in −80 °C for further processing and liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis.

LC-MS/MS analysis was performed on a Q Exactive Plus mass spectrometer (ThermoFisher Scientific) coupled with a Nano-ACQUITY UPLC system (Waters). Biotinylated proteins tightly bound to streptavidin beads were digested on-bead with trypsin in 8 M urea, 20 mM glycine, 100 mM Tris-Cl, pH 8.0, and injected onto a UPLC Symmetry trap column (180 μm i.d. x 2 cm packed with 5 μm C18 resin; Waters). Tryptic peptides were separated by reversed phase HPLC on a BEH C18 nanocapillary analytical column (75 μm i.d. x 25 cm, 1.7 μm particle size; Waters) using a 95 min gradient formed by solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in acetonitrile). A 30-min blank gradient was run between sample injections to minimize carryover. Eluted peptides were analyzed by the mass spectrometer set to repetitively scan m/z from 400 to 2000 in positive ion mode. The full MS scan was collected at 70,000 resolution followed by data-dependent MS/MS scans at 17,500 resolution on the 20 most abundant ions exceeding a minimum threshold of 20,000. Peptide match was set as preferred, exclude isotopes option and charge-state screening were enabled to reject singly and unassigned charged ions.

Peptide sequences were identified using MaxQuant 1.6.3.3^78^. MS/MS spectra were searched against the UniProt mouse protein database (Oct 20019), the recombinant protein sequences and a common contaminant database using full tryptic specificity with up to two missed cleavages, static carbamidomethylation of Cys, and variable oxidation of Met, deamidation of Asn, protein N-terminus carbamylation, and protein N-terminal acetylation. Consensus identification lists were generated with false discovery rates of 1% at protein, and peptide levels.

### RNA collection

All RNA samples were extracted with TRIzol Reagent (Invitrogen, Cat. #15596018) according to the manufacture’s instruction and cleaned by DNA-free DNAase Treatment and Removal Reagents (Ambion, #AM1906) to get rid of DNA contamination before submission for RNA sequencing.

### Quantification of nuclear G-actin

Nuclei were isolated then resuspended in PBS, fixed in 4% paraformaldehyde for 15 min at R.T and permeabilized with 0.2% Triton X-100 in PBS for 10 min at R.T. Then, stain these nuclei with Alexa594-conjugated DNAseI (0.3 µM) for 1.5 h at 37 °C under continuous shaking. After resuspended in PBS containing 1 mM EDTA and 1 mM MgCl_2_, data were acquired in BD FACsymphony and analyzed with FlowJo software (version 10.8.1). Mean of fluorescence intensity (MFI) was calculated and normalized to the control.

### Quant 3′ mRNA-sequencing and data processing

3′ mRNA-seq libraries were generated from 100 ng of DNAseI treated total RNA using the QuantSeq FWD Library Preparation kit (Lexogen, Vienna, Austria), according to manufacturer’s directions. Overall library size was determined using the Agilent Tapestation and the D5000 Screentape (Agilent, Santa Clara, CA). Libraries were quantitated using real-time PCR (Kapa Biosystems, Wilmington, MA). Libraries were pooled and High-Output, Single read, 75 base pair Next Generation Sequencing was done on a NextSeq 500 (Illumina, San Diego, CA).

RNA-Seq data was aligned using bowtie2^79^ against mm10 version of the mouse genome and RSEM v1.2.12 software was used to estimate raw read counts and FPKM values using Ensemble transcriptome information. DESeq2^80^ was used to estimate significance of differential expression between groups of samples. Overall gene expression changes were considered significant if passed FDR < 5% unless stated otherwise.

In addition, gene set enrichment analysis (GSEA) was performed using the R packages msigbdr, clusterprofiler and enrichplot. Briefly, gene expression data from Quant-seq were averaged across different samples with log2 fold-change calculated pairwise. Gene sets were retrieved from the MSigBD (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) database using the R package msigdbr. Here, the hallmark gene sets (H) of MsigDB was used. Next, clusterprofiler was used to identify enriched gene sets using the pairwise log2 fold-change of expression calculated previously. Enrichment of specific gene signatures, such as hypoxia, epithelial-mesenchymal-transition were visualized using enrichplot. Enrichment of all gene sets within a pariwise comparison was represented in a bubble plot which was generated using the R package ggplot2.

Consensus transcription factor motif enrichment analysis of the RNA-seq data was performed with DEGs as input. Gene sets based on predicted transcription factor binding motifs, which are the regulatory target gene sets (C3) of MSigDB, were retrieved using the R package msigdbr. Enrichment of transcription factor binding motifs among the upregulated or downregulated genes was determined using the “enricher” function of the R package clusterProfiler and was plotted as bar charts using the R package ggplot2.

### In vivo tumor growth and anti-PD1 treatment

To form tumors subcutaneously, 1 million cells suspended in 100 µL PBS and Matrigel (2:1) per mouse were injected into the flanks for C57BL/6 or NSG mice. Tumor volume was measured with caliper from day 6 after injection every 2, 3 or 4 days. For the experiments with anti-PD1 treatment, at the day 17 after injection, size-paired tumors were treated with intraperitoneally (i.p.) injected 300 µg anti-PD1 (InvivoMab, RMP1-14) or isotype control (InVivoMab, 2A3) every 3 days for 4 times accompanying tumor measurements (Supplementary Fig. 2f). In parallel, to avoid the tumor size effects on anti-PD1 response, antibody treatment was also started when tumor volume reached about 100 mm^3^, and 6 doses of 300 µg of anti-PD1 or isotype control were i.p. injected every 3 days into mice with size-paired tumors (Figs. 2f and 6e).

### Tissue-based cyclic immunofluorescence (t-CyCIF)

t-CyCIF was performed as described in (Lin et al., 2018; Burger et al., 2021) and at protocols.io (dx.doi.org/10.17504/protocols.io.bjiukkew). FFPE slides were baked at 60 °C for 30 min using BOND RX Automated IHC/ISH Stainer and dewaxed using Bond Dewax solution at 72 °C. Antigen retrieval was performed using Epitope Retrieval 1 (LeicaTM) solution at 100 °C for 20 min. For multiplexed imaging, each slide underwent multiple cycles of antibody incubation, imaging, and fluorophore inactivation. Antibodies along with Hoechst 33342 (0.25 μg/mL; LI-COR Biosciences) for DNA staining were diluted in Odyssey Intercept Buffer, and the slides were incubated in primary antibodies (1:100 dilution) overnight at 4 °C in the dark. Glass coverslips were wet mounted before imaging using 250 μL of 70% glycerol in 1X PBS. Images were acquired using the CyteFinder II HT Instrument, an automated slide scanning fluorescence microscope (RareCyte Inc. Seattle WA) with a 20X /0.75 NA objective. After image acquisition, slides were soaked in 42 °C PBS to facilitate coverslip removal. After slides were decoverslipped, they were incubated in a solution of 4.5% H2O2 and 20 mM NaOH in PBS under an LED light source for 45 min X 2 for fluorophore inactivation.

### image processing and data analysis for t-CyCIF

To mitigate image acquisition artifacts, illumination correction was first performed on image tiles using the BaSiC algorithm. Then ASHLAR (PMID: 35972352), Alignment by Simultaneous Harmonization of Layer/Adjacency Registration, was used to stitch these image tiles and register each IF cycle together into a single OME-TIFF file consisting of an image pyramid with multiple resolutions. Full codes are available at: DOI: 10.5281/zenodo.10182504. Post image registration, each image was imported into OMERO, a highly-multiplexed visualization software, for detailed inspection of both cycle registration and antibody staining. More information on the software can be found here: https://www.openmicroscopy.org/omero/. Omero was used to identify and export regions of interest. Regarding cell segmentation, ilastik, a machine learning based (bio) image analysis tool, was used to generate nuclear and cytoplasmic probability masks from OME-TIFF files (PMID: 31570887). To increase the processing speed, 250 × 250 pixel regions from the original OME-TIFF were randomly selected and manually annotated to train a Random Forest based classifier. This model was then applied to the entire image. The obtained masks describe the probability that each pixel belongs to nuclear, cytoplasmic, or background areas. Binary masks for nuclear and cytoplasmic areas were generated using a MATLAB (version 2019a) script for cell segmentation that thresholds on these probability masks and then performs water shedding.

The pre-processing steps of the data analysis that include data aggregation, filtering, and normalization were performed as in Gaglia et al. 2022 (PMID: 35292783). First, for data aggregation, the output file (.mat) from the processing workflow contains single cell data for each IF channel imaged, morphological features, and any metadata. The data matrices from each.mat files are concatenated into a single matrix for measured metrics (median/mean and nuclear/cytoplasmic) into a single structure (‘AggrResults’) and morphological data (area, solidity, and centroid coordinates) are concatenated into a single structure (‘MorpResults’). MorpResults also contains an ID vector that keeps track of which tissue each cell belongs to. Then, as for data filtering, to exclude segmentation errors and cells lost throughout imaging from downstream analysis, the single cell data is filtered based on both morphological and DAPI-based criteria, which are calculated for each IF cycle. Desired ranges were set for parameters such as nuclear area and cytoplasmic area, and minimum cutoffs for other features including: nuclear solidity, absolute DAPI intensity, and the ratio between nuclear and cytoplasmic DAPI measurements. Filter information is allocated to a logical (0–1) structure ‘Filter’, and used to select cells for further analysis by indexing. Threshold selection is dataset dependent and performed based on data inspection. Last, to normalize the data, for every channel, the probability density function of the log2-transformed data is altered in two ways: (1) the center of the distribution is shifted to 0 and (2) the distribution width is rescaled. This normalizes each channel in such a way to facilitate cross-channel comparisons. This standard normalization is performed using a two-component Gaussian mixture model, each model capturing the negative and the positive cell population. If this model fails to approximate the channel distribution, two other strategies are attempted: (1) a three-component model is used assuming the components with the two highest means are the negative and positive distribution (this discards the lowest component) or (2) the user selects a percentage x of assumed positive cells and a single Gaussian distribution fit is performed on the remainder of the data to capture the negative distribution. The single Gaussian fit is then used as the lower component in a two-component model to estimate positive population distribution.

### Tumor dissociation

Tumor tissues from Figs. 2b, 7a were dissociated using Mouse Tumor Dissociation Kit (Miltenyi Biotec, #130-096-730) according to the manufacturer’s instructions. In short, after tumors were dissected and rinsed with ice-cold PBS, 0.2 ~ 0.4 g tumor tissues without fat, fibrous or necrotic areas from each sample were cut into small pieces of 2 ~ 4 mm and transferred into the gentleMACS C tubes containing the enzyme mix which contains 100 µL Enzyme D, 10 µL enzyme R, and 12.5 µL Enzyme A and diluted in 2.35 mL DMEM. Put the tubes into the gentleMACS Octo Dissociator and ran program 37C_m_TDK_1 with Heaters. 22 min later, detached the tubes from the dissociator, resuspended the samples and applied the cell suspension to a cell strainer (70 µm) placed on a 50 mL tube. Then the cell strainers were washed with 15 mL DMEM, and cells were centrifuged at 300 × *g* for 10 min at 4 °C. 10X Red Blood Cell lysis buffer (eBioscience, #00430054) was diluted to 1X and used to remove erythrocytes for flow cytometry analysis.

### Immunophenotyping of tumor tissues

After tumor tissues were dissociated into single cell and erythrocytes cleaned as described above, about 8 ~ 16 million cells from each sample were resuspended in 200 µL staining buffer and separated into 2 FACS tubes for myeloid cells and lymphocytes antibodies labeling respectively. 2 µL rat anti-mouse CD16/CD32 (1:50, BD #553141) antibody was added into each sample and incubated with cells on ice for at least 5 min. Meanwhile, antibody panel for myeloid cells: TCRβ FITC (1: 100, Biolegend #109205, Clone #H57-597), CD19 FITC (1:100, Biolegend #115505, Clone #6D5), CD11b BV785 (1:100, Biolegend #101243, Clone #M1/70), Ly6G APC Cy7 (1:100, Biolegend #127623, Clone #1A8), Ly6C PerCpCy5.5 (1:100, BD #560525, Clone #AL-21), F4/80 PE (1:100, eBioscience #12-4801-80, Clone #BM8), CD11c APC (1:100, BD #561119, Clone #HL3), MHCII (I-A/I-E) BV605 (1:100, Biolegend #107639, Clone #M5/114.15.2), CD103 BV421 (1:100, Biolegend #121421, Clone #2E7), CD206 PE Cy7 (1:100, Biolegend #141719, Clone #C068C2) and antibody panel for lymphocytes which includes Ly6G-FITC (1:100, Biolegend #127605, Clone #1A8), CD11c FITC (1:100, BD #557400, Clone #HL3), CD3 BV785 (1:50, Biolegend #100355, Clone #145-2C11), NK1.1 PE (1:100, BD #557391, Clone #PK136), B220 PerCPCy5.5 (1:100, BD #561101, Clone #RA3-6B2), CD8 APC Cy7 (1:100, BD #561967, Clone #53-6.7), CD4 BV605 (1:100, Biolegend #100451, Clone #GK1.5) were used to make master mix separately, In addition, antibody CD45 Alexa Fluor 700 (1:100, Biolegend #103128, Clone #30-F11) and Live/Dead dye Aqua (Thermo Fisher #L34965) were added into both master mixes. The master mix of antibodies and Aqua was protected from light and added into corresponding tubes to incubate with cells for 30 min on ice. Cells were centrifuged at 500 × *g* for 10 min at 4 °C and washed once with 1 mL flow staining buffer to get rid of residual antibodies. Then, cells were resuspended in 0.5 mL flow cytometry buffer to run on FACS Symphony A3, and acquired data were analyzed with FlowJo software.

### Quantification and statistical analysis

Statistical analyses in this study were performed using GraphPad Prism 9 software. For mouse experiments, the exact number of mice (*n*), tumor growth measurements over time (mean ± SEM) and statistical significance are reported in the figures and figure legends. Tumor growth comparisons were analyzed by Two-way ANOVA with Tukey’s multiple comparisons test. For comparing tumor weight, one-way ANOVA followed by Tukey’s multiple comparisons test was used. For immunophenotyping data analysis, we performed unpaired *t*-test (only two conditions) or one-way ANOVA (more than 2 conditions) followed by Tukey’s multiple comparisons. The statistical analyses for SRF-RE luciferase reporter assay were performed with one-way ANOVA test followed by multiple comparison test. Real-time luciferase reporter assay presented as the mean of biological replicates with standard error of mean (SEM) calculated by Microsoft Excel.

More information about reagents used in this study can be found in Supplementary Table 1 in Supplementary Information.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

All RNA-seq and ChIP-seq data analyzed in our study were deposited into GEO database with accession number GSE202289. The mass spectrometry proteomics data have been deposited into the ProteomeXchange (https://www.proteomexchange.org/) repository with the accession number PXD037077. Public Single cell RNA-seq data from Single Cell Portal (Study: Melanoma immunotherapy resistance) were analyzed (https://singlecell.broadinstitute.org/single_cell/study/SCP109/melanoma-immunotherapy-resistance). The remaining data are available in this Article, Supplementary Information and Supplementary Data File. Source data are provided with this paper.

# Supplementary material for: Cell state dependent effects of Bmal1 on melanoma immunity and tumorigenicity
**Source:** Nat Commun. 2024 Jan 20;15:633. doi: 10.1038/s41467-024-44778-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Cell State Dependent Effects of Bmal1 on Melanoma Immunity and Tumorigenicity**

Xue Zhang, Shishir M Pant, Cecily C. Ritch, Hsin-Yao Tang, Hongguang Shao, Harsh Dweep, Yao-Yu Gong, Rebekah Brooks, Patricia Brafford, Adam J. Wolpaw, Yool Lee, Ashani Weeraratna, Amita Sehgal, Meenhard Herlyn, Andrew Kossenkov, David Speicher, Peter K. Sorger, Sandro Santagata, Chi V. Dang

**Supplementary Information includes eight Supplementary Figures and one Supplementary Table**

**Supplementary Fig.1** Loss of Bmal1 Decreases YUMM2.1 Tumorigenesis.

**Supplementary Fig.2** Ectopic Expression of Bmal1 Affects Immune Infiltration and Accelerates Tumorigenesis of YUMM2.1.

**Supplementary Fig.3** Ectopic Expression of Bmal1 Induces Sox10<sup>high</sup> YUMM2.1 Cells toward Sox9<sup>high</sup> More Mesenchymal Cell State

**Supplementary Fig.4** Bmal1 Interacts with Myh9 in Nucleus

**Supplementary Fig.5** Bmal1 and Myh9 Interaction Increases MRTF-SRF Activity and Drives Cell State Change.

**Supplementary Fig.6** Myh9 Knockdown Drives YUMM2.1 Cells to More Mesenchymal Cell State.

**Supplementary Fig.7** Loss of Myh9 Affects Immune infiltration and Increases Tumorigenesis of YUMM2.1.

**Supplementary Fig.8** All uncropped immunoblot scans presented in Supplementary Figures

**Supplementary Table 1.** Information about reagents and resources

# Supplementary Figure. 1

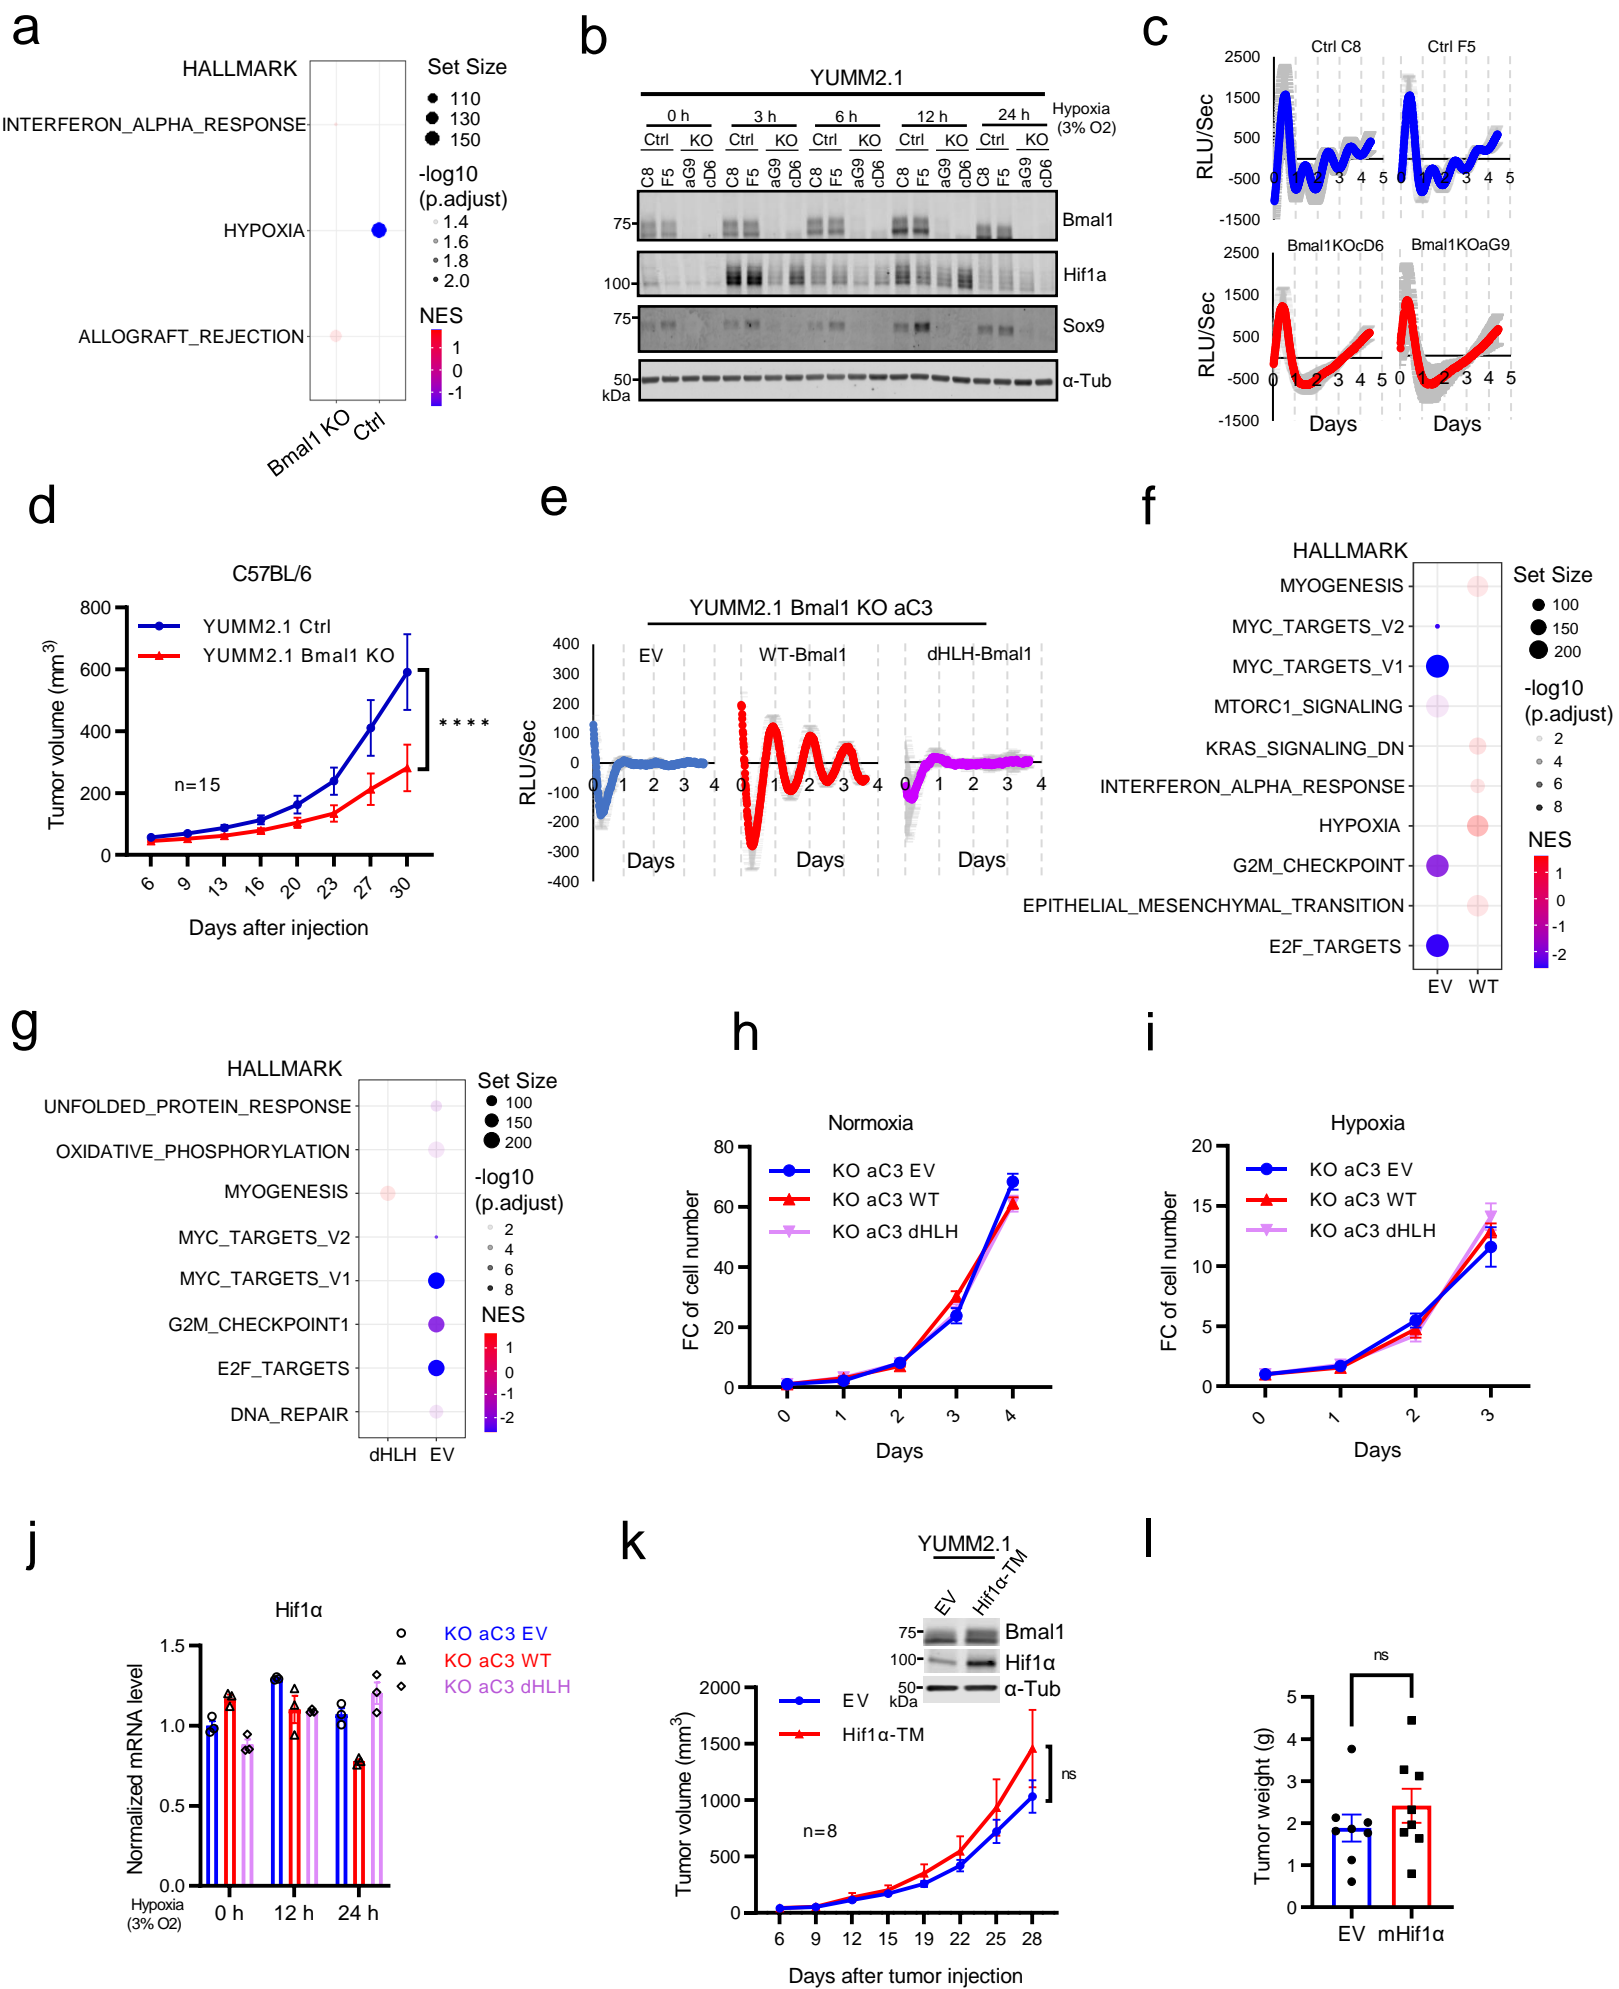

### Supplementary Fig. 1

**a**, GSEA showing all gene sets that are enriched in Bmal1 KO cells (positive NES) or Ctrl cells (negative NES) from duplicate Quant-seq. **b**, Immunoblot for Bmal1, Hif1 $\alpha$  and Sox9 protein levels in YUMM2.1 control clones (C8 and F5) and Bmal1 KO clones (aG9 and cD6). RE of 2. **c**, Real-time luminescence monitoring of *Bmal1*::dLUC in YUMM2.1 control clones (C8, F5) and Bmal1-null clones (aG9 and cD6) synchronized with dexamethasone. Luminescence signal is baseline subtracted and data are shown starting 24 hours after synchronization. Signal confidence interval is presented in gray. Mean  $\pm$  SEM of 3 BR, RE of 2. **d**, Tumor growth rate of control clones (C8, F5) and Bmal1 KO clones (aG9 and cD6) in C57BL/6 mice (n=15 each group). \*\*\*\*p-value <0.0001 by Two-way ANOVA test. **e,f**, GSEA showing all gene sets enriched in Bmal1 KO aC3 WT-Bmal1 (positive NES) vs EV cells (**e**) or dHLH-Bmal1 (positive NES) vs EV cells (**f**) from duplicate Quan-seq. **g**, Real-time luminescence monitoring of *Bmal1*::dLUC in aC3 with EV, WT-Bmal1 and dHLH-Bmal1 synchronized with dexamethasone. Luminescence signal is baseline subtracted and data are shown starting 28 hours after synchronization. Mean  $\pm$  SEM of 3 BR, RE of 2. **h,i**, Cell growth rate under normoxia (**h**) and 3% O<sub>2</sub> hypoxia (**i**). Mean  $\pm$  SEM of 3 BR. **j**, Hif1 $\alpha$  mRNA level from aC3 with EV, WT-Bmal1 and dHLH-Bmal1 at different time points after exposure to 3% O<sub>2</sub>. Mean  $\pm$  SEM of 3 BR. **k,l**, Tumor growth rate (**k**) and tumor weight (**l**) of YUMM2.1 EV and YUMM2.1 Hif1 $\alpha$ -TM cells in C57BL/6 mice (n=8 each group). p-value by Two-way ANOVA test in **k**, Two-tailed unpaired t test in **l**. BR = biological replicate; RE = replicate experiment.

Supplementary Figure. 2

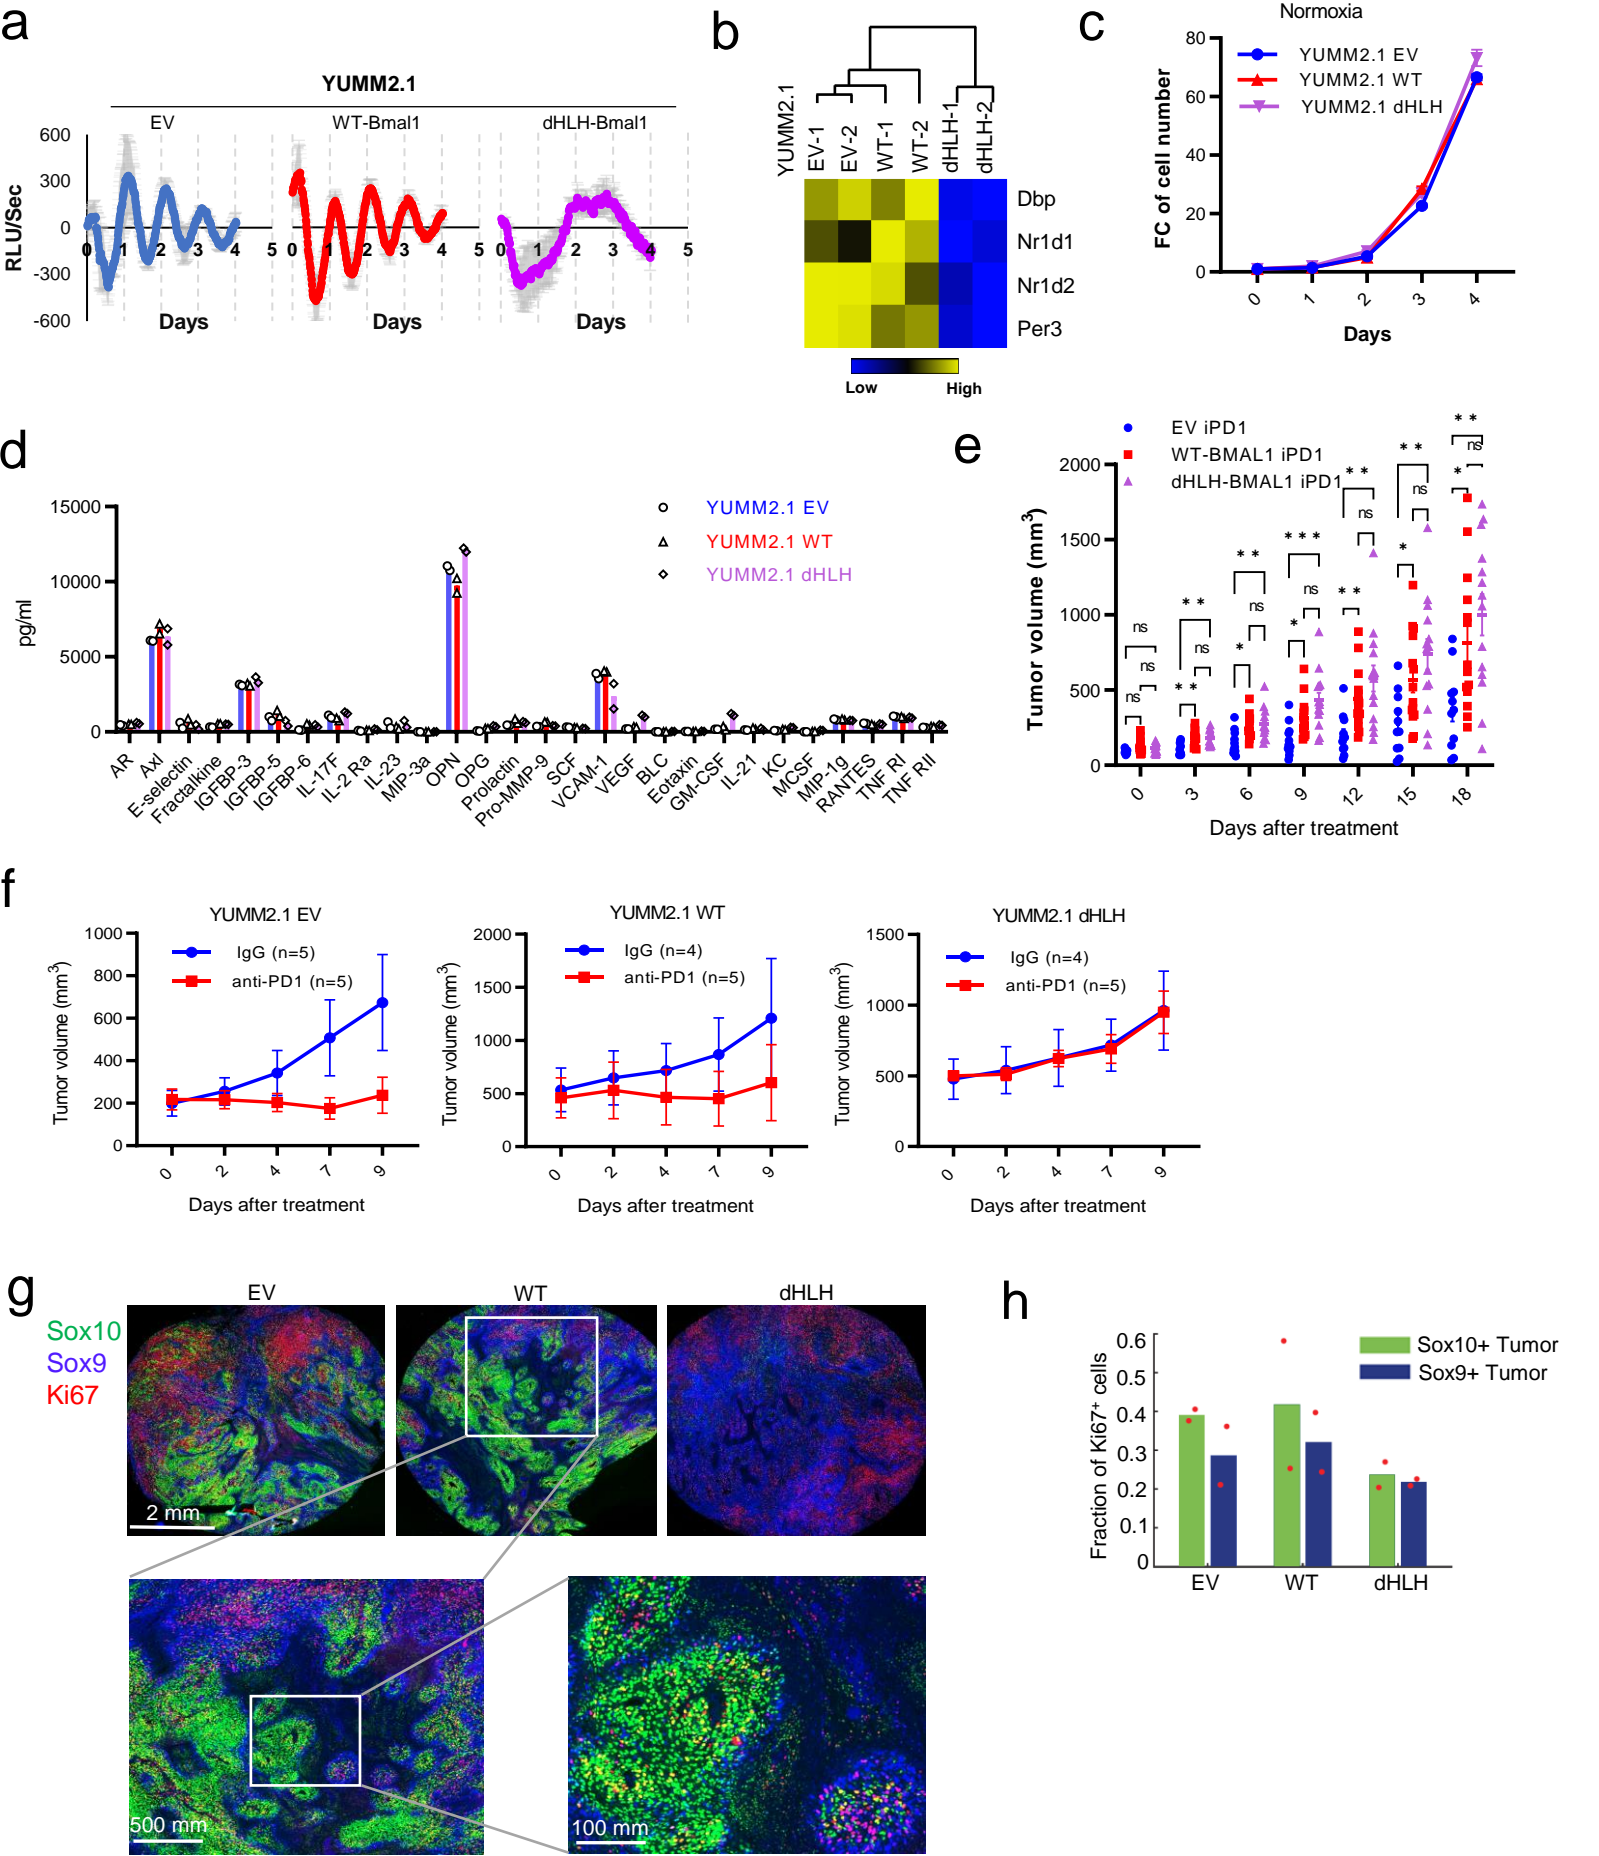

Supplementary Figure. 2

i

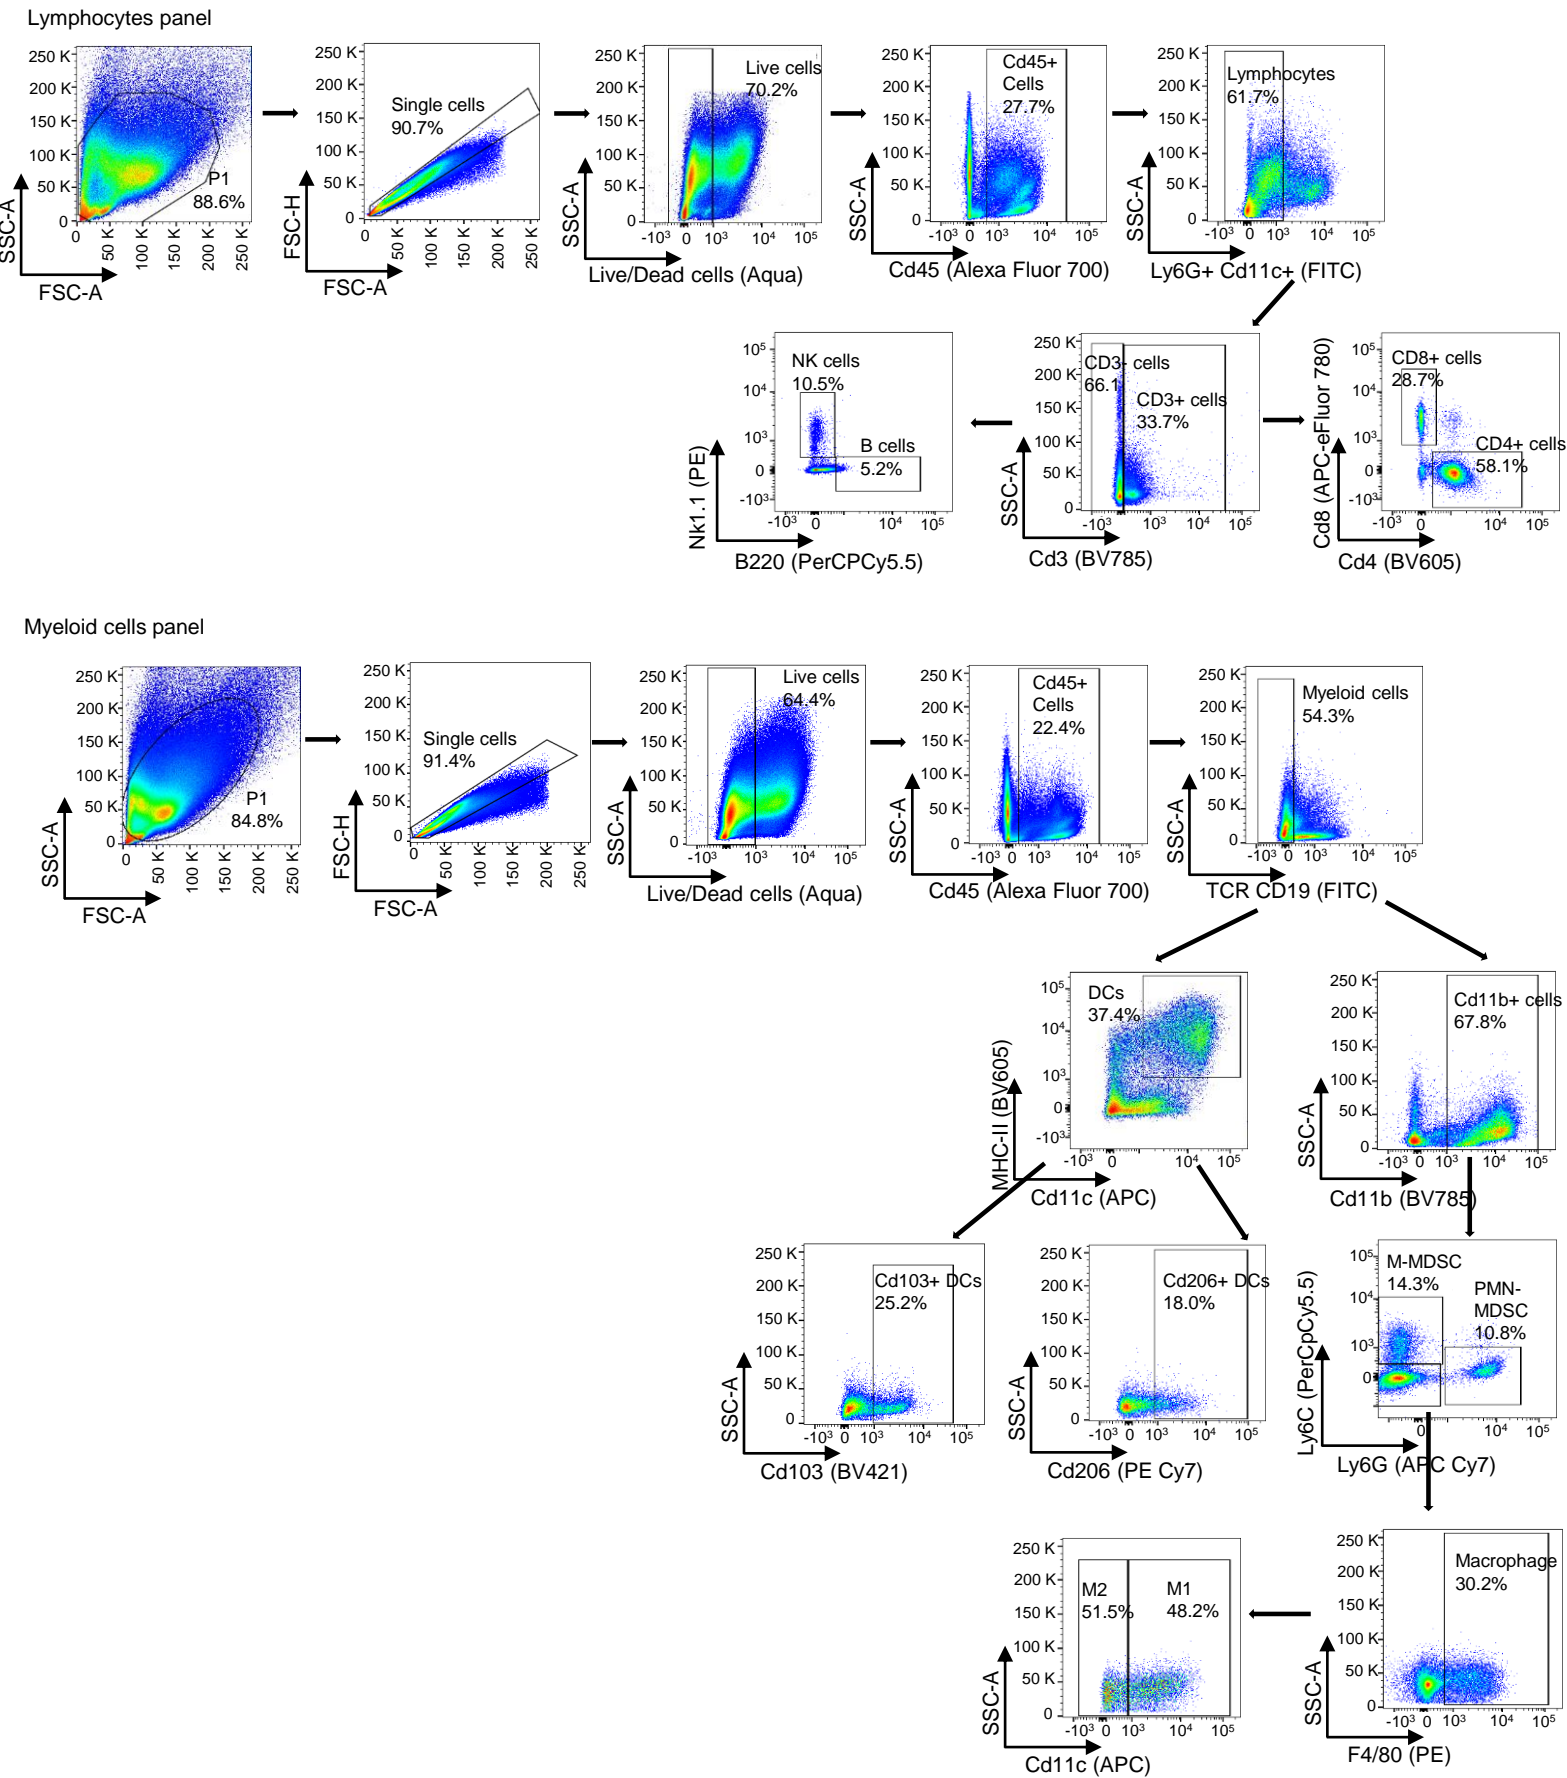

## Supplementary Fig. 2

**a**, Detrended real-time luminescence monitoring of *Arntl*::dLUC in YUMM2.1 with EV, WT-Bmal1 and dHLH-Bmal1 synchronized with dexamethasone for up to 4 days. Confidence intervals are shown in gray. BR of 3. RE of 2. **b**, Heatmap of Bmal1 direct target genes from Quant-seq of YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells in biological replicates. **c**, In vitro cell growth rates of YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 under normoxia. Mean  $\pm$  SD of 3 BR. RE of 3. **d**, Cytokines released from YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells in vitro. BR of 2. Each dot represents one biologically independent sample. **e**, Individual volume of tumors in **Fig. 2f** with anti-PD1 treatment given IP every three days. ns: no significance, \*p-value <0.05, \*\* p-value <0.01, \*\*\*p-value <0.001 by Two-way ANOVA test followed by Tukey's multiple comparisons test. **f**, Earlier replicate experiment of response of YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 tumors in female C57BL/6 mice to anti-PD1 (iPD1) or IgG control treatment. WT-Bmal1: IgG (n=4), iPD1 (n=5); dHLH-Bmal1: IgG (n=4), iPD1 (n=5). **g**, Cyclic immunofluorescent microscopy (CyCIF) for Ki67 (red), Sox9 (blue) and Sox10 (green) in YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 tumor tissues from C57BL/c mice. **h**, Percentage of Ki67+ melanoma cells (Sox9+ or Sox10+ cells) in tumor tissues determined by CyCIF. Each dot represents one tissue from two independent tumor tissues (n=2). **i**, Gating strategy of immunophenotyping for tumor tissues in C57BL6/c mice. BR = biological replicate; RE = replicate experiment.

### Supplementary Figure. 3

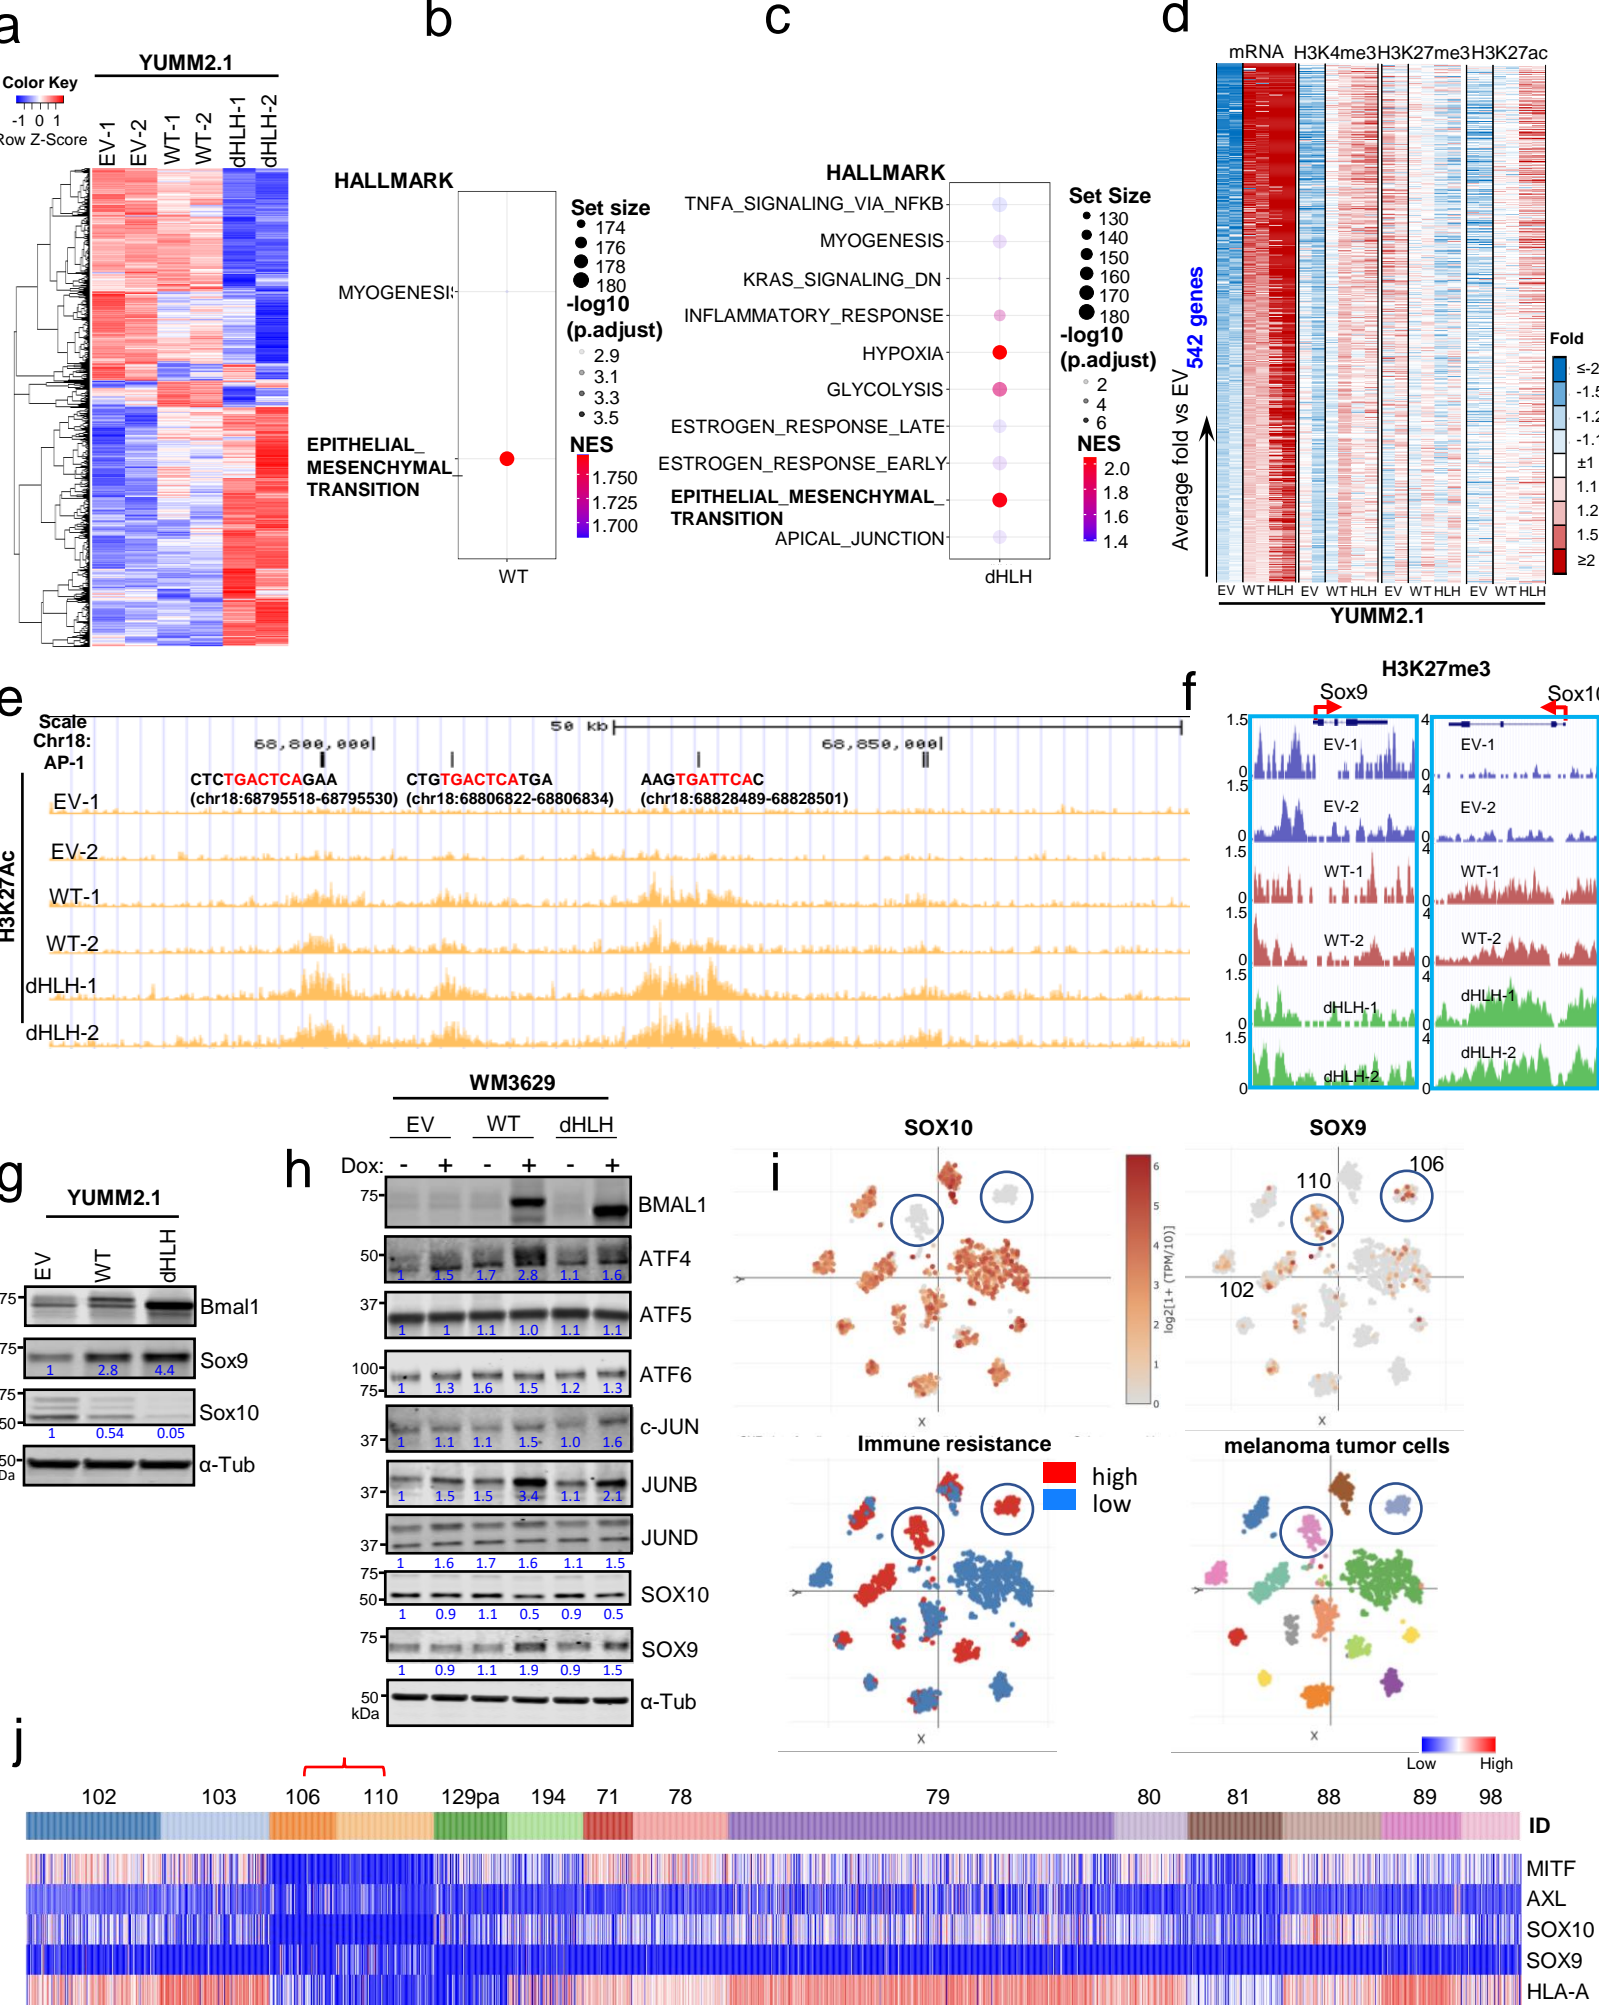

### Supplementary Fig. 3

**a**, Heatmap for all differentially expressed genes in YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells from biological replicates. **b,c**, GSEA showing all gene sets enriched in YUMM2.1 WT-Bmal1 (positive NES) vs EV cells (**b**) or YUMM2.1 dHLH-Bmal1 (positive NES) vs EV cells (**c**). **d**, Heatmap for mRNA level, H3K4me3 ( $\pm$  1kb from TSS), H3K27Ac ( $\pm$  1kb from TSS) and H3K27me3 (in gene body) alterations among 542 genes shown in Fig. 3a. **e**, A representative intergenic locus with increased H3K27Ac signals in YUMM2.1 WT-Bmal1 and dHLH-Bmal1 cells versus EV cells. AP-1 consensus motifs were illustrated on the top. Samples are in biological duplicates. **f**, H3K27me3 alterations at Sox9 and Sox10 loci among YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells from duplicate CHIP-Seq data. **g**, Immunoblot for Bmal1, Sox9 and Sox10 in YUMM2.1 EV, YUMM2.1 WT-Bmal1 and YUMM2.1 dHLH-Bmal1 cells. RE of 4. **h**, Immunoblot for BMAL1, AP-1 factors, SOX9 and SOX10 in human melanoma cell line WM3629 with or without doxycycline induced EV, WT-Bmal1, dHLH-Bmal1. RE of 2. Numbers underneath the rows represent relative expression of proteins on different gels but from the same experiment. **i**, scRNAseq UMAPs for melanoma samples from the Broad Institute Single Cell Portal highlighting expression of SOX10 and SOX9. Immune resistance score is shown for different clusters of melanoma cells. Note clusters of cells without SOX10 expression have increased SOX9 expression and are associated with high immune resistance<sup>1</sup>. **j**, Expression of MITF, AXL, SOX10, SOX9, and HLA-A from tumors in f. Numbers at the top representing patient samples, and heatmap at the bottom showing expression level of 4 genes in each cell across all these tumors. The bracket highlights tumors 106 and 110. RE = replicate experiment.

Supplementary Figure. 4

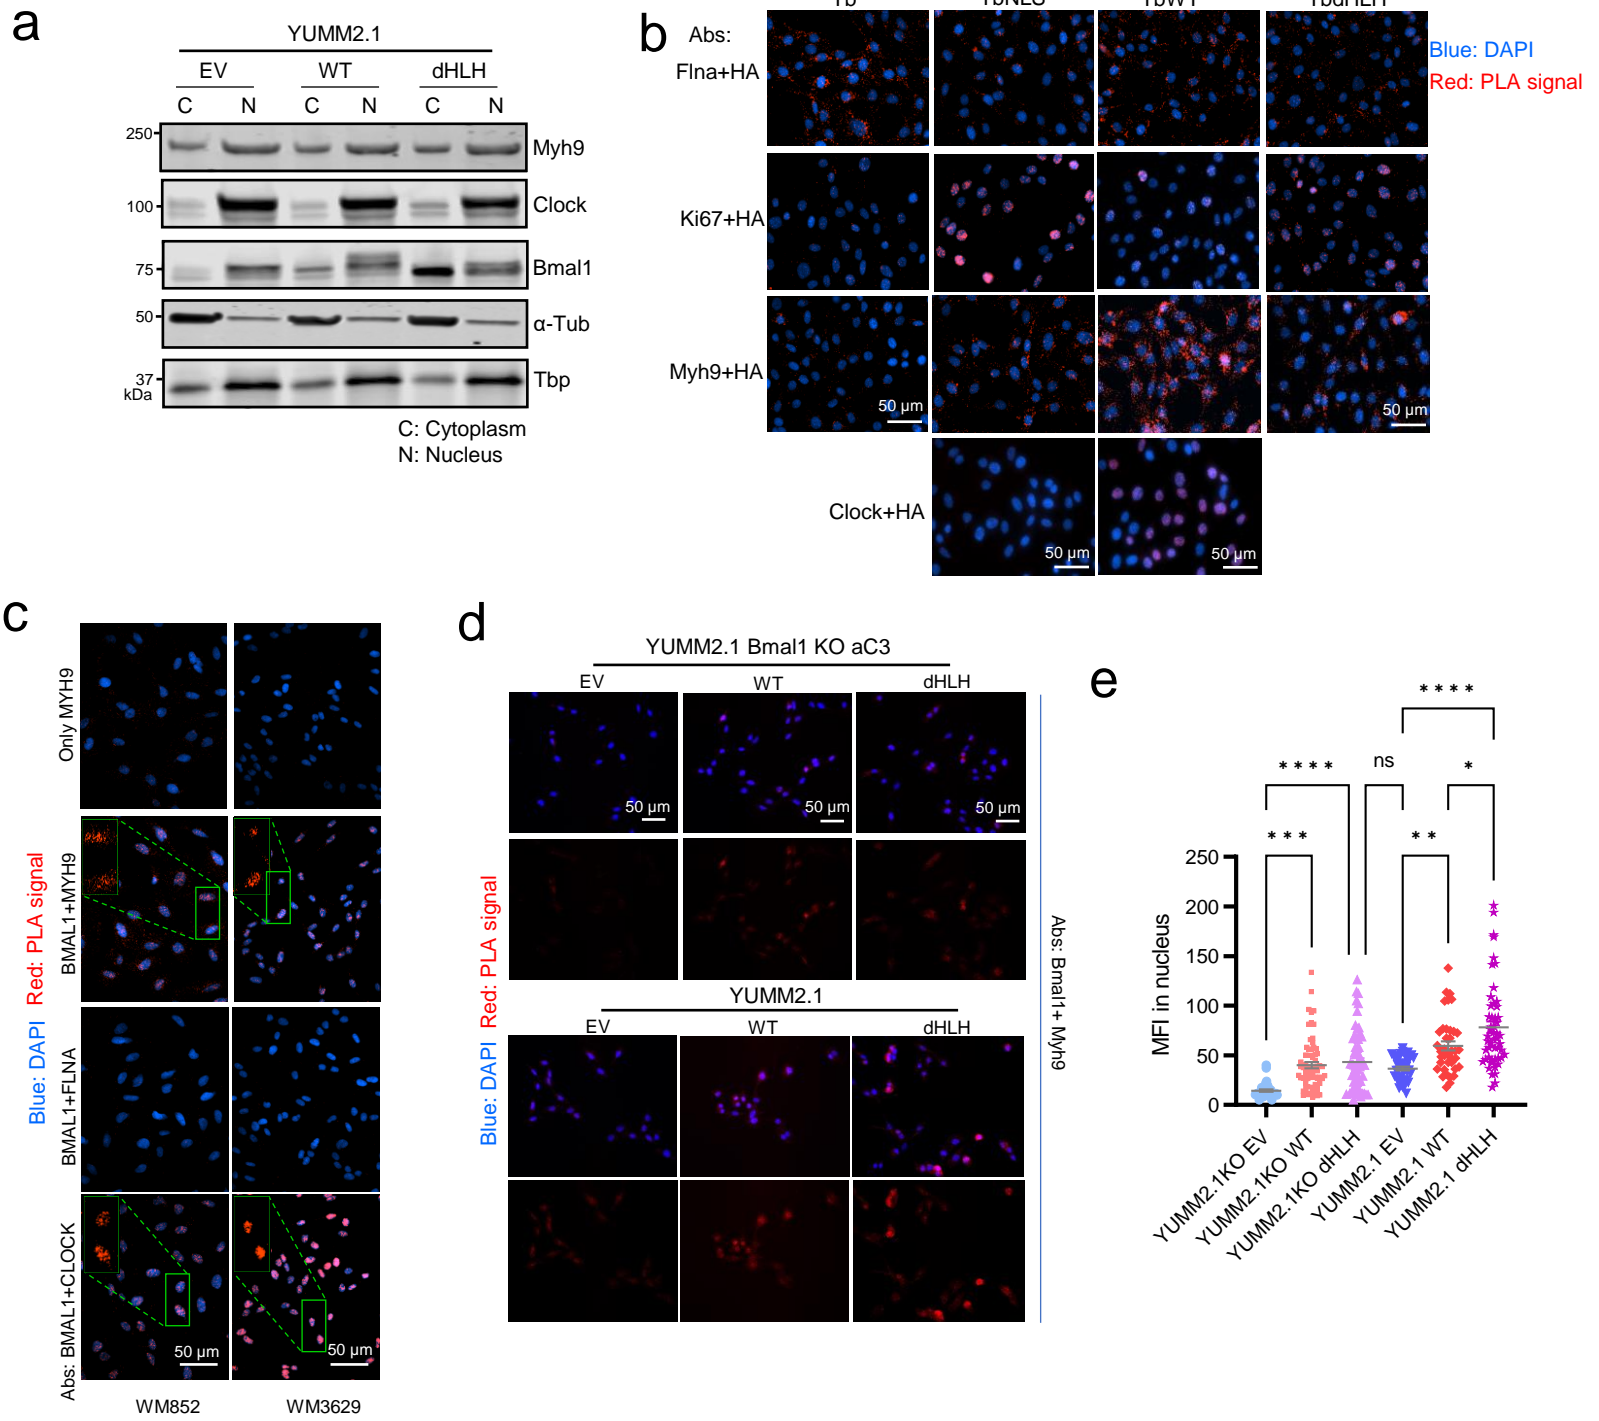

#### **Supplementary Fig. 4**

**a**, Nuclear (N) versus cytoplasmic (C) distribution of Myh9, Clock, Bmal1 in YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells with  $\alpha$ -tubulin and TATA binding protein (Tbp) serving as cytoplasmic and nuclear protein controls, respectively. RE of 3. **b**, Proximity labeling assay controls with filamin A (Flna), Ki67 and Clock as compared with Myh9 across Bmal1 KO aC3 cells expressing Tb, TbNLS, TbWT, and TbdHLH. RE of 2. **c**, PLA showing the interaction between endogenous BMAL1 and MYH9 in human melanoma cell lines WM852 and WM3629. Antibodies against CLOCK and FLNA were used as positive and negative control, separately. Cells in green rectangles were magnified without DAPI signal. RE of 2. **d**, PLA showing Bmal1 and Myh9 in situ interaction in YUMM2.1 Bmal1 KO aC3 EV, WT-Bmal1, dHLH-Bmal1, YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells. RE of 2. **e**, MFI of nuclear PLA signals in YUMM2.1 Bmal1 KO aC3 EV, WT-Bmal1, dHLH-Bmal1, YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells. \*p-value <0.05, \*\* p-value <0.01, \*\*\*p-value <0.001, \*\*\*\*p-value < 0.0001 by one-way ANOVA test followed by multiple comparison test. RE of 2. RE = replicate experiment.

Supplementary Fig. 5

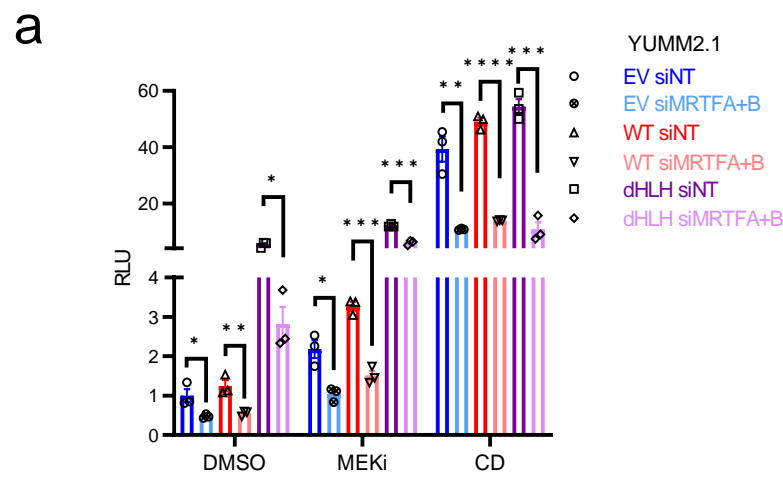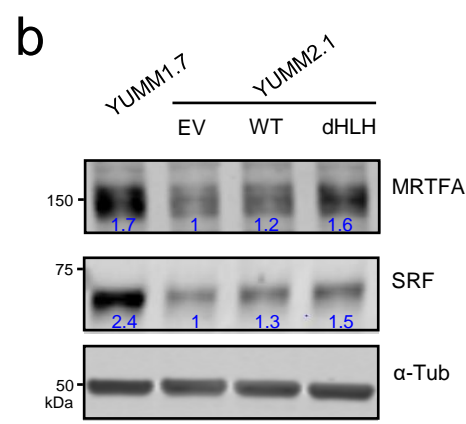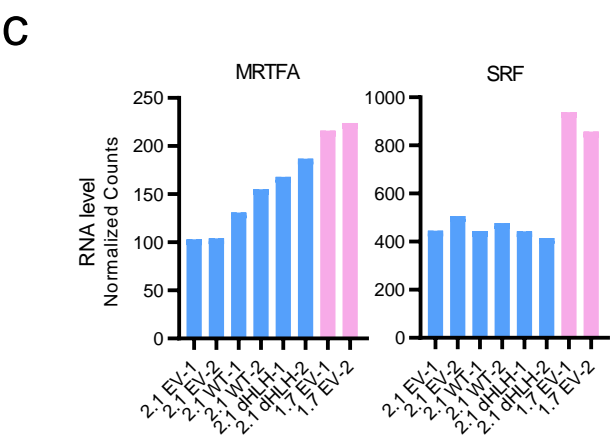

### Supplementary Fig. 5

**a**, Relative luminescence (RLU) from cells YUMM2.1 EV, WT-BMAL1 and dHLH-BMAL1 treated with siRNAs targeting MRTFA and MRTFB followed by transient transfection with SRF-RE luciferase and Renilla luciferase plasmids. Cells were then treated with 10 nM Trametinib (MEKi) or 2  $\mu$ M Cytochalasin D (CD) for 20 hours and 2 hours, respectively. DMSO was a control for 20 hours treatment. Mean  $\pm$  SEM of 3 BR. RE of 2. \*p-value <0.05, \*\*p-value <0.01, \*\*\*p-value <0.001, \*\*\*\*p-value <0.0001 by one-way ANOVA followed by multiple comparison test.

**b**, Immunoblot of MRTFA and SRF in YUMM1.7, YUMM2.1 EV, WT-Bmal1 and dHLH-Bmal1 cells. Numbers underneath the rows represent relative expression. RE of 3.

**c**, mRNA level of MRTFA and SRF in YUMM1.7, YUMM2.1 EV, YUMM2.1 WT-Bmal1 and YUMM2.1 dHLH-Bmal1 from Quant-seq data. BR of 2. BR = biological replicate; RE = replicate experiment.

Supplementary Fig. 6

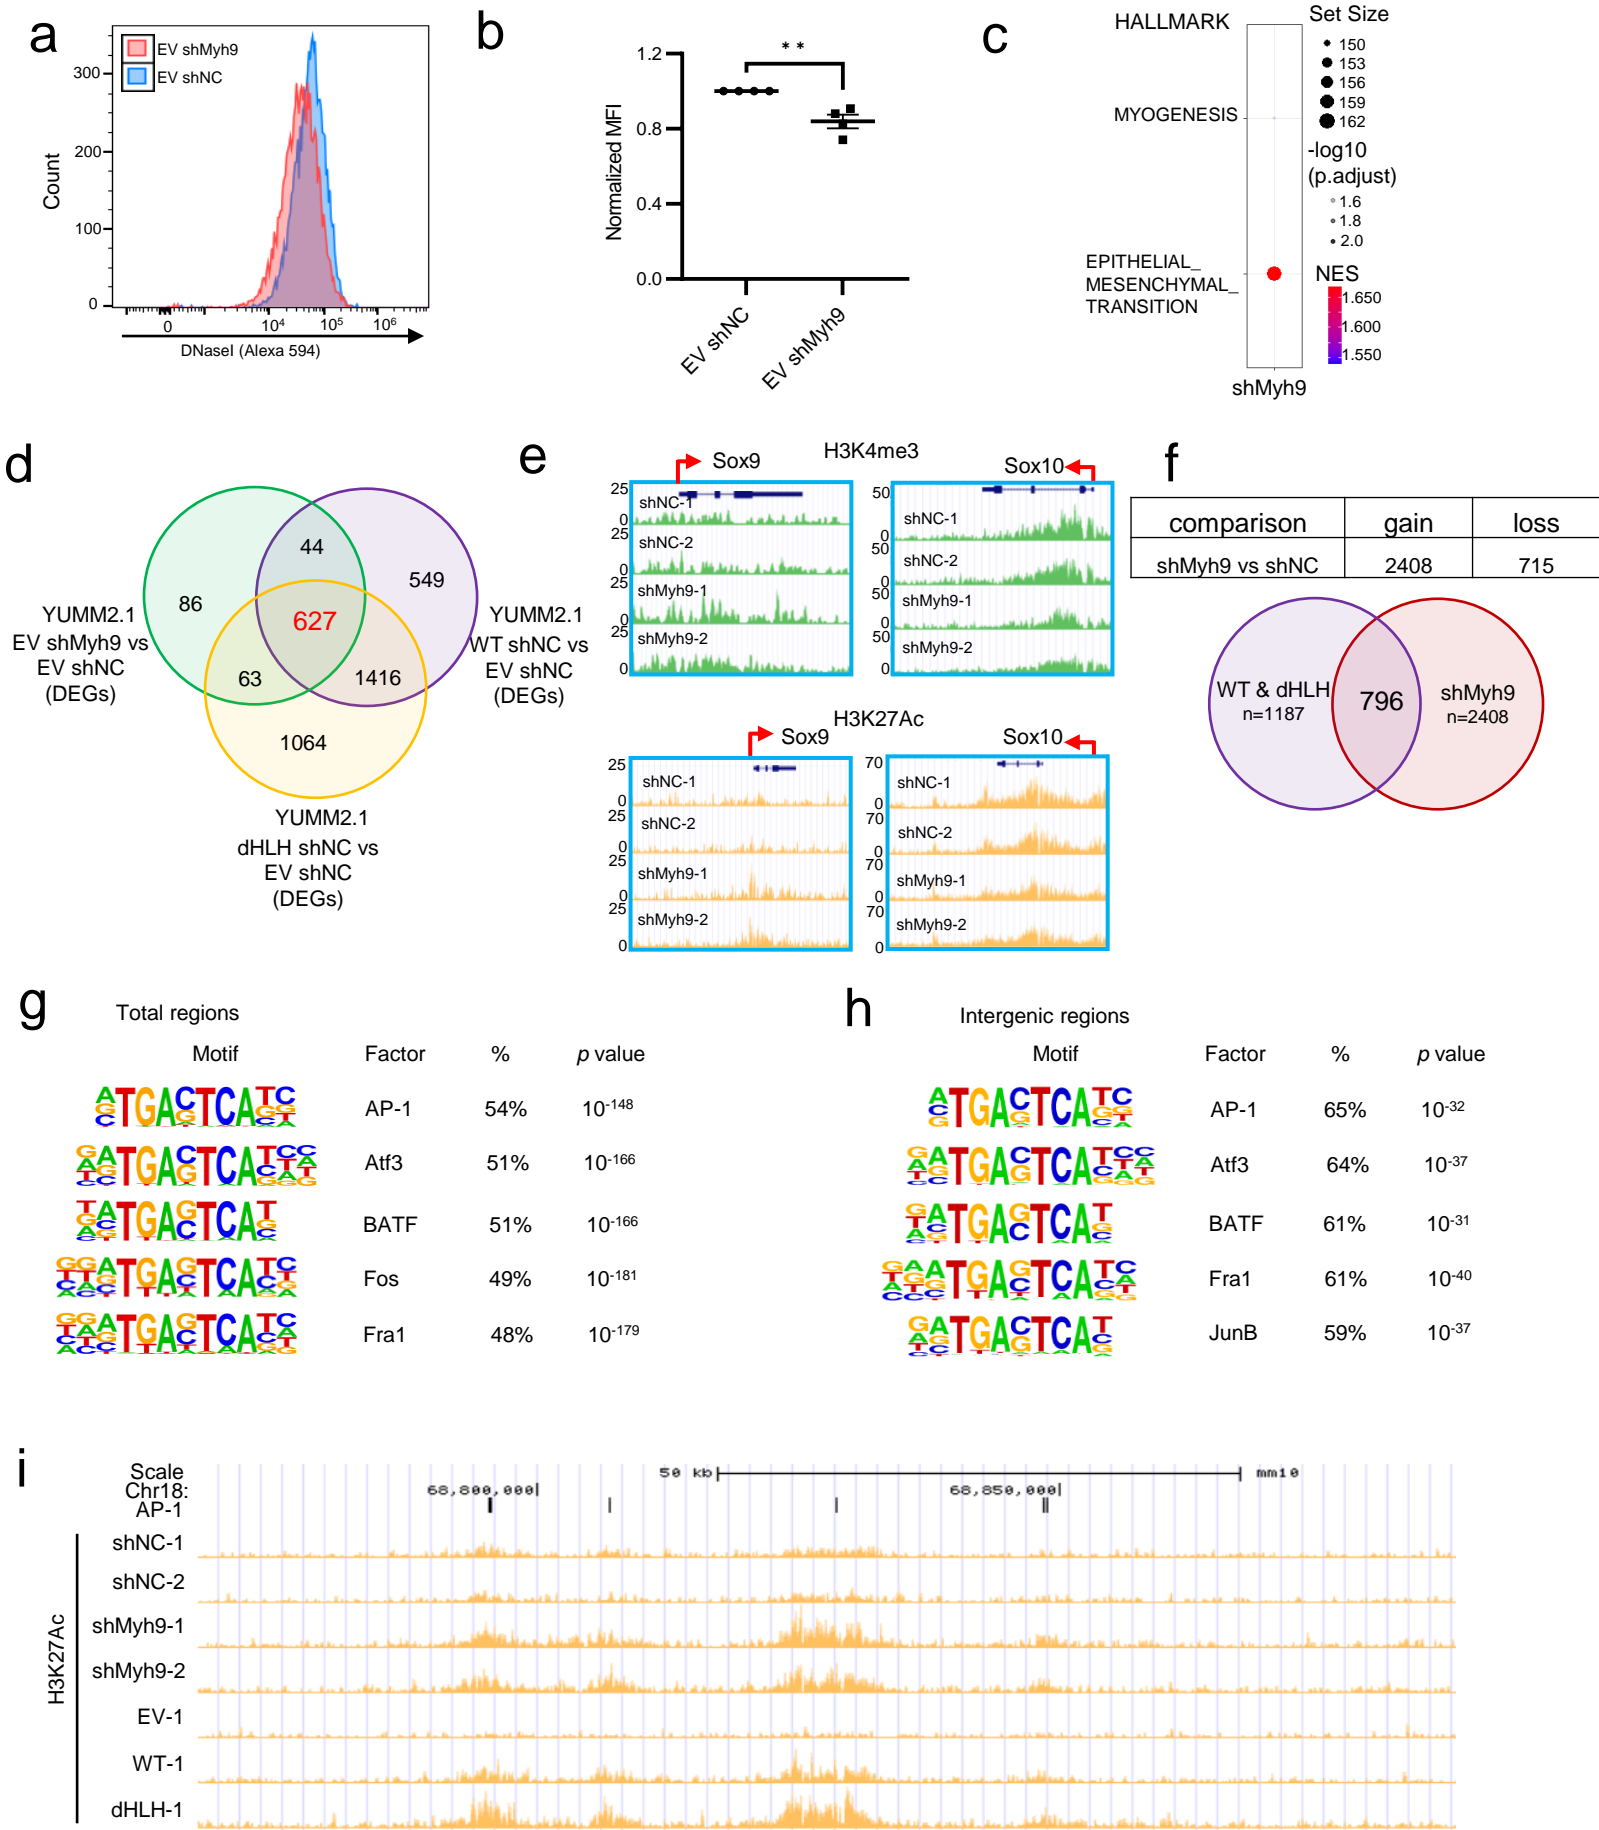

### Supplementary Fig. 6

**a,b**, Flow cytometry analysis of G-actin stained with Alexa594-conjugated DNaseI in YUMM2.1 EV with shNC and shMyh9 cells. Data (**a**) represents 4 independent experiments which were quantified in (**b**). Data was normalized to EV. \*\*p-value <0.01 by two-tailed unpaired t test. **c**, GSEA showing all gene sets that are enriched in YUMM2.1 EV shMyh9 vs shNC. Samples are from biological duplicates. **d**, Venn diagram showing the number of overlapping differentially expressed genes (DEGs) in the same direction from 3 comparisons. Green circle for DEGs from EV shMyh9 vs EV shNC, orange circle for DEGs from WT shNC vs EV shNC and purple circle for DEGs from dHLH shNC vs EV shNC. **e**, H3K4me3 and H3K27Ac alterations at Sox9 and Sox10 loci in YUMM2.1 EV shNC and shMyh9 cells from duplicate CHIP-Seq data. **f**, Gain or loss of H3K27Ac CHIP-seq signals from YUMM2.1 shMyh9 versus shNC. Venn diagram showing the overlapping number of regions gaining H3K27Ac signal between WT/dHLH versus EV and shMyh9 versus shNC. Samples are in duplicates. **g,h**, Prevalence of bZIP (AP-1) motif in all 2408 regions (**g**) and 271 intergenic regions (>20 kb from TSS) (**h**). **i**, The same intergenic locus as shown in Supplementary Fig. 3e displaying increased H3K27Ac signal by shMyh9 versus shNC in YUMM2.1 EV cells (top), similar with the change induced by WT-Bmal1 and dHLH-Bmal1 versus EV (bottom).

Supplementary Fig. 7

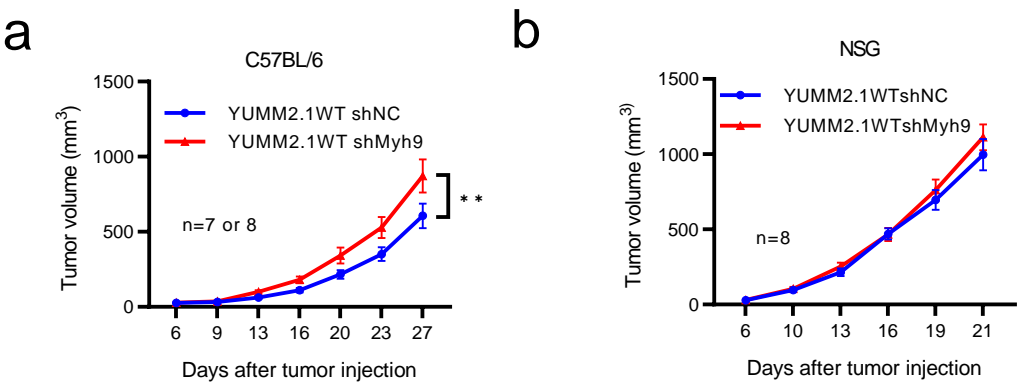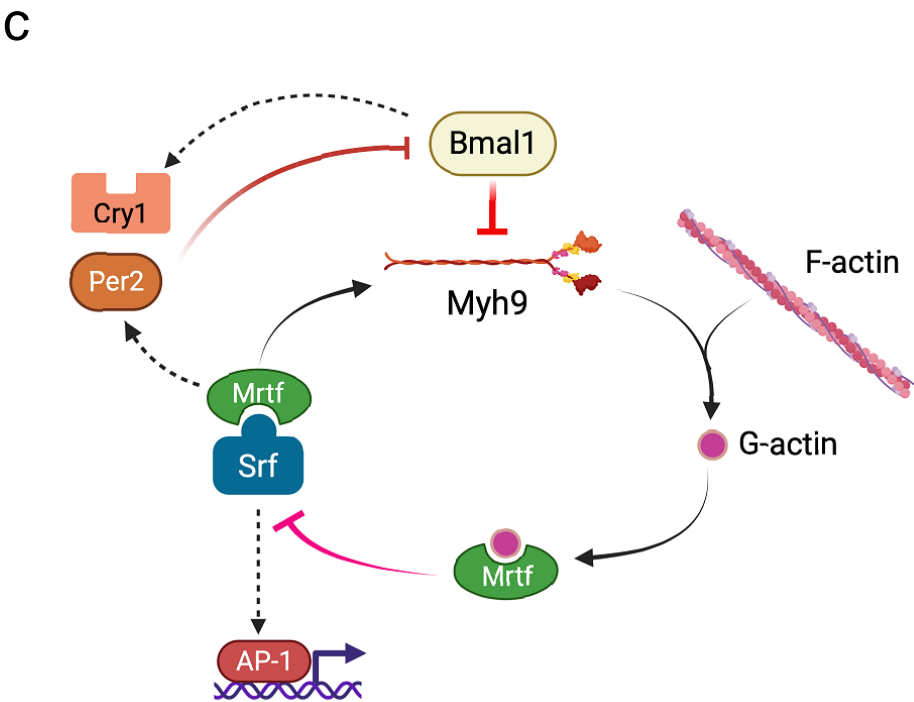

### **Supplementary Fig. 7**

**a,b**, In vivo tumorigenesis of YUMM2.1 WT with shNC (n=8) or shMyh9 (n=7) in C57BL/6 mice (**a**) and NSG mice (**b**, n= 8 each group). \*\*p-value <0.01 by Two-way ANOVA test. **c**, Cartoon illustrating putative protein-protein interaction (solid lines) and transcriptional (dashed lines) regulatory loops linking MRTF-SRF to the core circadian clock via Bmal1 and AP-1 activation. This model incorporates findings from the literature and our studies. Created with BioRender.com.

**Supplementary Fig. 8**

All uncropped immunoblot scans presented in Supplementary Figures

Corresponding to Supplementary Fig.1b

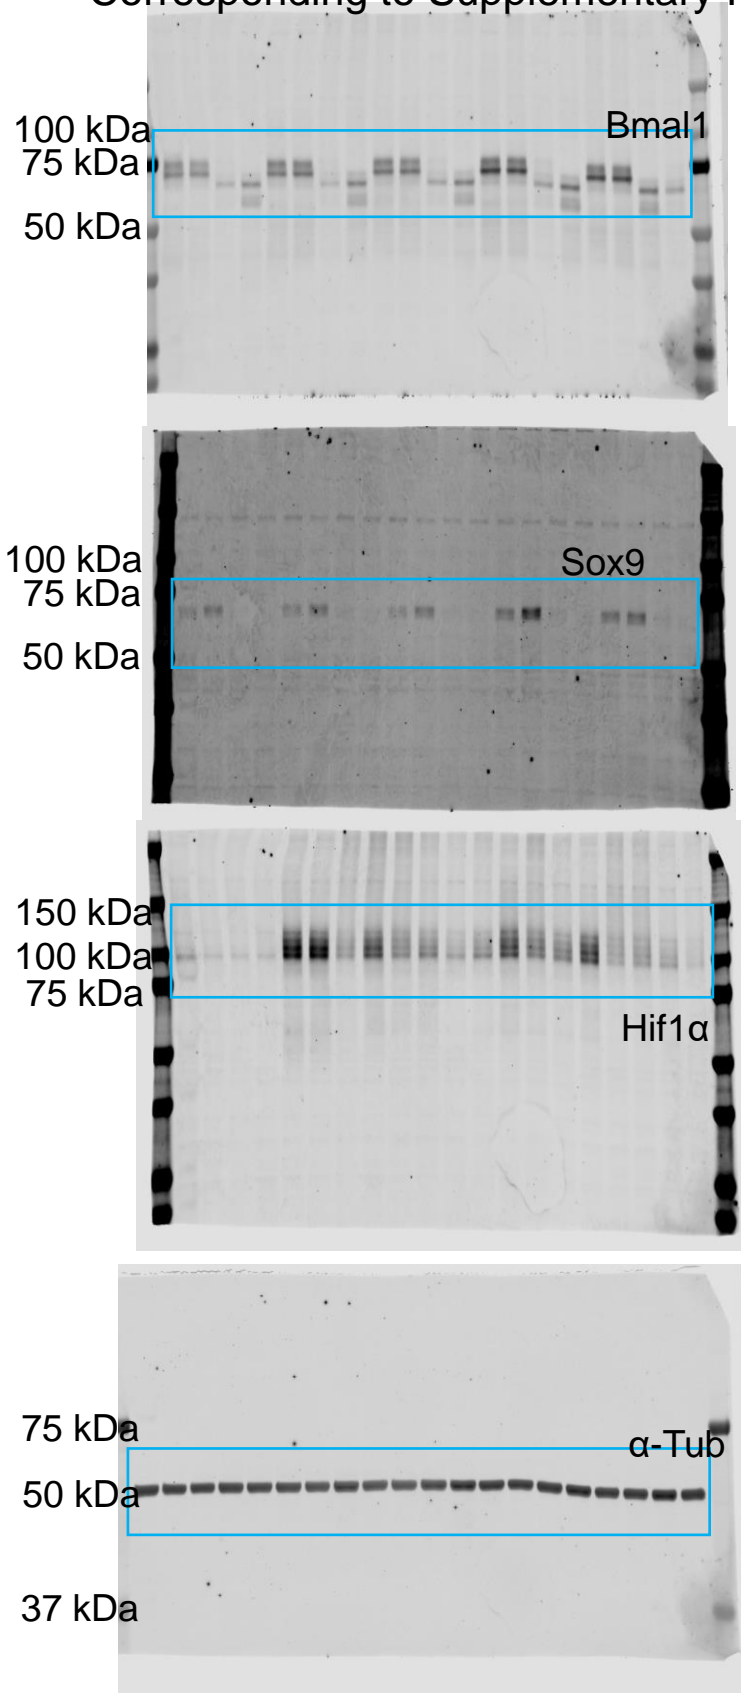

Corresponding to Supplementary Fig. 1k

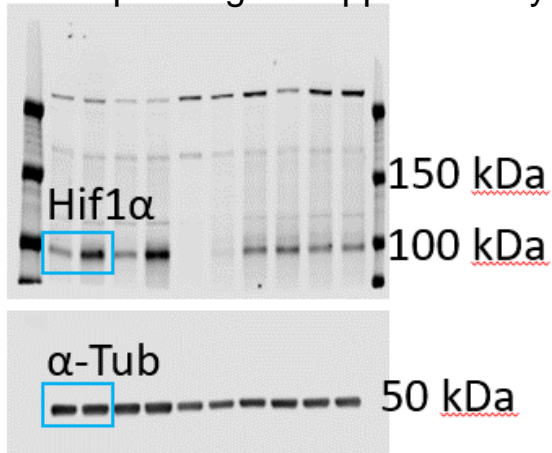

Corresponding to Supplementary Fig. 3g

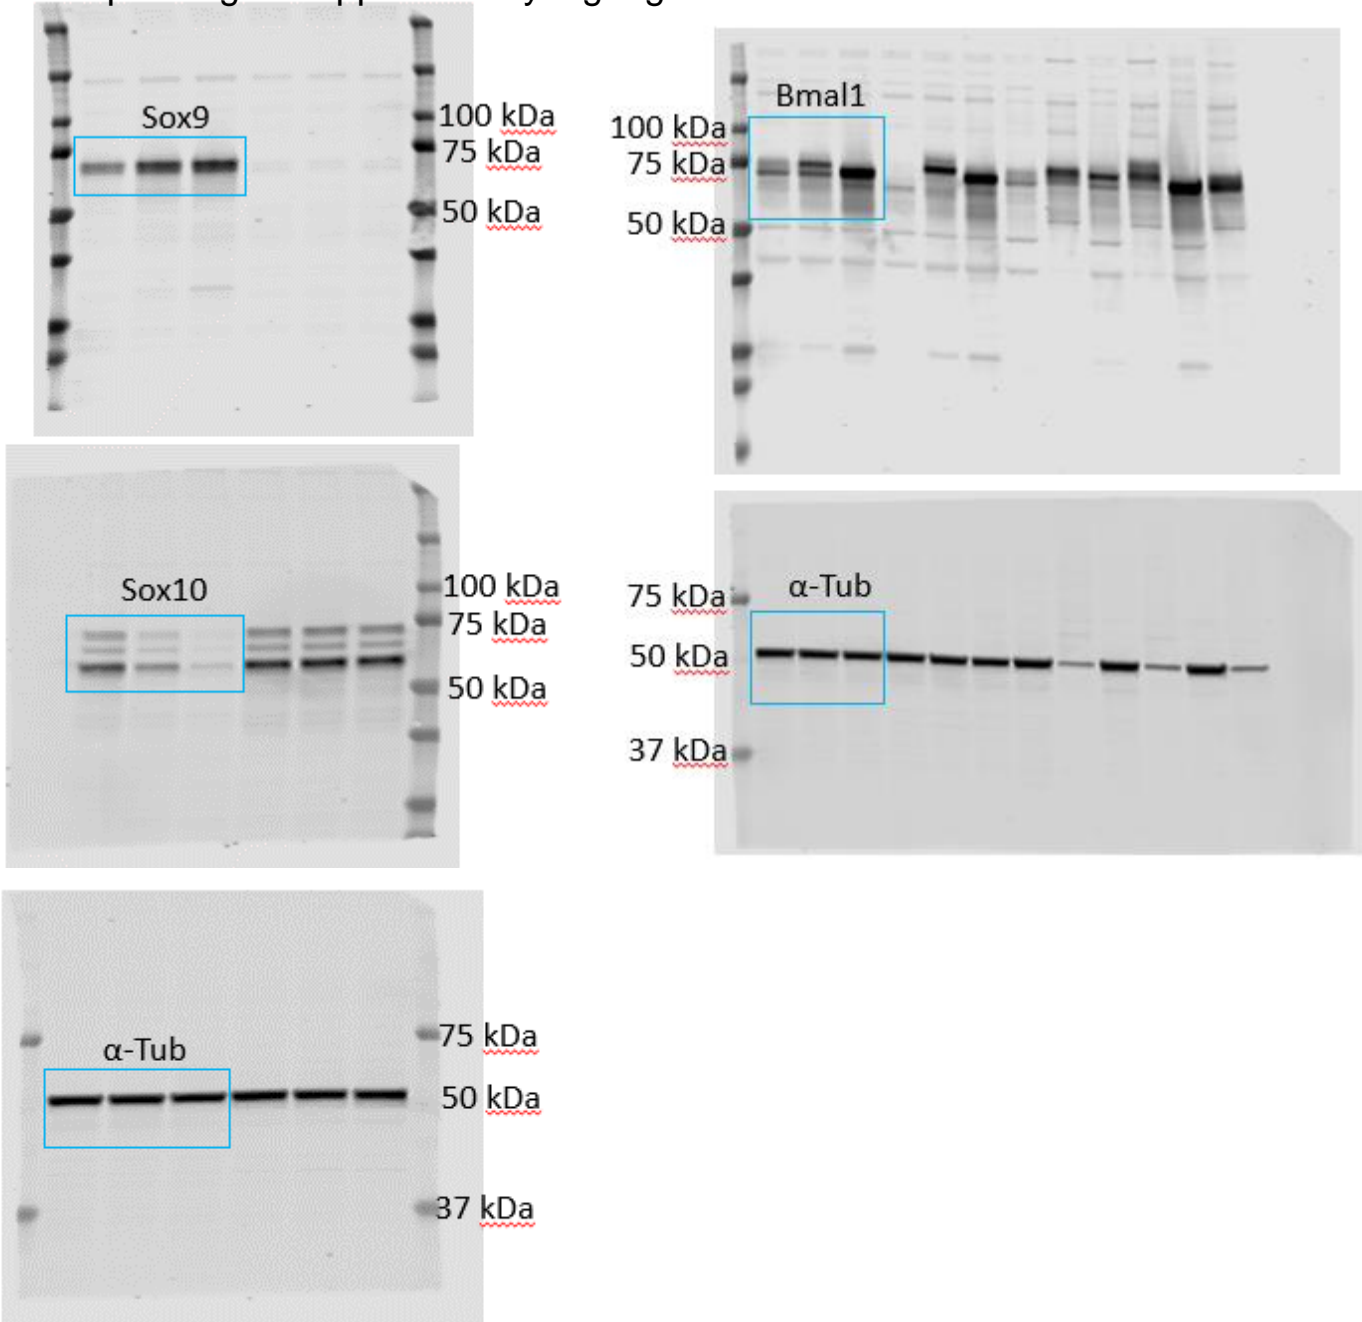

Corresponding to Supplementary Fig.3h

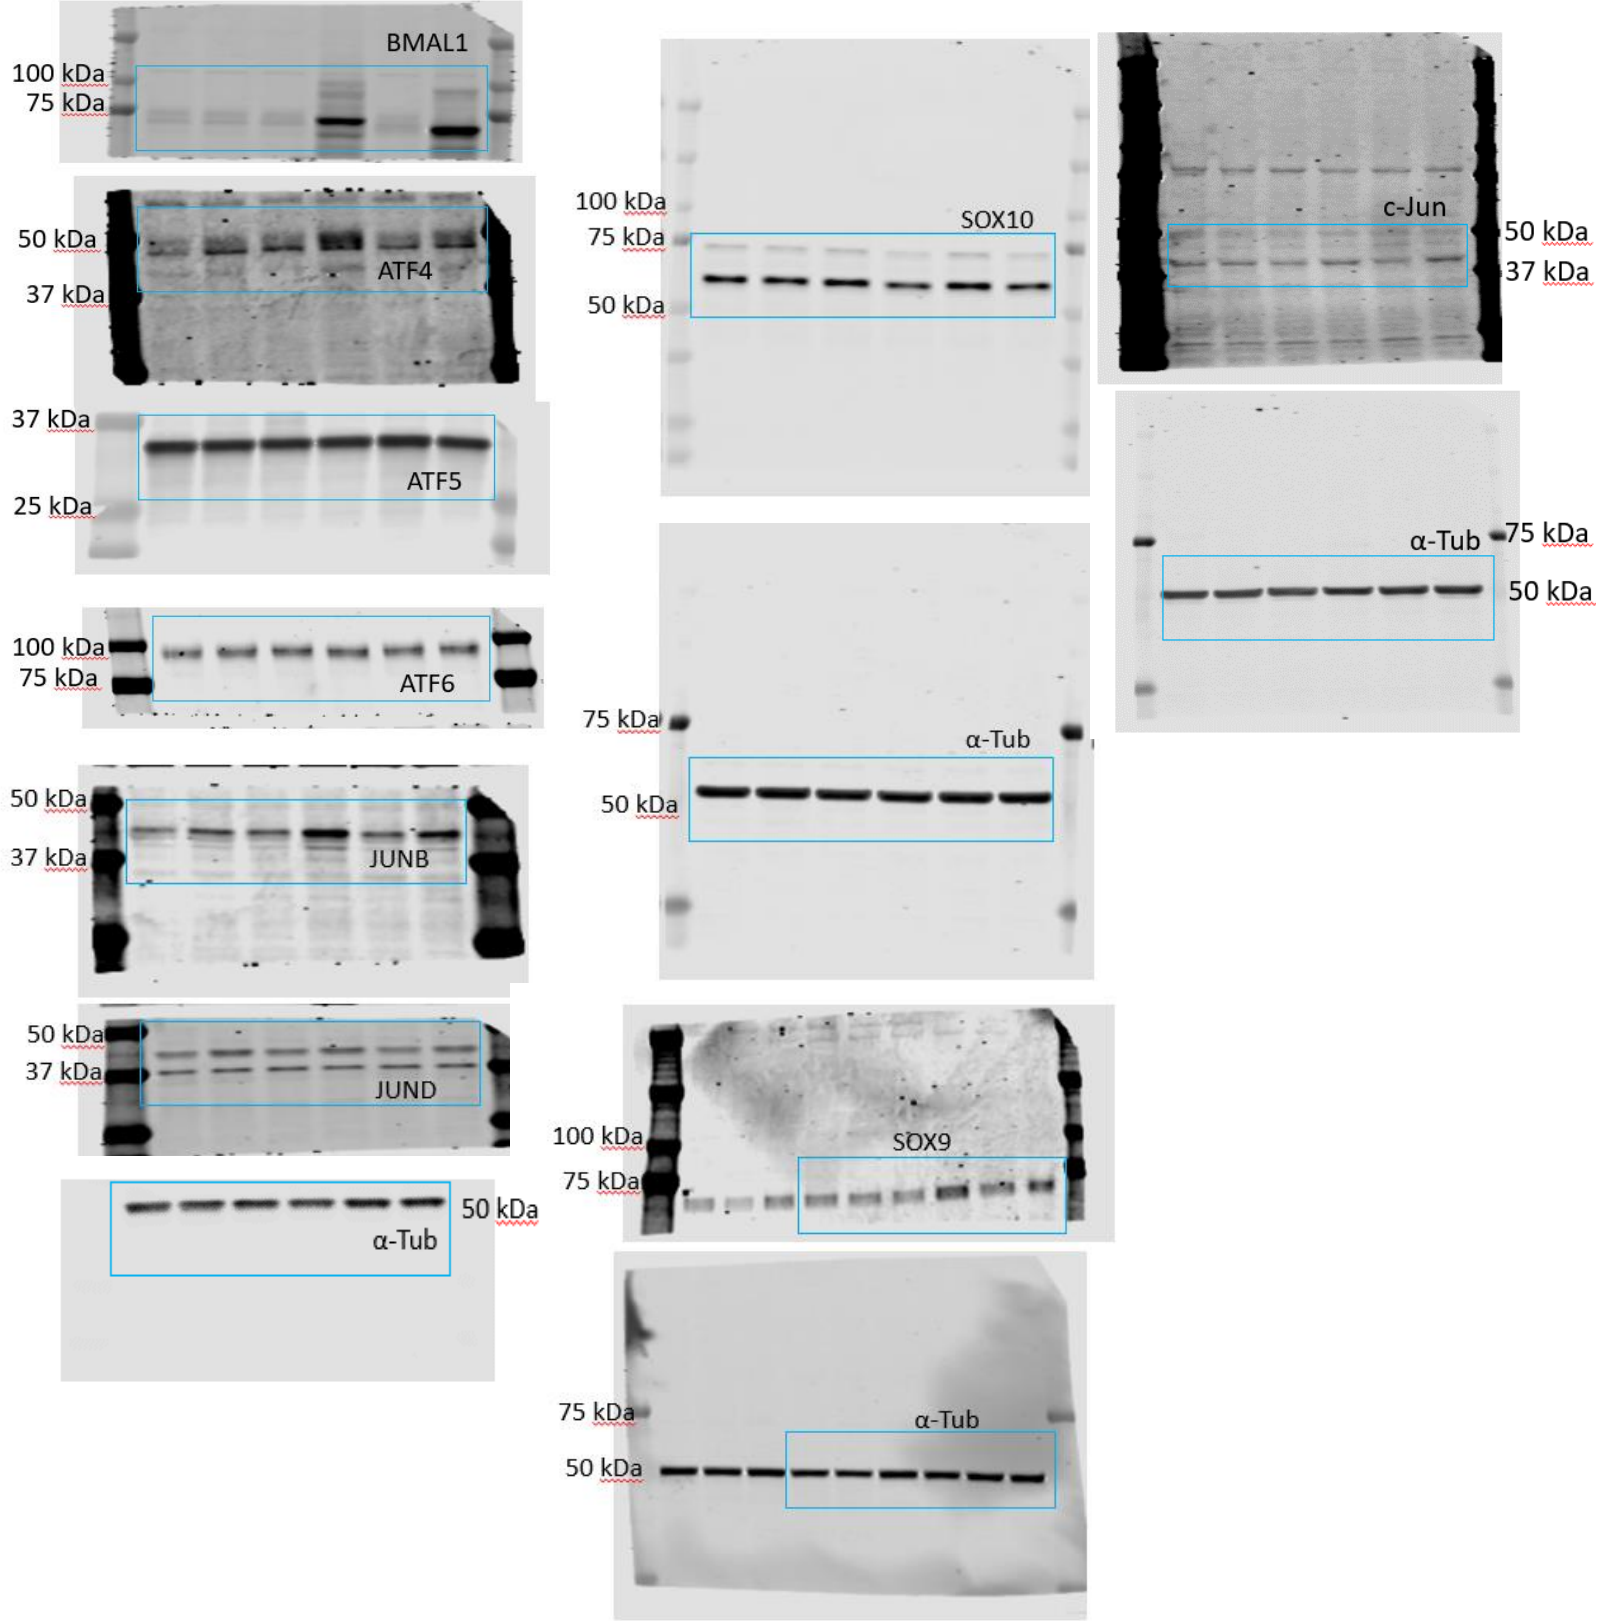

Corresponding to Supplementary Fig.4a

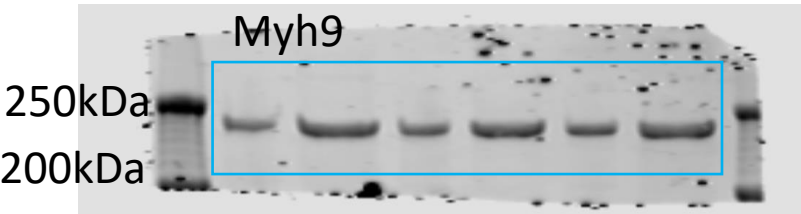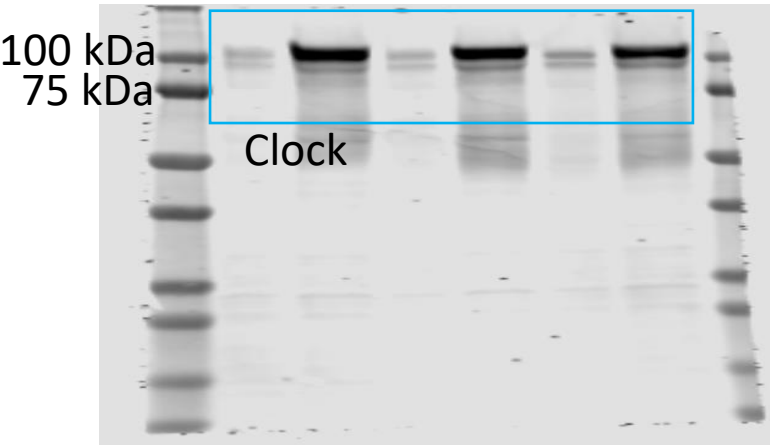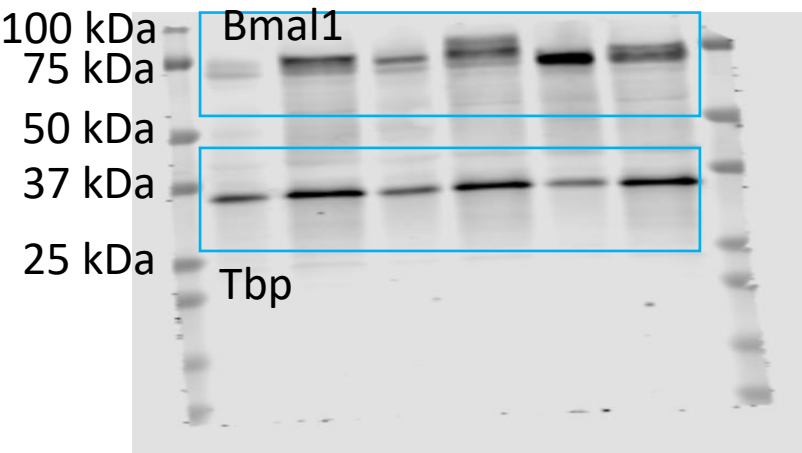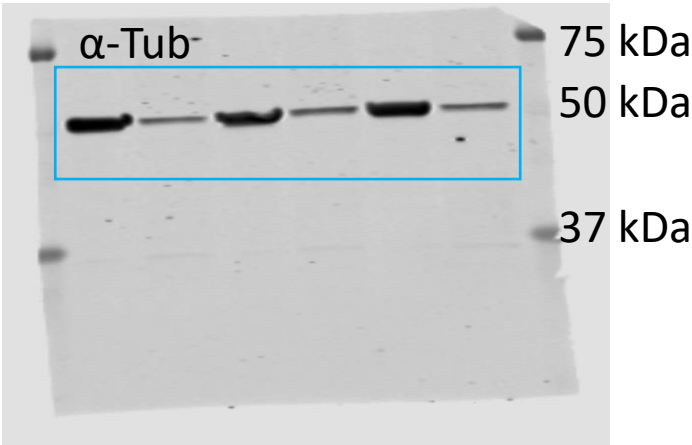

Corresponding to Supplementary Fig. 5b

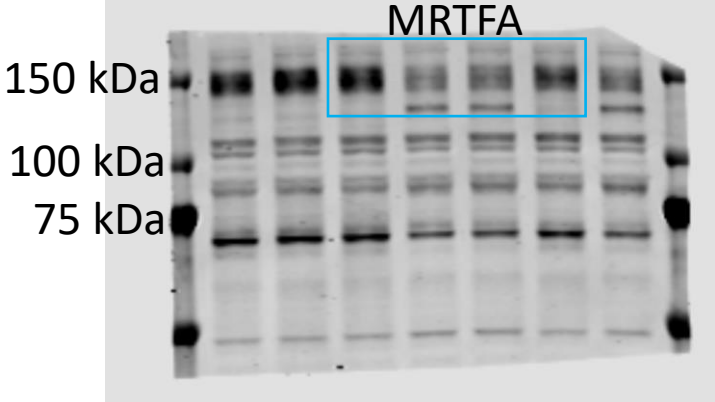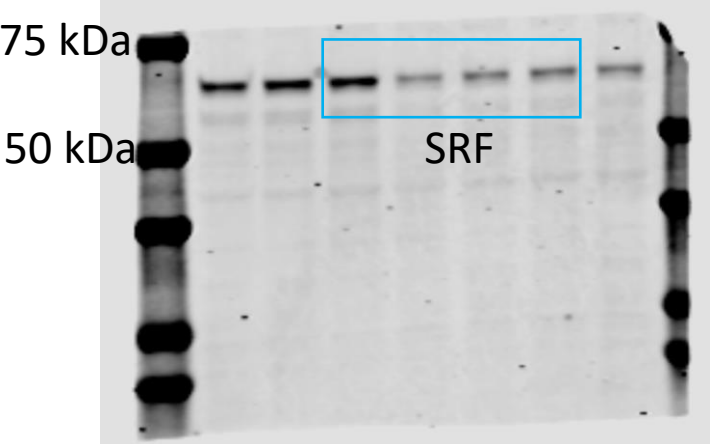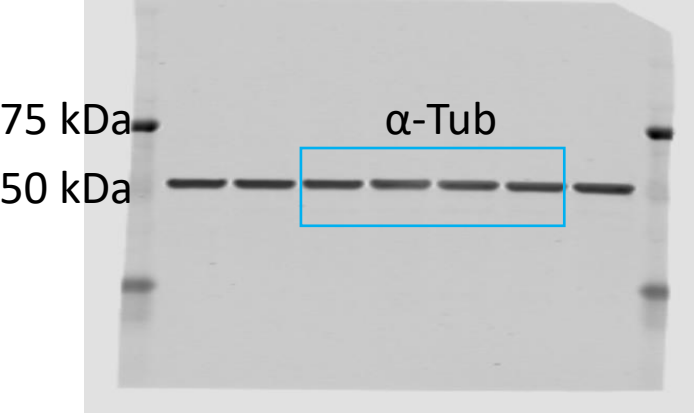

**Supplementary Fig.8**

All uncropped immunoblot scans corresponding to the immunoblot data presented in Supplementary Figures.

**Supplementary Table 1**

| Reagent or Resource                         | Source          | IDENTIFIER        |
|---------------------------------------------|-----------------|-------------------|
| <b>Antibodies</b>                           |                 |                   |
| <b>Anti-BMAL1 (D2L7G)</b>                   | Cell Signaling  | Cat#: 14020       |
| <b>Anti-SOX9 (D8G8H)</b>                    | Cell Signaling  | Cat#: 82630       |
| <b>Anti-SOX10 (D5V9L)</b>                   | Cell Signaling  | Cat#: 89356       |
| <b>Anti-HIF1<math>\alpha</math> (D1S7W)</b> | Cell Signaling  | Cat#: 36169       |
| <b>Anti-CLOCK (D45B10)</b>                  | Cell Signaling  | Cat#: 5157        |
| <b>Anti-ATF4 (D4B8)</b>                     | Cell Signaling  | Cat#: 11815       |
| <b>Anti-CHOP (L63F7)</b>                    | Cell Signaling  | Cat#: 2895        |
| <b>Anti-MiTF (D5G7V)</b>                    | Cell Signaling  | Cat#: 12590       |
| <b>Anti-Ki67 (D3B5)</b>                     | Cell Signaling  | Cat#: 9129        |
| <b>Anti-H3K4me3 (C42D8)</b>                 | Cell Signaling  | Cat#: 9751        |
| <b>Anti-H3K27me3 (C36B11)</b>               | Cell Signaling  | Cat#: 9733        |
| <b>Anti-H3K27Ac</b>                         | Cell signaling  | Cat#: 8173        |
| <b>Anti-Actn4 (D7U5A)</b>                   | Cell Signaling  | Cat#: 15145       |
| <b>Normal Rabbit IgG</b>                    | Cell Signaling  | Cat#: 2729        |
| <b>Anti-MLK1</b>                            | Millipore Sigma | Cat#: HPA030782   |
| <b>Anti-MYH9</b>                            | Proteintech     | Cat#: 11128-1-AP  |
| <b>Anti-c-Myc (Y69)</b>                     | Abcam           | Cat#: ab32072     |
| <b>Anti-Filamin A (EP2405Y)</b>             | Abcam           | Cat#: ab76289     |
| <b>Anti-HA (12CA5)</b>                      | Millipore Sigma | Cat#: 11583816001 |
| <b>Anti-EZH2</b>                            | Active Motif    | Cat#: 39933       |

|                                                                                         |                 |                |
|-----------------------------------------------------------------------------------------|-----------------|----------------|
| <b>Anti-<math>\alpha</math>-Tubulin Mouse Mab (DM1A)</b>                                | Millipore Sigma | Cat#: CP06     |
| <b>Anti-BMAL1 (B-1)</b>                                                                 | Santa Cruz      | Cat#: sc365645 |
| <b>Anti-TBP</b>                                                                         | Cell Signaling  | Cat#: 44059    |
| <b>Anti-c-Jun</b>                                                                       | Cell Signaling  | Cat#: 9165     |
| <b>Anti-phospho-c-Jun (ser73)</b>                                                       | Cell Signaling  | Cat#: 3270     |
| <b>Anti-Junb</b>                                                                        | Cell Signaling  | Cat#: 3753     |
| <b>Anti-Jund</b>                                                                        | Cell Signaling  | Cat#: 5000     |
| <b>Anti-Atf5</b>                                                                        | Millipore Sigma | Cat#: ABE2614  |
| <b>Anti-Atf6</b>                                                                        | Cell Signaling  | Cat#: 65880    |
| <b>Anti-Flag</b>                                                                        | Cell Signaling  | Cat#: 14793    |
| <b>Anti-Flag M2</b>                                                                     | Millipore Sigma | Cat#: F1804    |
| <b>InVivoMab anti-mouse PD1 (CD279) (RMP1-14)</b>                                       | BioXCell        | Cat#: BE0146   |
| <b>InVivoMAb rat IgG2a isotype control (2A3)</b>                                        | BioXcell        | Cat#: BE0089   |
| <b>Goat anti-Rabbit IgG (H+L) highly Crossed-Adsorbed Secondary Ab, Alexa Fluor 680</b> | Invitrogen      | Cat#: A-21109  |
| <b>Anti-mouse IgG(H+L) (DyLight 800 4X PEG conjugate)</b>                               | Cell Signaling  | Cat#: 5257     |
| <b>FITC anti-mouse TCR <math>\beta</math> chain (H57-597)</b>                           | Biolegend       | Cat#: 109205   |
| <b>FITC anti-mouse CD19 (6D5)</b>                                                       | Biolegend       | Cat#: 115505   |

|                                                               |                |                  |
|---------------------------------------------------------------|----------------|------------------|
| <b>Brilliant Violet 785™ anti-mouse/human CD11b (M1/70)</b>   | Biolegend      | Cat#: 101243     |
| <b>APC/Cyanin e7 anti-mouse Ly-6G (1A8)</b>                   | Biolegend      | Cat#: 127623     |
| <b>PerCP-Cy™ 5.5 Rat Anti-Mouse Ly-6C (AL-21)</b>             | BD Biosciences | Cat#: 560525     |
| <b>PE Rat Anti-Mouse F4/80 (BM8)</b>                          | eBioscience    | Cat#: 12-4801-80 |
| <b>APC Hamster Anti-Mouse CD11c (HL3)</b>                     | BD Biosciences | Cat#: 561119     |
| <b>Brilliant Violet 605™ anti-mouse I-A/I-E (M5/114.15.2)</b> | Biolegend      | Cat#: 107639     |
| <b>Brilliant Violet 421™ anti-mouse CD103 (2E7)</b>           | Biolegend      | Cat# : 121421    |
| <b>PE/Cyanine7 anti-mouse CD206 (C068C2)</b>                  | Biolegend      | Cat# : 141720    |
| <b>Alexa Fluor 700 anti-mouse CD45 (30-F11)</b>               | Biolegend      | Cat#: 103128     |
| <b>FITC anti-mouse Ly-6G (1A8)</b>                            | Biolegend      | Cat#: 127605     |
| <b>FITC Hamster Anti-Mouse CD11c (HL3)</b>                    | BD Biosciences | Cat#: 557400     |
| <b>Brilliant Violet 785™ anti-mouse CD3ε (145-2C11)</b>       | Biolegend      | Cat# : 100355    |

|                                                                                         |                |                |
|-----------------------------------------------------------------------------------------|----------------|----------------|
| <b>PE Mouse Anti-Mouse NK1.1 (PK136)</b>                                                | BD Biosciences | Cat#: 557391   |
| <b>PerCP-Cy5.5 Rat Anti-Mouse CD45R/B220 (RA3-6B2)</b>                                  | BD Biosciences | Cat#: 561101   |
| <b>APC-Cy<sup>TM</sup>7 Rat Anti-Mouse CD8<math>\alpha</math> (53-6.7)</b>              | BD Biosciences | Cat#: 557654   |
| <b>Brilliant Violet 605<sup>TM</sup> anti-Mouse CD4 (GK1.5)</b>                         | Biolegend      | Cat# : 100451  |
| <b>Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block<sup>TM</sup>) (2.4G2)</b>       | BD Biosciences | 553142         |
| <b>Alexa Fluor 555 anti-SOX9 (EPR14335)</b>                                             | Abcam          | Cat#: ab202516 |
| <b>Alexa Fluor 647 anti-Sox10 (SP267)</b>                                               | Abcam          | Cat#: ab270151 |
| <b>Goat anti-Rabbit IgG (H+L) highly Crossed-Adsorbed Secondary Ab, Alexa Fluor 647</b> | Invitrogen     | Cat#: A-21245  |
| <b>Chemicals, peptides, and recombinant proteins</b>                                    |                |                |
| <b>Dabrafenib</b>                                                                       | Selleckchem    | Cat#: S2807    |
| <b>Trametinib</b>                                                                       | Selleckchem    | Cat#: S2673    |
| <b>Vemurafenib</b>                                                                      | Selleckchem    | Cat#: S1267    |
| <b>Cytochalasin D</b>                                                                   | Sigma Aldrich  | C8273; CAS     |

|                                                |                             |                       |
|------------------------------------------------|-----------------------------|-----------------------|
|                                                |                             | 22144-77-0            |
| <b>Blasticidin S HCl</b>                       | Gibco                       | A1113903              |
| <b>Puromycin Dihydrochloride</b>               | Gibco                       | A1113803              |
| <b>Hygromycin B solution</b>                   | Corning                     | 30240CR               |
| <b>Dexamethasone</b>                           | Sigma                       | D4902;<br>CAS 50-02-2 |
| <b>Beetle luciferin, potassium salt</b>        | Promega                     | E1602                 |
| <b>MCDB153 Medium</b>                          | Sigma-Aldrich               | M7403                 |
| <b>Leibovitz's L-15 Medium</b>                 | Gibco                       | 11415064              |
| <b>Calcium Chloride 2M</b>                     | Quality Biological          | 351-130-721           |
| <b>DMEM high glucose</b>                       | Corning                     | MT10-013-CV           |
| <b>Sodium bicarbonate 7.5% solution</b>        | Gibco                       | 25080094              |
| <b>1M HEPES solution</b>                       | Gibco                       | 15630080              |
| <b>L-Glutamine (200mM) 100X</b>                | Gibco                       | 25030081              |
| <b>Fetal bovine serum</b>                      | HyClone, Gemini Bioproducts | SH30910.03            |
| <b>Penicillin-Streptomycin Solution (100X)</b> | Corning                     | MT30002C1             |
| <b>High-vacuum silicone grease</b>             | Dow Corning/Sigma           | Z273554               |
| <b>NewBlot™ Nitro Stripping Buffer</b>         | Li-COR                      | 928-40030             |
| <b>TRIzol Reagent 200ml</b>                    | Invitrogen                  | 15596018              |
| <b>Formal-Fixx Concentrate</b>                 | Thermo Scientific           | 6764254               |

|                                                                                       |                   |                       |
|---------------------------------------------------------------------------------------|-------------------|-----------------------|
| <b>16% Formaldehyde Solution (w/v), Methanol free</b>                                 | Thermo Scientific | 28908                 |
| <b>Lipofectamine 2000 transfection reagent</b>                                        | Invitrogen        | 11668019              |
| <b>Lipofectamine 3000 transfection reagent</b>                                        | Invitrogen        | L3000015              |
| <b>Lipofectamine RNAiMAX transfection reagent</b>                                     | Invitrogen        | 13778150              |
| <b>Polybrene Transfection Reagent</b>                                                 | Millipore Sigma   | TR-1003-G             |
| <b>Mammalian protein extraction reagent (M-PER)</b>                                   | Thermo Scientific | PI78501               |
| <b>Protease inhibitor cocktail</b>                                                    | Promega           | G652A                 |
| <b>Phosphatase inhibitor cocktail 2</b>                                               | Sigma             | P5726                 |
| <b>Phosphatase inhibitor cocktail 3</b>                                               | Sigma             | P0044                 |
| <b>10X RBC Lysis Buffer</b>                                                           | eBioscience       | 00430054              |
| <b>2-Mercaptoethanol</b>                                                              | Sigma             | M3148;<br>CAS 60-24-2 |
| <b>DMEM high glucose w/o L-glutamine, phenol red, and sodium bicarbonate (powder)</b> | USBiological      | D9812-05              |
| <b>Precision Plus protein Dual color standards</b>                                    | Bio-Rad           | 1610374               |

|                                                           |                |                          |
|-----------------------------------------------------------|----------------|--------------------------|
| <b>0.25% Trypsin, 0.1%EDTA</b>                            | Corning        | 25053CI                  |
| <b>Biotin</b>                                             | Sigma Aldrich  | B4639-500mg; CAS 58-85-5 |
| <b>IRDye 800CW Streptavidin</b>                           | LI-COR         | 926-32230                |
| <b>Pierce™ Streptavidin Magnetic Beads</b>                | Thermo Fisher  | 88816                    |
| <b>10XTBS</b>                                             | Bio-Rad        | 1706435                  |
| <b>Bovine Serum Albumin Standard Ampules</b>              | Thermo Fisher  | 23209                    |
| <b>iBlot™ 2 Transfer Stacks, nitrocellulose</b>           | Invitrogen     | IB23001                  |
| <b>Deferoxamine mesylate</b>                              | Calbiochem     | 252750; CAS 138-14-7     |
| <b>Dynabeads™ Protein A for Immunoprecipitation</b>       | Invitrogen     | 10001D                   |
| <b>RIPA Buffer (10X)</b>                                  | Cell Signaling | 9806                     |
| <b>Cell Lysis Buffer (10X)</b>                            | Cell Signaling | 9803                     |
| <b>Normal Goat Serum</b>                                  | Cell Signaling | 5425                     |
| <b>DNA-free™ Kit DNase Treatment and Removal Reagents</b> | Invitrogen     | AM1906                   |
| <b>Live/Dead Fixable Aqua Dead Cell Stain Kit</b>         | Invitrogen     | L34957                   |
| <b>ArC™ Amine Reactive</b>                                | Invitrogen     | A10628                   |

|                                                                           |                 |             |
|---------------------------------------------------------------------------|-----------------|-------------|
| <b>Compensation Bead Kit</b>                                              |                 |             |
| <b>UltraComp eBeads™ Compensation Beads</b>                               | Invitrogen      | 01-2222-42  |
| <b>Power SYBR Green PCR Master Mix</b>                                    | Thermo Fisher   | 4368708     |
| <b>TaqMan universal PCR Master Mix</b>                                    | Thermo Fisher   | 4304437     |
| <b>Matrigel Growth Factor Reduced Basement Membrane Matrix, LDEV-free</b> | Corning         | 354230      |
| <b>Critical Commercial Assays</b>                                         |                 |             |
| <b>DC protein assay kit II</b>                                            | Bio-Rad         | 5000112     |
| <b>Dual-Luciferase Reporter Assay System</b>                              | Promega         | E1960       |
| <b>Tumor Dissociation Kit (mouse)</b>                                     | Miltenyi Biotec | 130-096-730 |
| <b>NE-PER Nuclear and Cytoplasmic Extraction Reagents</b>                 | Thermo Fisher   | 78833       |
| <b>Duolink In Situ Red Starter Kit Mouse/Rabbit</b>                       | Millipore Sigma | DUO92101    |
| <b>In-Fusion HD Cloning Kit</b>                                           | Takara          | 639650      |
| <b>SimpleCHIP Enzymatic Chromatin IP Kit (magnetic Beads)</b>             | Cell Signaling  | 9003        |

|                                                       |                                                                                                          |                  |
|-------------------------------------------------------|----------------------------------------------------------------------------------------------------------|------------------|
| <b>FoxP3/Transcription Factor Staining Buffer Set</b> | Invitrogen                                                                                               | 00-5523-00       |
| <b>CellTiter-Glo Luminescent Cell Viability Assay</b> | Promega                                                                                                  | G7571            |
| <b>Dead Cell Removal Kit</b>                          | Miltenyi Biotec                                                                                          | 130-090-101      |
| <b>Deoxyribonuclease I, Alexa594 Conjugate</b>        | Invitrogen                                                                                               | D12372           |
| <b>shRNA Target gene</b>                              | Sequence                                                                                                 | Vector           |
| <b>Myh9</b>                                           | 1. CGGTAAATTCATTCGTATCAA<br>2. GCCATACAACAAATACCGCTT                                                     | pLKO.1           |
| <b>Cloning primers</b>                                |                                                                                                          |                  |
| <b>Myh9 Head Forward</b>                              | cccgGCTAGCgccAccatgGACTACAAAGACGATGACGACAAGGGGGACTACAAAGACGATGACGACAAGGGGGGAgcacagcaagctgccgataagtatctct |                  |
| <b>Myh9 Head Reverse</b>                              | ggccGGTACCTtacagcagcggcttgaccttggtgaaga                                                                  |                  |
| <b>Myh9 Tail Forward</b>                              | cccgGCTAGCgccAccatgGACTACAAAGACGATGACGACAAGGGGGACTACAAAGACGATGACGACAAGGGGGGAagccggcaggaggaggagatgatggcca |                  |
| <b>Myh9 Tail Reverse</b>                              | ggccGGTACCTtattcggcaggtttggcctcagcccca                                                                   |                  |
| <b>mHif1α Forward</b>                                 | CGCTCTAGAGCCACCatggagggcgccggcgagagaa                                                                    |                  |
| <b>mHif1α Reverse</b>                                 | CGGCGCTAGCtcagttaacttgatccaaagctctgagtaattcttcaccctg                                                     |                  |
| <b>ON-TARGETplus Mouse Myh9 siRNA SMARTPool</b>       | Dharmacon                                                                                                | L-040013-00-0005 |
| <b>ON-TARGETplus Non-targeting Control Pool</b>       | Dharmacon                                                                                                | D-001810-10-05   |
| <b>ON-TARGETplus Mouse SRF siRNA SMARTPool</b>        | Dharmacon                                                                                                | L-050116-01-0005 |
| <b>ON-TARGETplus</b>                                  | Dharmacon                                                                                                | L-054350-00-0005 |

|                                                                 |                            |                               |
|-----------------------------------------------------------------|----------------------------|-------------------------------|
| <b>MouseMkl1<br/>siRNA<br/>SMARTPool</b>                        |                            |                               |
| <b>ON-<br/>TARGETplus<br/>MouseMkl2<br/>siRNA<br/>SMARTPool</b> | Dharmacon                  | L-054677-<br>00-0005          |
| <b>Recombinan<br/>t DNA</b>                                     |                            |                               |
| <b>psPAX2</b>                                                   | Laboratory of Didier Trono | Addgene<br>plasmid #<br>12260 |
| <b>pMD2.G</b>                                                   | Laboratory of Didier Trono | Addgene<br>plasmid #<br>12259 |
| <b>pCRISPR-<br/>CG01-<br/>sgArntl-a</b>                         | GeneCopoeia                | MCP00157<br>5-CG01-3-<br>B-a  |
| <b>pCRISPR-<br/>CG01-<br/>sgArntl-b</b>                         | GeneCopoeia                | MCP00157<br>5-CG01-3-<br>B-b  |
| <b>pCRISPR-<br/>CG01-<br/>sgArntl-c</b>                         | GeneCopoeia                | MCP00157<br>5-CG01-3-<br>B-c  |
| <b>pHIG2PW-EV</b>                                               | This paper                 | N/A                           |
| <b>pHIG2PW-<br/>WT-BMAL1</b>                                    | This paper                 | N/A                           |
| <b>pHIG2PW-<br/>dHLH-<br/>BMAL1</b>                             | This paper                 | N/A                           |
| <b><i>Arntl</i>::dLUC<br/>reporter</b>                          | Laboratory of Andrew Liu   | N/A                           |
| <b>pHIG2PW-<br/>3XHA-<br/>TurboID</b>                           | This paper                 | N/A                           |
| <b>pHIG2PW-<br/>3XHA-<br/>TurnoID-NLS</b>                       | This paper                 | N/A                           |
|                                                                 |                            |                               |
| <b>pHIG2PW-<br/>3XHA-<br/>TurboID-WT-<br/>BMAL1</b>             | This paper                 | N/A                           |
| <b>pHIG2PW-<br/>3XHA-<br/>TurboID-<br/>dHLH-<br/>BMAL1</b>      | This paper                 | N/A                           |
| <b>pGL4.34[<i>luc2</i><br/><i>P</i>/SRF-<br/>RE/Hygro]</b>      | Promega                    | E1350                         |

|                                        |                                     |                |
|----------------------------------------|-------------------------------------|----------------|
| <b>Renilla luciferase - Pol III</b>    | Addgene                             | 37380          |
| <b>pGL 4.73 (Renilla)</b>              | Promega                             | E6911          |
| <b>pLKO.1 shRNA against mouse Myh9</b> | The Wistar Institute screening core | TRCN0000071504 |
| <b>pLKO.1 shRNA against mouse Myh9</b> | The Wistar Institute screening core | TRCN0000071506 |
| <b>pLKO.1 shRNA Scramble</b>           | Addgene                             | 136035         |
| <b>pCMV-mCherry-MHC IIA</b>            | Addgene                             | 35687          |
| <b>Flag-Myh9-Head</b>                  | This paper                          | N/A            |
| <b>Flag-Myh9-Tail</b>                  | This paper                          | N/A            |
| <b>mHif1<math>\alpha</math>-TM</b>     | Celest Simon Lab                    | N/A            |

### Supplementary References

1. Jerby-Arnon, L. *et al.* A Cancer Cell Program Promotes T Cell Exclusion and Resistance to Checkpoint Blockade. *Cell* **175**, 984-997 e924 (2018).

# Supplementary material for: Cell state dependent effects of Bmal1 on melanoma immunity and tumorigenicity
**Source:** Nat Commun. 2024 Jan 20;15:633. doi: 10.1038/s41467-024-44778-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** RNAseq of B16 and aC3 for Fig.1

**Supplementary Data 2.** RNAseq of YUMM2.1 for Fig.2

**Supplementary Data 3.** ChIPseq\_H3K4me3 for Fig.3

**Supplementary Data 4.** ChIPseq\_H3K27me3 for Fig.3

**Supplementary Data 5.** Proteomics of TurboID system for Fig.4

**Supplementary Data 6.** RNAseq of YUMM2.1 cells with shRNA against Myh9 for Fig.6

# Supplementary material for: Cell state dependent effects of Bmal1 on melanoma immunity and tumorigenicity
**Source:** Nat Commun. 2024 Jan 20;15:633. doi: 10.1038/s41467-024-44778-2

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                                          |

Our web collection on statistics for biologists contains articles on many of the points above.

Software and code

Policy information about availability of computer code

|                 |                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Lumicycle 32/96; Odyssey CLx infrared imaging system;NIS-Elements;CyteFinder II;OMERO;Agilent TapeStation; Illumina Nextseq 500; Thermo Q Exactive Plus mass spectrometer; ECHO Revolve; VICTOR Multilable plate reader; FACS Symphony A3.                                                                                                                |
| Data analysis   | Image J; Ilastik; Lumicycle data analysis software; Graphpad Prism 9; R packages msigbdr, clusterprofiler and enrichplot; MaxQuant 1.6.3.3; HOMER; Bowtie2; RSEM v1.2.12; DESeq2; BaSic algorithm; MATLAB script (version 2019a); FlowJo; bigWigAverageOverBed; Biorender. Code used in this study is available at Zenodo (DOI: 10.5281/zenodo.10182504). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio guidelines for submitting code & software for further information.

Data

Policy information about availability of data

All manuscripts must include a data availability statement. This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

All RNA-seq and ChIP-seq data analyzed in our study were deposited into GEO database (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202289>) with accession number GSE202289. The mass spectrometry proteomics data have been deposited into the ProteomeXchange (<https://www.proteomexchange.org/>) repository with the accession number PXD037077. Public Single cell RNA-seq data from Single Cell Portal (Study: Melanoma immunotherapy resistance) were analyzed ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP109/melanoma-immunotherapy-resistance](https://singlecell.broadinstitute.org/single_cell/study/SCP109/melanoma-immunotherapy-resistance)). The remaining data are available in this Article, Supplementary Information and Supplementary Data File. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

YUMM2.1 and YUMM1.7 cell lines are from Ashani Weeraratna's lab. B16-F10 Bmal1 knockout clone and control clone are from Amita Sehgal's lab. B16-F10 parental and 293T cell line was purchased from ATCC. Human melanoma cell lines are from Meenhard Herlyn's lab. Other cell lines generated from YUMM2.1 and B16-F10 were made in our lab, including: YUMM2.1-EV, WT and dHLH, YUMM2.1 EV shNC, YUMM2.1 EV shMyh9, YUMM2.1 WT shNC, YUMM2.1 WT shMyh9, YUMM2.1 mHif1a, aC3 EV, aC3 mHif1a, aC3 WT, aC3 dHLH, B16 EV and B16-mHif1a, YUMM2.1 Tb, YUMM2.1 TbNLS, YUMM2.1 TbWT, and YUMM2.1 TbHLH, all Bmal1 KO clones and control clones.

Authentication

We did not do the authentication for these cell lines.

Mycoplasma contamination

No mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

None of them is commonly misidentified lines

## Palaeontology and Archaeology

Specimen provenance

Our study is not related to palaeontology or archaeology

Specimen deposition

Our study is not related to palaeontology or archaeology

Dating methods

Our study is not related to palaeontology or archaeology

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Our study is not related to palaeontology or archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Seven to nine weeks old C57BL/6 mice, NSG mice were kept in 12 hrs/ 12hrs dark/light cycle. The ambient temperature is 68-72°F and humidity is 40-60%

Wild animals

We did not use any wild animals

Reporting on sex

male

Field-collected samples

None field-collected sample was used in our study

Ethics oversight

Animal protocols were approved by Institutional Animal Care and Use Committee (IACUC) at Wistar Institute (Protocol number: 201189) and Animal Care and Use Committee (ACUC) at Johns Hopkins University School of Medicine (Protocol number: MO22M452).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

No clinical studies were involved in our study

Study protocol

No clinical studies were involved in our study

Data collection

No clinical studies were involved in our study

Outcomes

No clinical studies were involved in our study

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                        |
|-----------------------|----------------------------------------|
| Seed stocks           | We did not use any plants in our study |
| Novel plant genotypes | We did not use any plants in our study |
| Authentication        | We did not use any plants in our study |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202289">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202289</a> |
| Files in database submission                                       | GSE202289_RAW.tar                                                                                                                       |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | UCSC                                                                                                                                    |

## Methodology

|                         |                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------|
| Replicates              | 2                                                                                                              |
| Sequencing depth        | the sequencing reads number for each sample is more than 31,000,000                                            |
| Antibodies              | H3K4me3, H3K27me3 and H3K27 Ac, Rabbit IgG                                                                     |
| Peak calling parameters | HOMER was used to call significant peaks using "-style histone" option                                         |
| Data quality            | With aligned ratio is larger than 93% for all samples, the unique percentage for all samples is great than 80% |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots. The example for gating strategy in Supplementary Fig. 2i was shown in dot plots
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation Tumor tissues were dissociated into single cell suspension; cell lines were trypsinized into single cell suspension.
- Instrument gentleMACS Octo Dissociator with Heaters
- Software 37C\_m\_TDK\_1 with Heaters
- Cell population abundance YUMM2.1 tumors have high immune cell infiltration including CD4T, CD8, macrophages, MDSCs, DCs, NK and B cells
- Gating strategy Single cells were gated from whole cell population with FSC-A/FSC-H, then live cells were gated via live/dead dye Aqua. After that, CD45+ cells were gated for all immune cells, then the specific subsets of lymphocytes and myeloid cells were separately gated from the lymphocytes panel and myeloid cells panel. For more details, please see supplementary Fig. 2i
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type We did not perform any magnetic resonance imaging
- Design specifications We did not perform any magnetic resonance imaging
- Behavioral performance measures We did not perform any magnetic resonance imaging
- Imaging type(s) We did not perform any magnetic resonance imaging
- Field strength We did not perform any magnetic resonance imaging
- Sequence & imaging parameters We did not perform any magnetic resonance imaging
- Area of acquisition We did not perform any magnetic resonance imaging
- Diffusion MRI ☐ Used ☒ Not used

### Preprocessing

- Preprocessing software We did not perform any magnetic resonance imaging
- Normalization We did not perform any magnetic resonance imaging
- Normalization template We did not perform any magnetic resonance imaging
- Noise and artifact removal We did not perform any magnetic resonance imaging
- Volume censoring We did not perform any magnetic resonance imaging

### Statistical modeling & inference

- Model type and settings We did not perform any magnetic resonance imaging
- Effect(s) tested We did not perform any magnetic resonance imaging

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

We did not perform any magnetic resonance imaging

(See [Eklund et al. 2016](#))

Correction

We did not perform any magnetic resonance imaging

## Models &amp; analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity☒ ☐ Graph analysis☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

We did not perform any magnetic resonance imaging

Graph analysis

We did not perform any magnetic resonance imaging

Multivariate modeling and predictive analysis

We did not perform any magnetic resonance imaging

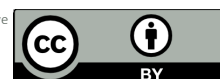

**Supplement:** Supplementary file 10 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

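The data are QuantSeq 3′ RNA sequencing of cultured mouse melanoma cells in 40 libraries, 2 for each of 20 groups. The groups are B16-F10 Ctrl and Bmal1 KO, the EV, WT-Bmal1 and dHLH-Bmal1 cells of aC3, YUMM2.1 and YUMM1.7, and YUMM2.1 cells with EV, WT-Bmal1 or dHLH-Bmal1 that carry shNC, shMyh9#2 or shMyh9#4. The authors prepared libraries from 100 ng of RNA treated with DNaseI, sequenced single reads of 75 bp, aligned them to mm10 with bowtie2, estimated counts per gene with RSEM and the Ensembl transcriptome, and deposited these counts rounded to whole numbers. The authors tested them with DESeq2 at a false discovery rate of 5% and ran GSEA with Hallmark sets. The counts cover 51789 Ensembl genes, 27946 of them with at least 1 count in a library, and every column was used. Gene symbols, types and positions are from the GENCODE M21 annotation of GRCm38, the build of mm10, which gives a symbol for 99.63% of the gene identifiers. The Ensembl release and the strand of counting are not stated in the paper, so genes named by the rule below that overlap another gene on either strand are marked at least once beside the paper's text, as are pseudogenes and genes with near-identical copies, among which RSEM divides reads.

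Library totals range from 3643332 to 22970049 counts with a median of 10021164.5. At the median total, 1 CPM corresponds to about 10 counts, so fold changes of genes near that level rest on few reads. Conditions were taken from the sample labels, where the dHLH construct is abbreviated in 2 ways and the hairpins are numbered. The replicate numbers in the labels gave the pairing for the replicate block, and the paper does not say what a number shares between groups.

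Within R 4.3.3, each comparison was fitted with edgeR 4.0.16 (TMM normalization, the filterByExpr filter, a quasi-likelihood fit and F test) and called at a Benjamini-Hochberg adjusted p under 0.05. The groups of one experiment entered one fit and so share one estimate of the spread. The shMyh9#4 libraries and the shMyh9#2 libraries of WT-Bmal1 and dHLH-Bmal1 cells were fitted together with the other groups of that experiment, 9 groups in all, only for the comparisons that need them. Gene lists for hypoxia, EMT, MRTF-SRF targets, Bmal1-Clock targets, AP-1 and melanocytic genes were written by hand before the counts were seen, in place of the Hallmark sets, which were not used here. Lists were tested with camera of limma 3.58.1 on log CPM with a prior count of 2 and a correlation between genes of 0.01, and the p-values of the 14 list results were adjusted together by the Benjamini-Hochberg method. A fold change against a group with at most 3 counts in both libraries is given as a lower bound, computed against 3 counts. The standard error is that of the log2 fold change, and the SD is over the 2 libraries of a group.

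The genes named in the text follow a rule set before the counts were seen. They are the genes that the paper names for an experiment, and for each count of changed genes the 3 with the largest log2 fold change in each direction, among genes past the threshold with a mean of at least 10 counts and no overlap between the libraries of the groups. Any other gene is said to be named after its values were seen. Some of the genes that the rule gives are not reported here.

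The alternatives tried are DESeq2's size factors, DESeq2 1.42.0 with its Wald test, no filter on low counts, a mean of at least 10 counts, one fit of all 40 libraries, the replicate block, a minimum log2 fold change of 1, each library left out in turn, and for the lists the fry test, 10000 random lists matched on mean expression, and lists without the genes the paper names. The exchange of labels in YUMM2.1 and a crossed pairing in B16-F10 were added after the data were seen.

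The scripts were tested on simulated data with 200 changed genes among those of each fit. They recovered 52% of the changed genes in a B16-F10 design of 14216 genes, 75.5% in aC3 (13555), 54% in YUMM2.1 (13970) and 77.5% in the shMyh9 design (13668), and 12.6%, 6.21%, 12.9% and 7.19% of the calls were false. Of the lists of 50 to 56 genes, 4 of 4 shifted by 0.3 on the log2 scale and 0 of 12 unshifted lists had a camera p under 0.05. The simulated genes varied independently of each other. These lists therefore do not test whether the correlation between genes that camera was given is high enough for real lists. Proteomic, ChIP, reporter, imaging and animal data of the paper were not analysed here.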

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

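The tests of a mislabelled sample, of a smaller fall of Myh9 and of targets that only one hairpin hits were chosen after the results were seen, and the other tests in this part before.

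The effects of WT-Bmal1 and of dHLH-Bmal1 were compared between aC3 and YUMM2.1 by an interaction term, which passed an edgeR adjusted p of 0.05 in 11 genes for WT-Bmal1 and in 1785 genes for dHLH-Bmal1. The replicate block gave 151 and 3115 genes. Library size was tested by thinning all 12 libraries to 9097676 counts, which left 12 genes for WT-Bmal1 and 1737 for dHLH-Bmal1. A mislabelled sample was tested by exchanging the labels of the library labelled YUMM2.1-EV 2 and the library labelled YUMM2.1-WT 1, which gave 735 genes for WT-Bmal1 and 3154 for dHLH-Bmal1. The small number for WT-Bmal1 therefore depends on these labels, while the number for dHLH-Bmal1 grew with the exchange. The share of counts in the 10 most abundant genes was 7.87% to 13.4% over all 40 libraries. The difference in the effect of dHLH-Bmal1 may be a difference between cells without and with their own Bmal1, but aC3 is one clone, and a difference of that clone other than its loss of Bmal1, or RNA from other cells, was not tested.

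Hairpin shMyh9#2 in WT-Bmal1 and dHLH-Bmal1 cells is not reported on by the paper at the level of the transcriptome. It changed 707 genes in WT-Bmal1 cells (349 higher and 358 lower) and 83 in dHLH-Bmal1 cells (44 higher and 39 lower), while the same fit of 9 groups gave 988 in EV cells. The counts with the replicate block were 634 in WT-Bmal1 and 73 in dHLH-Bmal1 cells, and the mean correlation of same-numbered libraries was -0.0038. The effect of the hairpin differed from that in EV cells, by an interaction term, in 769 genes for WT-Bmal1 and 489 genes for dHLH-Bmal1, and in 690 and 432 with the replicate block. Thinning the libraries to 3643332 counts gave 711 genes in EV, 423 in WT-Bmal1 and 53 in dHLH-Bmal1 cells, and 512 and 319 genes with an interaction, so library size did not account for the order of the counts. The log2 fold change of Myh9 was -1.51 in EV, -2.04 in WT-Bmal1 and -1.69 in dHLH-Bmal1 cells, so a smaller fall of Myh9 did not account for it either. Genes that WT-Bmal1 or dHLH-Bmal1 had already shifted were tested by correlating the hairpin's effect in EV cells with the effect of each construct. Each effect was taken against its own shNC library, so that no control library was shared. Both shNC libraries are of the same control cells, and a trait of those cells could still add to the correlation. The Spearman correlation over 14848 genes was 0.475 for WT-Bmal1 (0.492 with the controls the other way round, 0.680 with both controls shared) and 0.429 for dHLH-Bmal1 (0.455 and 0.623). Sox9, which rose with shMyh9#2 in EV cells, changed by 0.24 (standard error 0.10, edgeR adjusted p = 0.22) in WT-Bmal1 and 0.070 (standard error 0.10, edgeR adjusted p = 0.89) in dHLH-Bmal1 cells, and its interaction was -1.13 (standard error 0.15, edgeR adjusted p = 1.5e-04) and -1.30 (standard error 0.15, edgeR adjusted p = 7.3e-05). Sox10, which fell by -0.83 with the hairpin in EV cells, fell further in WT-Bmal1 cells (-1.48; interaction -0.65 (standard error 0.15, edgeR adjusted p = 0.019)) and by -0.90 (standard error 0.13, edgeR adjusted p = 0.0030) in dHLH-Bmal1 cells (interaction -0.067 (standard error 0.17, edgeR adjusted p = 0.90)). Genes shifted by both the constructs and the loss of Myh9 may account for part of the difference from EV cells, as for Sox9. Sox10 in WT-Bmal1 cells goes against this. The correlations for WT-Bmal1 and dHLH-Bmal1 are close and do not measure how far each construct had shifted the genes. Whether such genes account for the order of the counts can therefore not be told. Contamination by other cells was not tested.

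Hairpin shMyh9#4, which the paper does not analyse by sequencing, changed 254 genes in EV cells (216 higher and 38 lower), while Myh9 changed by -0.52 (standard error 0.094, edgeR adjusted p = 0.0050). Of these genes 230 changed the same way with shMyh9#2 in the same fit, 197 of them higher and 33 lower, where 9.06 and 0.934 would be shared by chance. Under the replicate block 241 genes changed with shMyh9#4 and 213 were shared. After thinning to 3643332 counts shMyh9#4 changed 168 genes, fewer than at full depth. Both hairpins are compared with the same 2 shNC libraries. With separate shNC libraries the Spearman correlation of their effects over 14848 genes fell from 0.499 to 0.220, or to 0.265 with the controls the other way round. Shared control libraries could thus account for part of the likeness. Both shNC libraries are of the same control cells, so the split removes only what is particular to 1 library. Whether a trait of those cells accounts for the correlation that is left cannot be told. That 230 genes, 90.6% of the 254, are shared goes against targets that only one hairpin hits, but this share was counted with the same shNC libraries for both hairpins, and how much of it comes from them cannot be told.

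WT-Bmal1 changed 19 genes in YUMM1.7 cells (6 higher and 13 lower) and dHLH-Bmal1 changed 87 (29 higher and 58 lower), where the paper does not analyse the libraries with a construct, and 1423 and 1428 genes had an unadjusted p under 0.05. A replicate block gave counts of 14 and 66, and the mean correlation of same-numbered libraries was -0.0025. Reads shared with pseudogenes were tested by the share of pseudogenes among the changed genes, which was 26.3% (5 of 19) for WT-Bmal1 and 24.1% (21 of 87) for dHLH-Bmal1 against 2.83% of the genes tested, with a one-sided Fisher's exact p = 0.00015 and p = 2.5e-14. Reads that RSEM divides among near-identical copies may thus account for part of these genes. The test does not speak to the changed genes that are not pseudogenes, such as Cry1, which rose by 1.12 (edgeR adjusted p = 0.0012) with dHLH-Bmal1.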

How the results depend on the processing

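Apart from the exchange of labels in YUMM2.1, with each test run on it, and the crossed replicate block in B16-F10, all settings were chosen before the data were examined. Over these settings, 22 counts of changed genes and 14 list results were computed again: the counts stayed within 1.5 times in 103 cases and moved further in 51, and the lists kept their direction and side of the threshold in 106 cases, while 5 passed the threshold, 2 no longer passed and 1 changed direction. For every result below the cause was not tested. If the labels in YUMM2.1 were exchanged, the replicate block as labelled would part EV from WT-Bmal1 cells there. Its results with YUMM2.1 libraries as labelled therefore depend on these labels.

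With the replicate block, B16-F10 Bmal1 KO gave 249 genes in place of 64 (204 with the crossed block, chosen after seeing the data), YUMM2.1-WT 2 in place of 0 (98 at an unadjusted p under 0.05), YUMM2.1-dHLH 3877 in place of 1894, genes shared by YUMM2.1-WT and YUMM2.1-dHLH 1 in place of 0, and interactions between aC3 and YUMM2.1 151 in place of 11 for WT-Bmal1 and 3115 in place of 1785 for dHLH-Bmal1. No filter on low counts gave 444 genes in B16-F10, 24 in YUMM2.1-WT, 3102 in YUMM2.1-dHLH, 12 shared by these, 165 with a WT-Bmal1 interaction, 246 and 331 in YUMM1.7 with WT-Bmal1 and dHLH-Bmal1, 430 with shMyh9#4, 269 with shMyh9#2 in dHLH-Bmal1 cells, and 1313 and 950 with an interaction of shMyh9#2 with WT-Bmal1 and dHLH-Bmal1. One fit of all 40 libraries gave 1952 in B16-F10, 391 and 160 in aC3 with WT-Bmal1 and dHLH-Bmal1, 285 changed there by WT-Bmal1 but not dHLH-Bmal1, 3488 in YUMM2.1-dHLH, 28 with a WT-Bmal1 interaction, 856 with shMyh9#2, 644 shared by shMyh9#2, WT-Bmal1 and dHLH-Bmal1, 0 (392 at an unadjusted p under 0.05) and 4 in YUMM1.7, 118 with shMyh9#4 and 102 shared by the hairpins. DESeq2's Wald test gave 433 in B16-F10, 1 in YUMM2.1-WT, 40 with a WT-Bmal1 interaction and 176 with shMyh9#2 in dHLH-Bmal1 cells. A minimum log2 fold change of 1 gave 195, 165 and 135 in aC3, 1196 in YUMM2.1-dHLH, 1140 with a dHLH-Bmal1 interaction, 2694 between YUMM1.7 and YUMM2.1, 541 with shMyh9#2, 1535 and 1821 with WT-Bmal1 and dHLH-Bmal1 beside shNC, 367 shared by these 3, 6 and 30 in YUMM1.7, 120 with shMyh9#4, 99 shared by the hairpins, 284 and 30 with shMyh9#2 in WT-Bmal1 and dHLH-Bmal1 cells, and 434 and 287 with an interaction.

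After the exchange of labels, YUMM2.1-WT gave 101 genes (81 with the replicate block, 264 with DESeq2's Wald test), YUMM2.1-dHLH 4114 (3822, 3789), genes shared by both 98 (78, 247), WT-Bmal1 interactions 735 (705, 844) and dHLH-Bmal1 interactions 3154 (3070, 2847). In YUMM2.1-WT the exchange changed the sign of the median of the EMT list to 0.11 (0.11 with the replicate block) and of the hypoxia list to 0.077 (0.079), with the same medians when tested against random lists, and the SRF target list passed at 0.21 (0.21 with the block, 0.21 with random lists). It also changed the sign of the log2 fold change in YUMM2.1-WT of Axl (0.48), Klf4 (1.04), Twist2 (1.37), Srf (-0.033), Nr1d1 (0.50), Snai2 (0.61), Fn1 (1.01), Atf6 (0.10), Vcam1 (1.80), Jun (0.063) and of the WT-Bmal1 interaction of Sox9 (-0.84).

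Other list results that changed are the hypoxia list for aC3 WT-Bmal1 against dHLH-Bmal1, which passed at a median of 0.025 in one fit of all 40 libraries and at 0.044 against random lists, and the EMT list in YUMM2.1-WT, which passed at -0.028 against random lists. The clock target list in YUMM2.1-dHLH passed at -0.51 with no filter and at -0.21 with the fry test, and changed sign to 0.38 without the genes the paper names. The SRF target list no longer passed at 0.18 for shMyh9#2 in one fit of all 40 libraries, and at 0.40 for YUMM2.1-dHLH with the fry test. Among the 244 results for named genes, settings chosen before the data were examined kept 1307 values on their side of the threshold, 33 then passed, 116 no longer passed and 2 changed sign, both of Sox9 in YUMM2.1-WT (-0.0028 with no filter, -0.0036 with DESeq2's Wald test). Settings chosen afterwards kept 60, and 14 then passed, 3 no longer passed and 11 changed sign, those given above.

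With each library left out in turn, no test was made. Genes counted as changed had been chosen for passing the threshold on these same libraries. That they kept their direction is therefore no separate evidence for them. The genes counted as changed all kept their direction in each fit, apart from shMyh9#2 in EV cells (at least 2013 of 2016), WT-Bmal1 and dHLH-Bmal1 beside shNC (4470 of 4473 and 4831 of 4835), genes changed the same way by these 3 (1394 of 1395), and in aC3 WT-Bmal1 (1543 of 1544), dHLH-Bmal1 (1500 of 1501) and WT-Bmal1 but not dHLH-Bmal1 (702 of 703). The list medians ranged from -0.40 to -0.18 for hypoxia in B16-F10, 0.25 to 0.32 and 0.21 to 0.28 for hypoxia in aC3 with WT-Bmal1 and dHLH-Bmal1, 0.0011 to 0.13 between these, 0.88 to 1.01 for clock targets in aC3, 0.14 to 0.27 and 0.090 to 0.19 for EMT and SRF targets with shMyh9#2, and in YUMM2.1-dHLH 0.37 to 0.51 for EMT, 0.64 to 0.84 for hypoxia, -0.55 to -0.057 for clock targets and 0.25 to 0.51 for SRF targets. In YUMM2.1-WT the medians changed sign: EMT -0.10 to 0.088, hypoxia -0.058 to 0.018, SRF targets -0.080 to 0.12. Log2 fold changes that changed sign were, in YUMM2.1-WT, Sox9 -1.41 to 1.51, Col1a1 -0.63 to 0.94, Axl -0.30 to 0.26, Klf4 -0.58 to 0.64, Twist2 -1.94 to 0.55, Nr1d1 -0.48 to 0.061, Fos -1.20 to 0.54, Snai2 -0.50 to 0.31, Fosl1 -0.24 to 0.36, Fn1 -0.65 to 0.54, Vcam1 -1.10 to 1.21, Fosl2 -0.0057 to 0.16, Sox10 -0.20 to 0.13, Atf5 -0.25 to 0.40, Prrx2 -1.20 to 1.89, Mrtfa -0.19 to 0.41, Atf4 -0.15 to 0.20, Jun -0.11 to 0.045, Junb -0.25 to 0.31, Arntl -0.10 to 0.27, Jund -0.13 to 0.22 and Lmo1 -2.75 to 3.67, where both ends rest on a group left with 1 library of 1 count and so do not give the size of a fold; in YUMM2.1-dHLH Jun -0.20 to 0.011; in B16-F10 Arntl -0.29 to 0.20; in aC3 with dHLH-Bmal1 Arntl -0.019 to 0.50 and Per2 -0.10 to 0.90, and against WT-Bmal1 Per1 -0.12 to 0.57; the WT-Bmal1 interaction of Sox9 -0.18 to 2.74; with shMyh9#2 Fos -1.27 to 0.89, Fosl2 -0.11 to 0.012, Jun -0.11 to 0.015, Junb -0.031 to 0.14, Sox9 -0.017 to 0.16 in dHLH-Bmal1 cells and the dHLH-Bmal1 interaction of Sox10 -0.18 to 0.075.

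The depth limits how many genes pass the threshold. Thinning the shMyh9 libraries to the smallest total, 3643332 counts, lowered the count for shMyh9#2 in EV cells from 988 to 711. Whether the genes lost were those with few counts was not examined.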

Differences from the paper's values

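In B16-F10 the paper's count of genes higher with Bmal1 KO is about 190 and of genes lower about 200 (Fig. 1a, read by eye), against 32 and 32 here. Here and below a gap between counts is called closed when the larger count is at most 1.5 times the smaller. Of the alternatives set before the data were examined, no filter on low counts (213 and 231) and DESeq2's Wald test (207 and 226) close both gaps, and the replicate block (112 and 137) closes only that of the lower genes. DESeq2's size factors (32 and 32), a mean of at least 10 counts (32 and 32), a minimum log2 fold change of 1 (32 and 32) and one fit of all 40 libraries (1188 and 764) do not.

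In aC3 the paper's 47 genes increased and 103 decreased by WT-Bmal1 but not by dHLH-Bmal1 compare with 304 and 399 here. None of the alternatives set before the data were examined closes either gap: the replicate block gives 382 and 475, DESeq2's size factors 299 and 401, no filter 418 and 475, a mean of at least 10 counts 294 and 405, one fit of all 40 libraries 115 and 170, DESeq2's Wald test 184 and 297, and a minimum log2 fold change of 1 107 and 28.

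In YUMM2.1 the paper's 542 genes that rose progressively from EV to WT-Bmal1 to dHLH-Bmal1 compare with 0 here. Its about 270 that fell progressively (Fig. 3a, read by eye) also compare with 0 here. As labelled, 98 genes differed between YUMM2.1-WT and YUMM2.1-EV at an unadjusted p under 0.05. The paper states no exact rule for a progressive rise or fall. Here such a gene had to pass the threshold against EV with both constructs, so the counts may not measure the same thing. None of the alternatives set before the data were examined closes these gaps: no filter gives 3 and 2, and the replicate block, DESeq2's size factors, DESeq2's Wald test, a mean of at least 10 counts, one fit of all 40 libraries and a minimum log2 fold change of 1 give 0 and 0. The exchange of labels, chosen after seeing the values, gives 88 and 3, 72 and 1 with the replicate block and 187 and 47 with DESeq2's Wald test, and does not close them.

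For shMyh9, WT-Bmal1 and dHLH-Bmal1 beside shNC, the paper's 627 genes changed the same way compare with 1395 here, its 413 increased genes with 735 here and its about 210 decreased genes (Fig. 6d, read by eye) with 660 here. One fit of all 40 libraries, an alternative set before the data were examined, closes all 3 gaps (643, 371 and 272), and DESeq2's Wald test closes that of the increased genes (1183, 608 and 575). The replicate block (1394, 733 and 661), DESeq2's size factors (1388, 685 and 703), no filter (1548, 782 and 766), a mean of at least 10 counts (1414, 756 and 658) and a minimum log2 fold change of 1 (367, 266 and 101) close none.

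Of 49 log2 fold changes that the paper's Supplementary Data list for genes it names, 8 differ, all in YUMM2.1. For YUMM2.1-WT against YUMM2.1-EV the paper's values are 4.45 for Lmo1, 2.33 for Prrx2, 2.185 for Sox9 and 1.80 for Vcam1, against 0.89, 0.20, 0.0060 and -0.043 here as labelled. For YUMM2.1-dHLH against YUMM2.1-EV the paper's values are 5.765, 4.66, 3.66 and 2.52, against 2.81, 3.21, 2.2002 and 1.35 here. Leaving out the library labelled YUMM2.1-EV 2, set before the data were examined, narrows the gaps of Prrx2, Sox9 and Vcam1 to less than the standard error as labelled (1.89, 1.51 and 1.21 for YUMM2.1-WT, with standard errors of 0.85, 0.80 and 0.67, and 4.90, 3.71 and 2.59 for YUMM2.1-dHLH, with 0.80, 0.81 and 0.66), and the replicate block, DESeq2's size factors, DESeq2's Wald test, both filters, one fit of all 40 libraries and leaving out any other library do not. The exchange of labels, chosen after seeing the values, closes these 6 gaps (2.31, 2.18 and 1.80, then 4.64, 3.66 and 2.52). For Lmo1, the library labelled YUMM2.1-EV 1 has 1 count, so that leaving out YUMM2.1-EV 2 gives no fold to compare, and the exchange gives lower bounds only, at least 7.26-fold higher in YUMM2.1-WT and at least 18.1-fold in YUMM2.1-dHLH, neither above the paper's fold.

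For hypoxia and EMT genes the paper used GSEA with Hallmark sets, and the values here are from hand-written lists and camera. Gene set and test both differ, so these results are not a rerun of the paper's. The paper states that dHLH-Bmal1 did not enrich hypoxia responsive genes in aC3, and here the median log2 fold change of the list with dHLH-Bmal1 was 0.24 with a camera correlation-adjusted p = 1.4e-07. It states that EMT genes were enriched in YUMM2.1-WT, and here the median was -0.028 as labelled and 0.11 with the exchange of labels, which was chosen after seeing the values. It states that mesenchymal genes and several AP-1 factors rose both in YUMM2.1-WT and in YUMM2.1-dHLH. For the AP-1 factors it shows mRNA and an immunoblot (Fig. 3f, g), and only mRNA was examined here. As labelled, Col1a1 changed by 0.072, Klf4 by -0.039, Fn1 by -0.053 and Junb by 0.053 in YUMM2.1-WT, each with an edgeR adjusted p of 1, and with the exchange of labels, chosen after seeing the values, Col1a1, Klf4 and Fn1 changed by 1.30, 1.04 and 1.01 and passed, while Junb (0.52, edgeR adjusted p = 0.33) did not. It states that Jun and Junb rose with shMyh9 in mRNA or in protein, and here the log2 fold changes of their mRNA were -0.045 and 0.053. It states that Sox9 protein was lower with Bmal1 KO in B16-F10 cells under hypoxia, and here the log2 fold change of Sox9 mRNA, -1.29, did not pass. The replicate block and DESeq2's Wald test, both set before the data were examined, call Sox9 in B16-F10.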

Other observations

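The comparisons of YUMM2.1 libraries with Supplementary Data 2 and with same-numbered libraries, and the tests of Nr1d2 in B16-F10 and of construct reads, were chosen after the result was seen, and the others before.

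Under the deposited labels almost no gene differed between YUMM2.1-WT and YUMM2.1-EV. A mislabelled sample was tested in 3 ways. The paper's column YUMM2.1-EV 2 in Supplementary Data 2 followed the library labelled YUMM2.1-WT 1 with an SD of the log2 ratio of 0.0007. Same-numbered EV and WT libraries deviated together with a correlation of 0.378, which fell to -0.041 with the labels exchanged, but a batch shared by replicate number would give this too. The effect of WT-Bmal1 was correlated with its effect in the separate shNC libraries over 13639 genes, and the Spearman correlation was 0.0613 as labelled and 0.377 with the labels exchanged, while that of dHLH-Bmal1 was 0.635 and 0.623. The first and the third are in line with an exchange of labels between the library labelled YUMM2.1-EV 2 and the library labelled YUMM2.1-WT 1, and which label is right cannot be settled from the counts alone.

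Arntl was not lower in the B16-F10 libraries labelled Bmal1 KO. A sample exchanged between the 2 groups would make the levels of Bmal1 targets overlap, but Nr1d2 had a log2 fold change of -2.37, with at most 7.58 CPM in the libraries labelled Bmal1 KO and at least 36.0 CPM in Ctrl. Why the counts of Arntl do not fall was not tested: an edit that leaves the 3′ end of the transcript in place was not looked at. The 2 libraries labelled Bmal1 KO differ from each other more than any other pair, with a chi-square of 89.4 per degree of freedom, against 2.65 to 20.5 in the other 19 groups. This measure grows with depth, and it was not compared at equal depth. The Ctrl pair of B16-F10 had a chi-square of 10.6, with totals of 19348395 and 19367158 counts. The totals of the libraries labelled Bmal1 KO were 21282282 and 22970049, which argues against depth as the cause of the value of this pair.

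Arntl was higher in YUMM2.1-dHLH. Reads of the construct could add to its counts, but Arntl changed by 0.10 in YUMM2.1-WT, which carries a construct of the same kind, and the sequence of the constructs was not used here. In YUMM1.7 with WT-Bmal1, Arntl changed by 0.68 (standard error 0.19, edgeR adjusted p = 0.22). Nr1d1 (0.64 (standard error 0.20, edgeR adjusted p = 0.26)) and Nr1d2 (0.41 (standard error 0.085, edgeR adjusted p = 0.073)) did not fall there, so construct reads cannot be told apart from other explanations. In YUMM1.7 with dHLH-Bmal1, leaving out each library in turn gave log2 fold changes of 0.79 to 1.27 for Arntl. Those of Nr1d1 were -1.56 to -1.21 and those of Nr1d2 -1.23 to -1.11. This goes with less repression but does not exclude construct reads. In aC3, Arntl changed with WT-Bmal1 by -0.83 (standard error 0.16, edgeR adjusted p = 0.0036), but Nr1d1 (2.57) and Nr1d2 (1.57) rose there, so this does not speak for or against construct reads, and with dHLH-Bmal1 it changed by 0.27 (standard error 0.15, edgeR adjusted p = 0.27) although Nr1d1 (-1.82) and Nr1d2 (-2.01) fell, which goes against less repression there. Less repression by Nr1d1 and Nr1d2, which were lower, was tested with a list of other targets of these repressors, of which 3 were tested in YUMM2.1 (Cry1, Nfil3 and Clock). The list was higher in 3 of 3 genes, with a median log2 fold change of 1.13 and a camera correlation-adjusted p = 0.0151 (0.0228 with the labels exchanged), and in YUMM1.7 with dHLH-Bmal1 in 3 of 3, with a median of 0.38 and a correlation-adjusted p = 5.06e-05. Of the single genes, Cry1 (1.13, edgeR adjusted p = 0.0498) and Nfil3 (1.94, edgeR adjusted p = 0.0047) passed in YUMM2.1 and Clock (0.12, edgeR adjusted p = 0.58) did not, and in YUMM1.7 only Cry1 (1.12, edgeR adjusted p = 0.0012) passed, with Nfil3 at 0.38 (edgeR adjusted p = 0.55) and Clock at 0.19 (edgeR adjusted p = 0.39). In aC3 the list was higher in 4 of 4 genes with dHLH-Bmal1 (median 0.82, correlation-adjusted p = 0.0018) and in 0 of 4 with WT-Bmal1 (median -1.01, correlation-adjusted p = 0.0044). Less repression by Nr1d1 and Nr1d2 is thus one candidate explanation for the rise of Arntl in YUMM2.1-dHLH, beside construct reads, and a hypothesis only, since it rests on few genes.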
